# Hypoxia-Ischemia Induced Age-Dependent Gene Transcription Effects at Two Development Stages in the Neonate Mouse Brain

**DOI:** 10.3389/fnmol.2020.587815

**Published:** 2020-12-02

**Authors:** Nicolas Dupré, Céline Derambure, Bérénice Le Dieu-Lugon, Michelle Hauchecorne, Yannick Detroussel, Bruno J. Gonzalez, Stéphane Marret, Philippe Leroux

**Keywords:** brain-development, cholesterol-biosynthesis, encephalopathy, hypoxia-ischemia, inflammation, mouse, neonate, transcriptome

## Abstract

Human brain lesions in the perinatal period result in life-long neuro-disabilities impairing sensory-motor, cognitive, and behavior functions for years. Topographical aspects of brain lesions depend on gestational age at the time of insult in preterm or term infants and impaired subsequent steps of brain development and maturation. In mice, the Rice-Vannucci procedure of neonate hypoxia-ischemia (HI) was used at 5 days (P5) or P10, mimicking the development of 30 week-gestation fetus/preterm newborn, or full-term infant, respectively. Transcription response to HI was assessed at 3, 6, 12, and 24 h after insult, using micro-array technology. Statistical Pathway and Gene Ontology terms enrichments were investigated using DAVID^®^, Revigo^®^ and Ingenuity Pathway Analysis (IPA^®^) to identify a core of transcription response to HI, age-specific regulations, and interactions with spontaneous development. Investigations were based on direction, amplitude, and duration of responses, basal expression, and annotation. Five major points deserve attention; (i) inductions exceeded repressions (60/40%) at both ages, (ii) only 20.3% (393/1938 records) were common to P5 and P10 mice, (iii) at P5, HI effects occurred early and decreased 24 h after insult whereas they were delayed at P10 and increased 24 h after insult, (iv) common responses at P5 and P10 involved inflammation, immunity, apoptosis, and angiogenesis. (v) age-specific effects occurred with higher statistical significance at P5 than at P10. Transient repression of 12 genes encoding cholesterol biosynthesis enzymes was transiently observed 12 h after HI at P5. Synaptogenesis appeared inhibited at P5 while induced at P10, showing reciprocal effects on glutamate receptors. Specific involvement of Il-1 (interleukin-1) implicated in the firing of inflammation was observed at P10. This study pointed out age-differences in HI responses kinetics, e.g., a long-lasting inflammatory response at P10 compared to P5. Whether the specific strong depression of cholesterol biosynthesis genes that could account for white matter-specific vulnerability at P5 or prevent delayed inflammation needs further investigation. Determination of putative involvement of Il-1 and the identification of upstream regulators involved in the delayed inflammation firing at P10 appears promising routes of research in the understandings of age-dependent vulnerabilities in the neonatal brain.

## Introduction

Cerebral palsy is the most severe motor developmental disability in children, accompanied by sensorial deficits, cognitive, language, and behavioral impairments diversely associated. It is a complex disease due to entangled antenatal, perinatal, and postnatal noxious events. The topographical aspects of brain lesions visible with medical imagery, or in post-mortem tissues, show a clear relationship to post-conception (PC) age of infants (Volpe, 2009; Korzeniewski et al., 2018). The relationship between brain lesions and delayed children’s disabilities is less stringent, indicating that common causes have distinct brain consequences depending on brain maturity. Cerebellum and periventricular germinative area are prone to hemorrhage in extreme preterm neonates (before 28 PC weeks). White matter in preterms born at 28–34 PC weeks has a special vulnerability, clearly associated with oligodendroglia and connectome differentiation stage at this time, whereas gray matter appeared more sensitive in the late gestation and later in the postnatal period when *N*-methyl-*D*-aspartate (NMDA)-type glutamate receptors are functional in neurons. The common triggers recorded are ischemia when blood flow is decreased, oxidative stress and inflammation (Hagberg et al., 2015). Perfusion arrest and reperfusion are common in preterm having fluctuant hemodynamics and immature regulation of cerebral blow flow (Tuor and Grewal, 1994). Reperfusion leads to oxidative stress and inflammation.

Whether age specificities in the development of brain lesions and subsequent disabilities were due to interaction with the genetic development program, interference with maturation progress of particular cell lineage and/or induction of outlandish responses appears an exciting challenge. Animal models move toward a description of pertinent procedures that mimic tissue lesions and/or functional impairments. Less than the trigger used to provoke brain insults, the accuracy of the model is verified when insults recapitulate physiopathology at the tissue level, behavior, and chronology of effects. The use of 5-day old (P5) and P10 mice to induce brain lesions mimicking those observed in preterm and term infants is currently admitted (Johnston, 2005; Hagberg et al., 2015). The HI model proposed by Rice et al. (1981) in P7 rats, successfully transferred in P5 and P10 mice actually induced differential white/gray matter MRI signatures, microglial responses and delayed behavior impairments (Daher et al., 2018; Dupré et al., 2020). The brain continues to grow and maturate after birth beyond P10 in mice; neurons establish synaptic contacts, glia proliferate and parenchyma growth promotes angiogenesis. In parallel, intrinsic brain immune cells and developing immune system may affect the brain development trajectory (Bilbo and Schwarz, 2012). Brain tissue therefore, exhibit a clearly different background condition at the time of insult, underlying age-specific structural vulnerabilities and defense means, defining age-dependent substrata (Jiang and Nardelli, 2016; Adle-Biassette et al., 2017).

Very different environmental inputs affect the brain development program via either metabolic or sensorial modalities (Bolton and Bilbo, 2014; Vinall et al., 2014; Loewy and Jaschke, 2020). Direct epigenetic marks were reported on microglia after ischemic trauma (Fleiss and Gressens, 2012). Life-long effects of perinatal stress affect the microglial fate and secondarily neuronal and non-neuronal development (Paolicelli and Ferretti, 2017; Catale et al., 2020). Experimental HI in rodents appears a valuable approach integrating several noxious factors; surgical stress, oxygen deprivation, and rapid restoration, or thermal regulation, mimicking several contingent factors affecting human preterm and neonates (Rumajogee et al., 2016). Experimental HI in neonatal mice actually provokes the common brain noxious phenomenon of inflammation, exhibits age-dependent region vulnerability, especially on vessels and white matter, and leads to age-dependent disabilities (Leroux et al., 2014; Hagberg et al., 2015; Dupré et al., 2020). In front of the huge complexity of cell types and interactions, extracellular environment, development changes, it appears utopian to reach an understanding of the differences due to age in the effects of HI in the neonatal period using hypothesis-driven perspectives. Unbiased holistic omics approaches might be more pertinent toward this goal. As we showed previously, microvessel undergoes rapid strengthening, changes in receptors, transporters, and metabolism in the P5–P10 neonatal period in mice (Porte et al., 2017a,b). The present study was aimed at identifying the development of specific differences in response to HI in neonatal mice. The ultimate goal was to identify targets for putative age-adjusted intervention tools, in particular with therapeutic hypothermia which is now widely recommended by obstetrical and neonatal learned societies in case of brain asphyxia at birth in term newborn (Jacobs et al., 2013).

We performed transcriptome comparisons using whole-genome microarrays of HI versus naive mRNA in P5 and P10 mice brains. In parallel we followed spontaneous mRNA basal expression from P2 to P15 in naive animals, in order to (i) described differences in background gene expression depending on age, (ii) to characterize common, and age-dependent processes activated (repressed), at four-time intervals after the insult (from 3 to 24 h), (iii) to extract interferences of age with HI responses. Biostatistical analyses of enriched pathways and Gene ontology (GO) terms were undertaken to extract pertinent information. Inflammatory protein levels were assessed in parallel to gene expression in an attempt to establish technical validation and functional correlates.

## Materials and Methods

### Ethics Statement

NMRI mice (Naval Medical Research Institute) purchased from Janvier (Le Genest Saint Isle, France) were housed in controlled temperature, humidity, and day/night 12/12 h cycle, with water and food *ad libitum*. All procedures used were approved by the French “Ministère de l’Education Nationale de l’Enseignement Supérieur et de la Recherche” (Agreement 016800.02 on 10/13/2014) in accordance with French law (R.214-87 and R.214-126), INSERM recommendations in respect with the EU directive 2010/63/EU for animal experiments.

### Hypoxia-Ischemia Procedure

The HI procedure derives from the procedure described in P7 rats (Rice et al., 1981) adapted to P5 or P10 mice (Dupré et al., 2020). Briefly, neonate mice were submitted to the right common carotid ligature under isoflurane anesthesia, followed by a 40 min exposure to restricted O2 (8%) (① in Figure 1). All the procedure was done under controlled temperature (36°C). Naive animals were used as control. A total of 336 animals were used for microarray study (① and ② in Figure 1) and 36 animals for Western blot experimentation and protein arrays (details in Supplementary Material).

**FIGURE 1:**
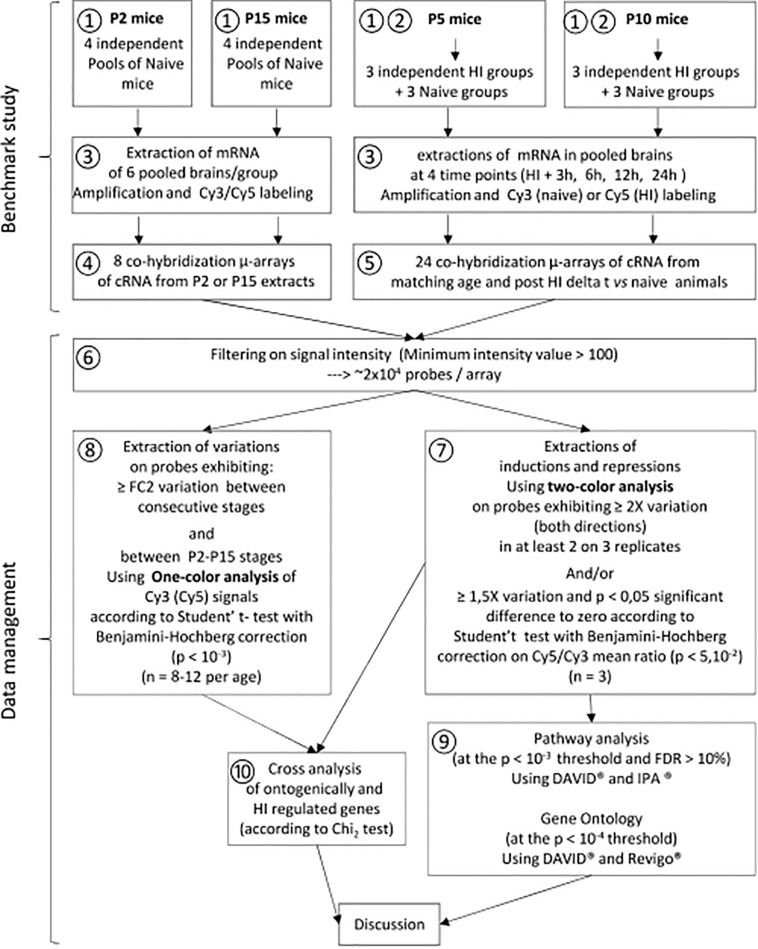
Transcriptome study experimental schedule. Spontaneous development **①** and effects of HI **②** were studied in parallel. Cy3 signals were used for development study at P5 and P10. **③** mRNA extraction amplification and labeling. **④** Co-hybridization of Cy3 labeled P2 and Cy5-P15 samples. **⑤** Co-hybridization of Cy3-naïve and Cy5-HI samples at P5 or P10. **⑥** Signal filtering on signal quality and basal expression at the same thresholds. **⑦** Extraction of HI effects at P5 or P10 using a GeneSpring^®^ two-color procedure. **⑧** Extraction of ontogenetic variations between P2, P5, P10, and P15 using a GeneSpring^®^ one-color procedure. **⑨** Biostatistical analyses of HI effects at P5 or P10 utilizing DAVID^®^, Revigo^®^, and IPA^®^. **⑩** Identification of convergences between spontaneous development and effects of HI at P5 or P10 using Excel and GraphPad. cRNA: Cy3 or Cy5 labeled complementary RNA from retro-transcribed DNA obtained from extracted mRNA.

### RNA Samples Preparation

Total RNA were extracted from brain hemispheres, ipsilateral to ligature at 3, 6, 12, or 24 h after HI procedure at P5 or P10 in sex-matched groups and from the right brain hemispheres of age- and time-matched naive animals (details in Supplementary Material). RNA samples at P2 and P15 required for the developmental study were collected in 8 separate pools each of 6 sex-matched animals at both stages (③ in Figure 1). Brain tissues were defrosted in 350 μl lysis buffer from NucleoSpin RNA Plus extraction kit (Macherey-Nagel, Hoerdt, France) and homogeneized using ceramic beads (1.4 mm Ozyme, Montigny le Bretonneaux) in a tissue lyser^®^ (Qiagen, Courtaboeuf, France) for 20 s at 50 hz. Total RNAs extraction was performed using Nucleospin RNA plus kit^®^ according to manufacturer instructions (Macherey-Nagel) in 350 μL and frozen at −80°C. The integrity and quantity of isolated mRNAs were assessed using the 2100 Bio-analyzer (Agilent Technologies, Santa Clara, CA, United States) and the Nanodrop device (Thermo Scientific, Wilmington, United States). See details in Supplementary Material. Pooled samples for microarray study were made with 5 μg of total RNA extracted from 6 ipsilateral hemispheres of sex matched injured or control mice at both ages and all time points.

### Transcriptome Analyses

Hundred nanogram of RNAs were labeled with cyanine-5 CTP (ischemic) or cyanine-3 CTP (control). After hybridization reaction using hybridization kit (Whole Mouse Genome Oligo 4 × 44K Microarray (G4845A, Agilent Technologies, Les Ulis, France). Co-hybridization was performed at 65°C for 17 h. After wash steps, the microarrays were scanned with a 5 μM pixel size using the DNA Microarray Scanner G2565CA (Agilent Technologies). Image analysis and extraction of raw and normalized signal intensities (Lowess) were performed with Feature Extraction Software 10.5.1.1 (Agilent Technologies). Data were analyzed with GeneSpring GX V.12.6 (Agilent Technologies).

Two-color comparative hybridization was performed to compare gene expression profiling at 4-time points after HI in injured hemispheres from P5 or P10 mice, with age-and time-matched naive animals (⑤ in Figure 1, details in Supplementary Material). Raw hybridization data, evaluated on every 5 μm array probe, was extracted and normalized (Lowess method), then transferred to Genespring^®^ for data processing and data mining (⑥ in Figure 1). Transcriptomic effects of HI were recorded on probes exhibiting a Cy3/Cy5 fold change (FC) > 2 in at least two of three replicates and probes exhibiting Cy3/Cy5 FC > 1.5 and p-value < 0.05 using Benjamini–Hochberg *t*-test against zero. Probes with hybridization level < 100 in the two fluorochromes were excluded (⑥ in Figure 1). Genes identified with several probes were examined using signals with the highest amplitude.

Basal expression along development process was assessed at P5 and P10 from Cy3 signals of controls in all array, and from mRNA extracted from naive mice at P2 and P15 (*n* = 8 independent pools of 6 brain hemispheres from separate litters). One-color analysis (Using Genespring^®^) in the complete P2–P15 series allowed identifying the genes undergoing development changes before and/or after the time points selected to perform HI (④,⑤ in Figure 1). Age-dependent minimum twofold changes were extracted using Volcano plot analyses and Benjamini-Hochberg unpaired *t*-test (*p* < 0.001), restricted to probes exhibiting at least twofold background on one fluorochrome (⑧ in Figure 1). Age comparisons never exceeded 1.6% false positive records at these thresholds. Age-dependent interferences of HI with development were examined relative to previous and subsequent periods (details in Supplementary Material).

Time course responses to HI were classified into 4 kinetic types. Lasting kinetics describes genes exhibiting significant regulation from 3 to 24 h post-HI. Early kinetics refers to genes regulated at 3 h post-HI that returned below detection threshold in the latest at the 24 h time point. Late kinetics includes genes detected at the 24 h time point but not earlier than 6 h post-HI. Finally, transient kinetics included genes with only regulations observed at 6 and/or 12 h post-HI.

Data in agreement with the Minimum Information on Microarray Experiment guidelines were deposited in the NCBI Gene Expression Omnibus^1^.

The data are accessible using the following accession number: GSE144456.

### Data Management

HI-induced Cy5/Cy3 mean ratio reaching statistical requirements were considered inductions or repressions depending on variation sense. Analyses of P5 and P10 induction plus repression lists were performed separately. Special attention was given to genes affected by HI at both P5 and P10 as they represented a common response to the unique insult. Genes exhibiting the same kinetics type at both ages were regrouped in a list of isochronously regulated genes.

#### Pathway Analysis

Since only 183 SeKPaths are validated in mice, we performed the analysis by two complementary approaches, using DAVID^®^ (Bioinformatics Resources 6.8, NIAID/NIH) and Ingenuity pathways analysis (IPA^®^). DAVID^®^ takes advantage of curated lists of genes while IPA^®^ is based on meta-analyses of published literature (⑨ in Figure 1).

Separate analyses were performed on P5–P10 common inductions to estimate a common core of brain responses to HI, and using restrictive threshold [number of genes (*N*) ≥ 10, *p* < 0.01 according to Benjamini corrected Fisher test and False Discovery Rate (FDR) < 10%]. Age-specific lists were analyzed in parallel. Some pathways including small series genes were considered with less than 10 records to be compared to the other age.

IPA^®^ used human gene nomenclatures (showing slight differences with mice) and did not indicate an FDR. Conversely, IPA^®^ provided a *z*-score indicating the sense of activation (inhibition) of significantly enriched (se) pathways (seIPA-Paths). We considered only canonical pathways with Bonferroni–Hochberg *p*-value < 0.001 and *N* ≥ 10 at least at a one-time point after HI. Acute-phase response signaling pathway appeared in the top significant range at all-time points and both ages. As many genes of acute-phase response contributed for high proportion to other seIPA-Paths, we restricted seIPA-Path records to those aggregating at least 5 genes after subtraction of acute phase response genes, in order to avoid over-interpretation. We also discarded some pathways related to extra-brain tissues (see complete lists in Supplementary Table 1).

#### Gene Ontology (DAVID^®^, Revigo)

Statistically enriched GO terms (SeGO-terms) were extracted using DAVID^®^ at the Bonferroni–Hochberg *p*-value < 0.001 threshold, *N* ≥ 10 and FDR < 10% from P5 or P10 gene inductions and repressions lists at every time points (⑨ in Figure 1). The lists of genes affected in common at P5 and -P10 and more strictly exhibiting isochronous kinetics were analyzed separately at the *p* < 0.01 threshold. UP_Keywords were selected at the same stringency.

Many hierarchically related and highly redundant GO terms reached statistically significant thresholds. Thus, a secondary selection was performed using Revigo to exclude redundancy (dispensability > 0.7) (Supek et al., 2011).

#### Gene Index of Regulation

The regulation of a gene at one delay post-HI and one age was based on data filtering on statistically significant inter-assay reproducible fold change. The convergences analysis using pathways and GO terms enrichments based on the sole presence criteria for each entity did not take the advantage of repeated observations (4-time points) in our protocol, the amplitude of the effects and neglected basal expression. To better consider the strength of HI effects in all entities, we calculated a regulation index (R-Index) integrating amplitude of induction (repression) at all-time points and basal expression given by Cy3 hybridization signal in naive brains.

R-Index for every gene detected at least once was calculated at one age according to the formula:

R-Index=(gene/age)(ΣsignificantFCatthe4timepoints)×logCy310

A ranking according to R-Indexes grouped in deciles was done to allow comparison of the distribution for any gene amongst deciles at P5 or P10. Secondarily the R-index rankings were used to point out the entities with major contributions in enriched pathways and GO terms.

#### Analysis of Ontogeny

Spontaneous evolution of basal expression was extracted in the two periods, P2–P10 and P5–P15, to be compared to HI induced effects at P5 and P10 respectively. Ontogenic variation interferences with HI effects were according to Pearson’s Chi^2^ test (⑩ in Figure 1).

### Protein Analyses

Protein levels were assessed on Pooled lesioned hemispheres (two of each sex) at 6 or 24 h after HI using western blot for VEGF (anti-VEGFA, Santa Cruz; sc152, 1/200), IL1-β (Santa Cruz; sc1251, 1/200) and HIF-1α (Novus Biochemicals, NB-100-479, 1/200) were investigated and were normalized on whole proteins detection since β-actin (Sigma-Aldrich, A5441, 1/1000) undergoes significant regulation under development.

A larger panel of 111 cytokines was examined by multiplex protein arrays (Mouse XL cytokine array, Proteome Profiler^TM^, R&D systems) in separate pools under manufacturer instructions. Separate pools equilibrated in sex were prepared separately (details in Supplementary Material).

## Results

### Global Analysis of HI Transcription Responses at P5 or P10

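The HI experiment compared injured hemispheres with hemispheres of naive pups of the same age and time point, in 8 groups: P5 and P10 pups at 3, 6, 12 and 24 h, with 3 arrays per group. Each array set 1 pool of injured hemispheres against 1 pool of naive hemispheres, each pool holding RNA of 6 animals, and HI was a right carotid ligature followed by 40 min at 8% oxygen. HI RNA carried Cy5 and naive RNA Cy3 on all 24 arrays, so a gene-specific difference between the dyes adds to every ratio and is not balanced by a dye swap. Each slide held the 4 time points of 1 replicate number at 1 age, so slides 1 to 3 are P5 and slides 4 to 6 are P10.

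The values are Feature Extraction signals after background subtraction and Lowess dye normalization, and the processed series table holds the same ratios on all 24 arrays. An array has 44397 spots. After 1377 control spots were set aside there are 39429 probes, 27427 of which were named by the RefSeq reference (20832 genes), and the other 12002 kept the name given in the files. On P5 arrays 57.9 to 69.5% of probes were well above background in the naive channel and 62.2 to 70.5% in the HI channel. On P10 arrays the ranges are 59.2 to 84.9% and 66.4 to 91.9%, and no probe was saturated. The precision of a ratio rests on the spread between the few arrays of a group, and signal was not compared with it as a limit.

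A probe was tested at an age and time point when the mean signal of at least 1 dye over the 3 arrays reached 100, the minimum in the paper's methods, which kept 17845 to 20289 probes. Log2 ratios of HI over naive signal were fitted with limma on all 24 arrays, and p was adjusted by Benjamini-Hochberg over the probes tested. A gene counts as regulated when 1 of its probes has adjusted p under 0.05 and a fold change over 1.5. The paper states its test in different ways. Its results name a test against zero at p under 0.05, its methods add the Benjamini-Hochberg correction and a 2-fold change on 2 of 3 arrays, and its Figure 1 joins these rules by and/or. For a named gene the value given is that of its tested probe with the largest mean log2 ratio, as mean±SD of 3 arrays with limma's adjusted p, and a test of the difference between ages uses the gene's brightest probe. Genes are named here when the paper names them, when they are among the 5 most induced or repressed of a group, when they are in a list tested here, or when they change in opposite directions at the 2 ages. The paper's supplementary fold changes had been read when this rule was written.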

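By these criteria 5782 genes were regulated by HI in at least 1 group, 1280 of them at P5 and 5461 at P10. Per group the counts are 413, 586, 808 and 302 genes at P5 (3, 6, 12 and 24 h) and 842, 2306, 1775 and 3339 genes at P10. With the same fold change and unadjusted p they are 515, 675, 889 and 380 at P5 and 932, 2386, 1911 and 3399 at P10. The choice of test moves these counts most. The test against zero on each group alone with Benjamini-Hochberg correction calls 2 genes at P5 6 h and 0 genes in the 7 other groups, and without the correction it calls 1187 genes at P5 and 3210 at P10. Counted over genes named by the reference only, the limma fit gives 4147 genes in all, 1073 at P5 and 3895 at P10. On simulated ratios with 200 changed probes the limma fit recovered 193 when all 24 arrays were used and 179 from 3 arrays alone, and the test against zero with correction recovered 6.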

A total of 1938 genes (1053 genes at P5 and 1271 genes at P10) fulfilled the fold change (|>1.5|) and statistical (*p*-value < 0.05 in *t*-test vs. zero) criteria. 

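At P5, 822 genes were called induced in at least 1 group and 463 repressed. At P10 these counts are 2579 and 3059, with more repressions than inductions. The counts include genes called in both directions in different groups. Restricted to named genes, P5 has 694 inductions and 384 repressions, and P10 has 2114 and 1899, the other way round. Leaving out 1 array at a time moves the P10 repressions between 1836 (without P10 24 h replicate 1, where inductions number 2235) and 3624 (without P10 24 h replicate 3).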

In the P5 brain, HI provoked 592 gene inductions and 466 gene repressions, while in P10 brains, 840 gene inductions and 499 gene repressions were recorded. 

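Of the genes regulated at P5, 923 were also regulated at P10, which is 16% of all regulated genes, 72.1% of those at P5 and 16.9% of those at P10. Among them 658 were induced at both ages and 266 repressed at both ages. A gene called at 1 age and not at the other need not differ between ages, so the difference of HI effects (P10 minus P5) was tested directly. It passed adjusted p under 0.05 with a 1.5-fold difference for 35 genes at 3 h, 973 at 6 h, 253 at 12 h and 1057 at 24 h. These 4 counts depend on single arrays, running from 0 to 199 at 3 h, 351 to 1412 at 6 h, 0 to 516 at 12 h and 11 to 3120 at 24 h when 1 array is left out. With replicate as a block they are 425, 1299, 596 and 1659. With unadjusted p limma gives 724, 1488, 769 and 2427 genes, and 577 to 753 in the fits with 1 array left out that leave 0 after correction. Age and slide are confounded in this test.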

Only 386 genes (20% of the total) showed HI-induced regulations in both P5 and P10 brains (accounting for 36.7% of genes regulated at P5 and 30.4% of entities regulated at P10), and indicating that the majority of transcription effects were specific of one age (Figure 2A). Five genes at P5 and 68 genes at P10 exhibited opposite regulations at different time points after HI (biphasic responses). 

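By the present calls 4 genes at P5 and 137 at P10 were induced at 1 time point and repressed at another. The P5 genes include Apln, higher at 3 h (0.83±0.21, adjusted p 0.00104) and lower at 24 h (-1.16±0.55, adjusted p 9.71e-05), and Egr4, higher at 3 h (1.21±0.37, adjusted p 0.00396) and lower at 12 h (-1.10±0.28, adjusted p 0.00495), each in the same direction on 3 of 3 arrays at both time points. Of the 137 genes at P10, 81 carry a name from the reference. From the share of genes regulated at both ages the paper concludes that most transcription effects of HI belong to 1 age. In the present counts most P5 genes are also called at P10, and most P10 genes are not called at P5.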

Detailed lists of up- and down-regulated genes after HI at P5 and/or P10, including kinetics and amplitudes, are given in Supplementary Table 1A.

**FIGURE 2:**
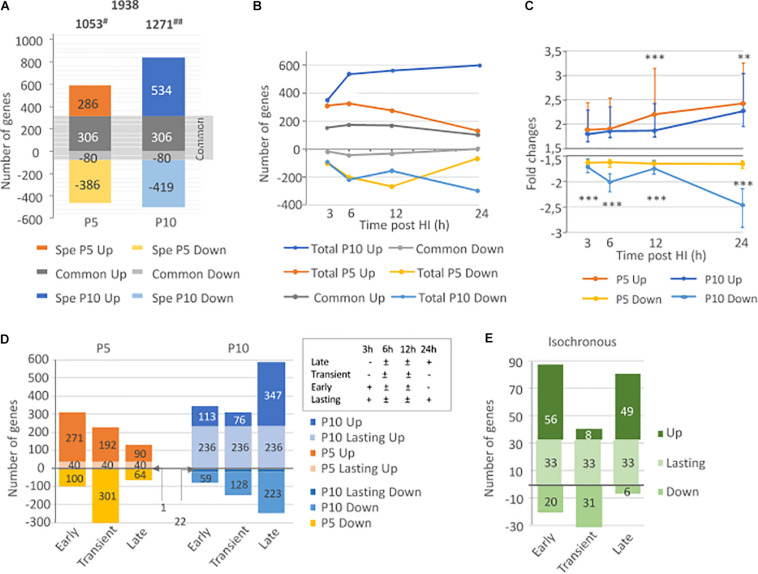
Comparison of HI effects on transcription in the neonate’s brain at P5 and P10. **(A)** Total number of inductions and repressions (noted as negative values) at P5, P10, and in common to both ages, **(B)** Time course of induction/repression numbers in P5, P10, and in common, along the 24 h period following HI **(C)** Comparison of median induction and repression amplitudes (±interquartile) along the 24 h after HI in P5 and P10 brains. **(D)** Distribution of total P5 or P10 inductions and repressions, classified as early, transient, late, or lasting kinetics (details in inset) **(E)** Kinetics distribution of genes exhibiting isochronous responses (based on the 4 classes) at both ages. ^#^Includes 5 biphasic effects (induction and repression of single genes) in P5, and ^##^ 68 biphasic regulations in P10 brains. **p < 0.01; ***p < 0.0001 according to Mann and Whitney test.

Different kinetics of gene inductions were detected at P5 and P10 (see below section “Kinetics and Amplitude of HI Induced Transcription Responses at P5 or P10”). In P5 mice, the highest amplitudes were noted for genes with lasting inductions. This was neither observed at P10, nor for repression effects at both ages (Supplementary Figures 1A,B). 

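At P5 the median maximal fold change was 3.34 for the 52 genes with lasting induction (quartiles 2.54 and 6.33), against 1.9 for early, 1.71 for transient and 1.93 for late inductions. The classes were compared by their medians only, since a gene with 4 significant time points has more chances of a high maximum than a gene with 1.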

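At P10 the 258 lasting inductions have a median maximal fold change of 1.96 (quartiles 1.83 and 2.65), above the early (1.71, quartiles 1.58 and 1.92), transient (1.71, 1.58 and 1.89) and late classes (1.78, 1.62 and 2.16). Among P10 repressions the 57 lasting ones have the deepest median, 2.46, against 1.88, 1.64 and 1.91 for the 3 other classes. At P5 a single gene was repressed at both 3 and 24 h, and the early, transient and late repressions have medians of 1.64, 1.6 and 1.73. In both directions at P10 and for inductions at P5 the lasting class is the highest.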

Gene lists of HI inductions/repressions at P5 and P10 analyzed considering basal expressions, amplitudes of effects after HI, eventually, repeated observations were processed in R-index and given in Supplementary Table 1B.

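Across the 658 genes induced at both ages the maximal log2 ratios at P5 and P10 have a Pearson r of 0.85 (r squared 0.72, 95% interval 0.82 to 0.87) and a Spearman rho of 0.66. On untransformed fold changes r is 0.92. Genes are not independent replicates, so the interval describes this set of genes and not repeated experiments. Across the 266 genes repressed at both ages r is 0.09, with an interval from -0.03 to 0.21 that includes 0. When 1 array is left out, r for inductions ranges from 0.79 (without P10 24 h replicate 3) to 0.88 (without P10 24 h replicate 1).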

The amplitudes of effects on genes affected at both ages were correlated (Pearson *r*^2^ = 0.769, *p* < 0.0001 for inductions) although only inductions account for this correlation (Supplementary Figure 1C). R-Index were also correlated (Pearson *r*^2^ = 0.704, *p* < 0.0001) (Supplementary Figure 1D). 

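The R-index of each gene was recomputed as the sum of its significant fold changes over the 4 time points times log10 of the naive Cy3 signal. Across the same induced genes the R-index at P5 and P10 has r of 0.89 (r squared 0.8, interval 0.88 to 0.91). Among the shared repressions it is 0.14 (interval 0.02 to 0.25, rho 0.21). The caution about genes as replicates holds here too.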

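Genes induced at both ages have a median maximal fold change of 1.91 at P5, against 1.68 for genes induced at P5 only, and 2.14 at P10, against 1.71 for genes induced at P10 only. Their median R-index is 8.11 against 3.93 at P5 and 11.57 against 5.12 at P10. Shared repressions lie close to age-specific ones in amplitude, 1.64 against 1.59 at P5 and 1.79 against 1.78 at P10, and their R-index medians are 4.69 against 4.29 and 7.5 against 5.22. Part of the separation of inductions arises by selection, because a strongly induced gene passes the threshold at both ages more easily.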

The amplitude of effects and R-Index were higher than median P5 or P10 effects, indicating that these genes affected in common at P5 and P10 may constitute a core of HI response (Supplementary Figure 1E). 

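With the kinetic classes of the methods applied to each age, 592 genes fall in the same class in the same direction at P5 and P10, 406 of them induced and 187 repressed. Over named genes the count is 511, with 352 inductions and 160 repressions.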

Only 188 genes (9.7% of total observations) had an isochronous response to HI in P5 and P10 brains (137 induction and 53 repressions, details in Supplementary Table 1C).

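Counted on the same probe, and only where a probe was called in 1 direction within each age, 29 genes passed the threshold in opposite directions at P5 and P10, 23 of which are named by the reference. Among these are Bcl11b (-0.65±0.10 at P5 6 h, adjusted p 0.0184, and 1.03±0.45 at P10 6 h, adjusted p 0.000243), Camk4 (-0.71±0.21 at P5 12 h and 0.66±0.36 at P10 6 h), Hsd17b7 (-0.64±0.14 at P5 12 h and 0.83±0.15 at P10 3 h), Stard4 (-0.86±0.17 and 0.80±0.08 at the same times), Cyp51 (-0.69±0.22 and 0.77±0.24) and Tubb2b (-0.64±0.20 and 0.96±0.25). The values given are those of the probe with the largest change in each group. For Bcl11b they come from different probes, since the probe with 1.03 at P10 6 h lies at -0.21 at P5 6 h. On this probe, its brightest, the difference P10 minus P5 of Bcl11b at 6 h is 1.23±0.26 (±SE, adjusted p 0.00706). Sphk1 fell at 3 h at both ages (-1.33±0.19 at P5 and -0.64±0.29 at P10) and on another probe rose at P10 12 h (0.87±0.21). Fdxacb1 was repressed at P10 6 h (-0.73±0.02, adjusted p 0.00144) and 12 h (-0.64±0.49, adjusted p 0.00482) and did not pass the threshold at P5.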

Only 15 genes showed opposite regulations in response to HI depending on age. Only 2 showed several records in at least 2-time points at the two ages; namely RNA methylation enzyme *Fdxacb1*, and the lymphocyte differentiation factor *Bcl11b* (Supplementary Table 1A).

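In the present analysis 1 gene at P5 (Epha5) and 40 genes at P10 had probes called in opposite directions in the same age, 37 of the P10 genes being named by the reference. Of the genes the paper lists, Ahnak, Crk, Epha5, Kctd11 and Plagl1 are among the 40. Opposite probes can report different transcripts, and they can also report different cross-hybridization, which ratios of single probes do not separate.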

Very few genes showed opposite signals on distinct probes suggesting alternative splicing; 3 genes at P5 (*Cmsd3, Crk, Epha5*), and 8 genes at P10 (*Ahnak, Dennd4a, Epha5, Kctd11, Kctd14, Plagl1, Sacs, Trim25*). Of note, transcription of *Epha5*, involved in axon guidance, showed similar transient induction of A_55_P2062911 probe and symmetrical repression of the A_55_P2100425 probe, in P5 and P10 brains (Supplementary Table 1A).

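At P10 both probes of Epha5 changed at the same 2 time points. Probe A_55_P2062911 was higher after HI at 6 h (0.94±0.27, adjusted p 0.00221) and 12 h (0.85±0.77, adjusted p 0.00586), and probe A_55_P2100425 lower at 6 h (-1.16±0.50, adjusted p 0.00018) and 12 h (-0.68±0.35, adjusted p 0.0138). At P5 the calls fall at different times, with A_55_P2100425 lower at 6 h (-0.77±0.30, adjusted p 0.0148) and A_55_P2062911 higher at 12 h (0.75±0.37, adjusted p 0.0239). A_55_P2062911 at P5 6 h is at 0.60±0.18 with adjusted p 0.074.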

### Kinetics and Amplitude of HI Induced Transcription Responses at P5 or P10

Transcription response kinetics and amplitudes were different in P5 and P10 brains. 

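The number of genes called induced at P5 was 335 at 3 h, 412 at 6 h, 529 at 12 h and 239 at 24 h, so the peak lies at 12 h in these counts. Counts of this kind depend on the spread between arrays as well as on effect size. The median SD of a probe between the 3 arrays was 0.123, 0.134, 0.119 and 0.13 at these time points, with the lowest value at 12 h.

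**Figure D1:**
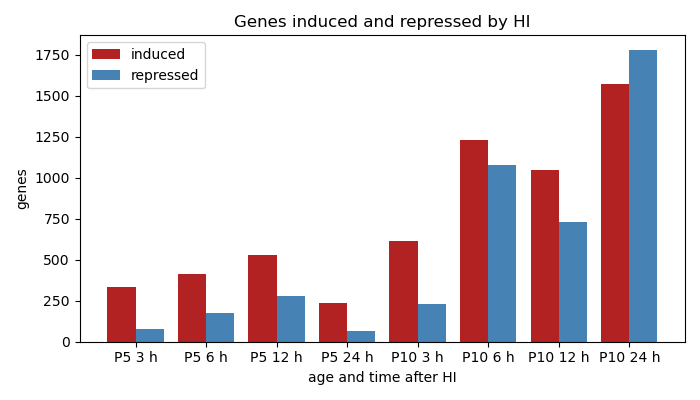
Genes induced and repressed by HI at P5 and P10 at each time point, by adjusted p and fold change.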

In P5 mice, the inductions appeared monophasic, with early onset, a peak at 6 h, and a large decrease at 24 h post-HI. In P10 mice, inductions number continued to increase rapidly between 3 and 6 h, then at a slower rate until 24 h post HI. 

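At P10 the counts of induced genes are 612, 1229, 1048 and 1572 at 3, 6, 12 and 24 h, a doubling between 3 and 6 h and a lower count at 12 h than at 6 h. Of the P10 groups that at 12 h has the least alike arrays, with correlations between their ratios of 0.38, 0.68 and 0.55, and its count of regulated genes runs from 1224 to 3043 when 1 of its arrays is left out.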

Repressions were monophasic at P5 and biphasic at P10, with a transient peak at 6 h and a strong increase in the number of genes 24 h after HI (Figure 2B). 

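Repressed genes numbered 78, 174, 279 and 63 at P5 over the 4 time points, with 1 peak at 12 h. At P10 they numbered 230, 1081, 730 and 1780, with a peak at 6 h and a second, larger count at 24 h. Over named genes the P10 counts are 179, 882 and 584 up to 12 h, and at 24 h 852 of the 1780 repressed genes carry a gene name from the reference, and the named count at 24 h is not above the one at 6 h.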

A high proportion of genes induced at P5 were also induced at P10 (more than 50% at every time point), while repression in common was scarce.

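Of the genes induced at P5, the share also induced at P10 at the same time point was 59.4% at 3 h (199 genes), 64.6% at 6 h (266), 75.6% at 12 h (400) and 92.5% at 24 h (221). For repressions the shares are 35.9% (28 genes), 59.2% (103), 43.7% (122) and 33.3% (21). Seen from P10, shared repressions are 12.2, 9.5, 16.7 and 1.2% of those at each time point.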

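The median fold change of induced genes was 1.88, 1.86, 1.79 and 1.88 at 3, 6, 12 and 24 h at P5, and 1.66, 1.75, 1.75 and 1.76 at P10. The upper quartile rises at P10 from 1.87 at 3 h to 1.96, 2.03 and 2.15, and stays between 2.43 and 2.49 at P5. No group has a median near 2.5.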

The median amplitude of inductions rose along the 24 h post-HI at both stages but with a 12 h delay in P10 mice to reach a near 2.5x fold change. 

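To compare amplitudes with the array as the unit, the median fold change of the called genes was taken on each array. For inductions at 3 h it is 1.90±0.06 at P5 and 1.70±0.07 at P10, and at 6 h 1.91±0.05 and 1.77±0.11, with an exact two-sided p of 0.1 at each time, the smallest that 3 against 3 arrays can reach. At 12 h it is 1.91±0.24 against 1.80±0.29 (exact p 0.6), and at 24 h 1.90±0.14 against 1.83±0.41 (exact p 0.9). A test over genes treats genes of the same arrays as replicates, and was not used here.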

Induction amplitudes were significantly higher in P5 than in P10 mice at 12 h (*p* < 0.001, according to Mann and Whitney test) and 24 h (*p* = 0.0088) post-HI. However, the highest inductions were recorded at P10 but concerned few entities. 

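The largest fold change at P5 was that of Cxcl10 at 12 h (6.99±0.70, 127-fold), and at P10 12 h the same gene gives 7.40±0.86. Its naive signal at P10 6, 12 and 24 h lies at background, where the fold is a lower bound of 28.2, 70.3 and 35.4. It is therefore not ranked against Ccl4 at P10 12 h (6.93±0.63, adjusted p 9.38e-10, 122-fold, higher on 3 of 3 arrays). Il6 also rose at P10 12 h (6.17±0.91, at least 21.2-fold). At P5 3 h Fos rose most (5.67±0.31, adjusted p 4.61e-11), and at P10 3 h it rose as much (5.58±0.38).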

Repressions had significantly deeper amplitudes at P10 (*p* < 0.0001) and followed the biphasic kinetics of gene numbers (Figure 2C).

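For repressed genes the median fold change per group was 1.6, 1.59, 1.61 and 1.63 at P5 and 1.63, 1.67, 1.62 and 1.9 at P10. Per array at 24 h it is 1.66±0.25 at P5 and 2.05±0.93 at P10 (exact p 0.7, smallest possible 0.1). The 3 P10 arrays at 24 h give 3.11, 1.7 and 1.35, so the deeper repression at this time comes from replicate 1. At 3, 6 and 12 h the exact p of this comparison is 0.9, 0.3 and 1.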

The distribution of gene transcription in the 4 kinetics classes was different at P5 and P10 (Figure 2D). P5 animals showed mainly early and transient inductions and transient repressions. 

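At P5 the 822 inductions divide into 283 early (34.4%), 300 transient (36.5%), 187 late (22.7%) and 52 lasting ones (6.3%). The 463 repressions divide into 77 early (16.6%), 323 transient (69.8%), 62 late (13.4%) and 1 lasting. In each direction the transient class is the largest.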

In P10 brain early responses mainly lasted up to 24 h. Few transient effects (both directions) and a majority of late-onset effects were detected at P10. 

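At P10, 1314 of the inductions (50.9%) and 1723 of the repressions (56.3%) were late. Transient effects were not rare, with 653 inductions (25.3%) and 1106 repressions (36.2%). Early effects that had ended by 24 h account for 354 inductions (13.7%) and 173 repressions (5.7%). Of the 612 inductions called at 3 h, 258 were called again at 24 h. Whether the shares differ between ages was not tested, because genes of the same arrays are not independent.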

The isochronous 137 inductions and 53 repressions showed separate early and late induction and transient depression phases (Figure 2E and Supplementary Tables 1C, 2, 3).

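Among the isochronous inductions 108 were early, 101 transient, 160 late and 37 lasting at both ages. Among the isochronous repressions 28 were early, 138 transient, 21 late and 0 lasting by the limma calls, where a single gene at P5 was eligible for the lasting class.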

Early inductions and transient repressions predominated in P5 mice. 

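At 24 h after HI, 239 genes were induced and 63 repressed at P5, together 23.6% of the genes regulated at this age. The number of inductions falls from 529 at 12 h. The 3 arrays at 24 h correlate less with each other (r of 0.69, 0.45 and 0.52) than those at 12 h (0.81, 0.67 and 0.76).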

The number of gene induction largely declined at 24 h (*n* = 195 genes), only representing 18.4% of the total inductions. 

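Of the genes induced at P5 at 24 h, 185 (77.4%) were already induced at 12 h. In 115 of these the fold change at 12 h was larger than at 24 h. The sizes of the 2 groups of inductions, and the threshold each had to pass, are those given for the time course.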

Of them, 153 genes were already detected at 12 h, often with higher amplitude (*n* = 104). This pattern suggests that transcription response is in extinction as soon as 24 h post-HI in P5 mice (Figure 3A). But, this apparent monophasic induction and repression kinetics in P5 brains is misleading. Only 40 genes (3.9% of total observations) exhibited lasting induction from 3 to 24 h post-HI and a low level of redundancy over consecutive time points is clear. 

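At P5, 52 genes were induced at both 3 and 24 h, 6.3% of the inductions at this age, and over named genes 49. Of the genes induced at 3 h, 224 (66.9%) were induced again at 6 h.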

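At P5 the share of inductions found again at the next time point was 67.7% from 6 to 12 h (279 genes) and 35% from 12 to 24 h. A gene just over the threshold at 1 time point and just under it at the next counts as lost, so these shares are lower bounds of how many effects continue.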

About 50% of entities detected at 3 or 6 h were remnant at the subsequent time point, and less than 25% were observed 12 and 24 h post-HI (Figure 3A). Repeated observation of repression at 2 consecutive time points and lasting effects were even fewer, indicating that inductions, in addition to being more numerous were also more remnant than repressions. 

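For P5 repressions the share found again was 24.4% from 3 to 6 h (19 genes), 36.2% from 6 to 12 h (63 genes) and 16.8% from 12 to 24 h (47 genes). The median repression lies closer to the 1.5-fold limit than the median induction, so a repressed gene is more easily lost between time points at an equal duration.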

In P5 mice only 5 genes exhibited biphasic regulation (*Adam8, Egr4, Epha5, Insig1*, and *Rtp4*) (Supplementary Table 1A).

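Of the 5 genes named here, Egr4 and Insig1 pass in both directions at P5. Insig1 was induced at 3 h (0.86±0.15, adjusted p 0.00102) and repressed at 12 h (-0.75±0.20, adjusted p 0.00198) and 24 h (-0.68±0.52, adjusted p 0.00989). Adam8 was induced at 24 h (0.91±0.36, adjusted p 0.0222) and lay lower than naive at 3 h (-0.55±0.24, adjusted p 0.155). Rtp4 was induced at 12 h (1.29±0.59, adjusted p 0.0235) and lay lower at 3 h (-0.70±0.21, adjusted p 0.291), so neither is called repressed. Epha5 changes direction between its probes and not on a single probe.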

**FIGURE 3:**
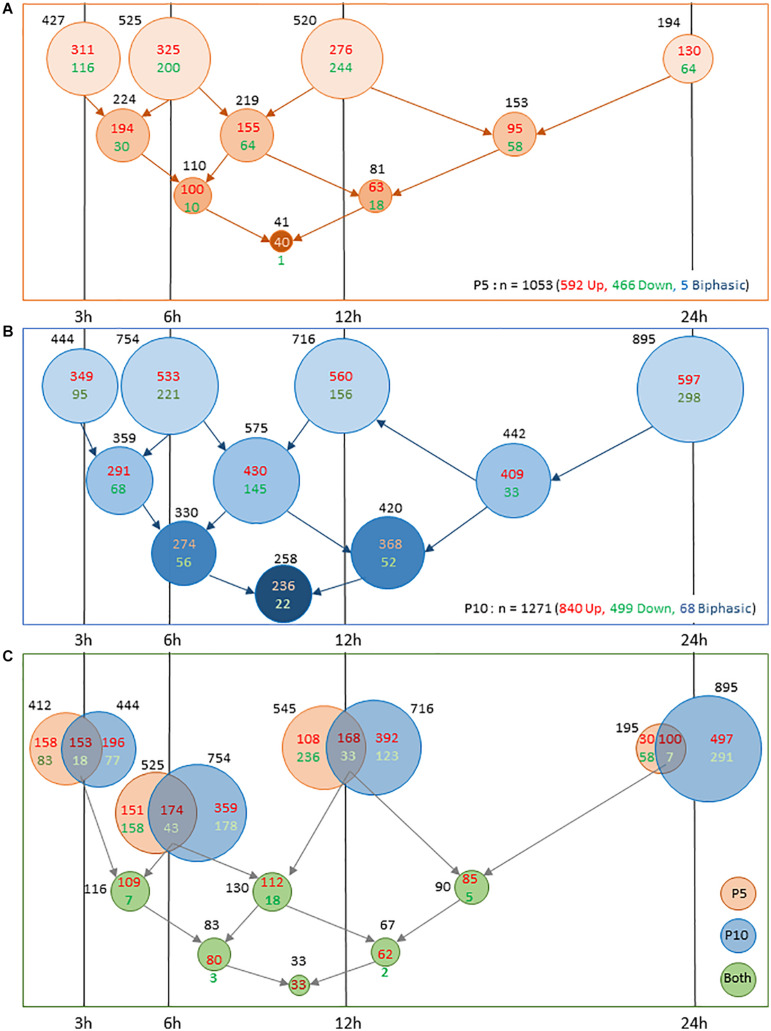
Comparison of number of genes exhibiting transcription response to HI in P5 or P10 brains at the different time intervals post HI. **(A)** Distribution in P5 mice. **(B)** Distribution in P10 mice. Lower series of circles indicate numbers of genes present in successive intervals. **(C)** Coincident transcription responses in P5 and P10 brains at 3, 6 12, and 24 h after HI. Circles overlappings indicate common responses. Bottom rows indicate numbers of common observations at consecutive time points. Induction numbers were noted in red and repressions in green. Disk surfaces were proportional to gene numbers (noted in black).

The situation was different in P10 brains (Figure 3B). The numbers of genes affected at each time point were higher than in P5 mice (near 1.5-fold more from 3 to 12 h, and 6.6-fold at 24 h post-HI) and lasting effects were more numerous. 

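The ratio of genes induced at P10 to genes induced at P5 was 1.83 at 3 h, 2.98 at 6 h, 1.98 at 12 h and 6.58 at 24 h. For repressed genes it was 2.95, 6.21, 2.62 and 28.25. At the 2 ages the time points were hybridized on different slides, and ratios of P10 24 h replicate 1 spread more (SD 0.89) than those of replicates 2 and 3 (0.51 and 0.42).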

The first wave of effects was peaking 6–12 h post-HI, a high proportion of which remained detectable at 24 h. A second wave started after 12 h and contained 188 *de novo* inductions and 265 repression 24 h after HI (Figure 3B). 

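Among genes called at P10 24 h and at no earlier time point at that age, 804 were induced and 1587 repressed. Over named genes the counts are 728 and 710. Of the P10 inductions at 12 h, 586 (55.9%) were still called at 24 h, and of the repressions 128 (17.5%).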

The total of 895 entities affected 24 h post-HI represented 70.25% of the total genes affected in the P10 brain. 

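At P10 24 h 61.1% of all genes regulated at this age were called, and over named genes 57%. The count falls to 1297 genes without replicate 1 and rises to 4679 without replicate 3. Fitted alone, without the variance information of the other groups, the P10 24 h arrays give 10 genes.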

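Inductions that were called at both 3 and 24 h number 258 at P10, which is 10% of the inductions at this age. Over named genes the count is 195. From 3 to 6 h 423 inductions (69.1%) were found again, and from 6 to 12 h 686 (55.8%).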

The 236 genes exhibiting lasting (3–24 h) induction represented 28.1% of the total induction (to be compared to 6.7% at P5). Such durability was not observed on repressions at P10. The 22 genes showing 3–24 h lasting repression, only accounted for 4.4% of total repressions. 

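At P10, 57 genes (1.9% of the repressions) were repressed at both 3 and 24 h, 37 of them named by the reference. Between consecutive time points 134 repressions (58.3%) continued from 3 to 6 h and 434 (40.1%) from 6 to 12 h.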

Very different to P5 brain response, HI-induced transcription at P10 showed an acceleration 24 h post-HI, suggesting an impulsion of the biological response (Figure 3C). More biphasic regulations were observed in P10 mice (*n* = 68). Of them, 53 genes exhibited profound repression at 24 h after early induction. 

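Among the genes called in both directions at P10, 123 were induced earlier and repressed at 24 h, and 68 of these carry a gene name. The methods' test against zero without correction calls 0 genes of this kind at unadjusted p under 0.05.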

Fifteen genes exhibited an inverse pattern; early repression followed by induction (Supplementary Table 1A).

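The inverse order, repression followed by induction at P10, was found for 10 genes, all of which carry a gene name. From the time courses the paper concludes that the response fades early at P5, while it is progressive and lasting at P10 with a second wave.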

Two main features resulted from this P5 to P10 comparative analysis of transcription after HI; (i) the very distinct time course responses; early and rapidly decreasing at P5, and more progressive and lasting effects at P10, with an intense second wave. These patterns were also observed for repressions essentially transient at P5, while delayed at P10 (Figure 2D). (ii) The occurrence of a common core of effects based on genes affected at both ages representing 20% of total observations. Core response could be dissociated in 2 phases; an early and partly lasting induction wave, and a delayed induction phase (Figure 2E).

### Gene Identity, Pathway Analyses and GO-Terms Enrichment

#### Common Core of HI Responses at P5 and P10

Complete lists of genes affected by HI at P5 and/or P10 are given in details (kinetics, R-index, sense of variation) in Supplementary Table 1C.

##### Inductions

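Genes were ranked by R-index within each age and direction. At P5 the top decile of inductions holds 82 genes, and 81 of these (98.8%) were induced at both ages, against 80% of all P5 inductions. At P10 the top decile holds 258 genes, of which 143 (55.4%) are shared, against 25.5% of all P10 inductions. Of the shared genes 67 are in the top decile at both ages. The R-index sums over significant time points, so a gene called at more time points ranks higher by construction.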

The analysis of gene inductions with top 10 R-Index at P5 and P10 revealed a massive enrichment of genes affected in common at both ages (*n* = 68) (Supplementary Tables 1A,C). Of them, 65 were in the top-10 at the two ages. Distributions of R-Index in age-specific or common inductions showed significant divergences compared to random distribution over deciles. High R-indexes were over-represented in common genes and under-represented in age-specific inductions (Supplementary Figures 2A,B). This observation reinforces the notion of a core of common inductions at both ages as already suggested by kinetics analysis. This core included acute phase response genes (*Cebpb*, *Fos, Hmox1, Jun, Socs3, Tnfrsf1a*), as revealed by IPA^®^ analysis (see “Pathway convergences in P5 and P10 regulations”), together with some other early genes (*Egr1, Egr2, Hspb1, Ier3, Litaf, Plek*). Also detected in this core, the energy metabolite transporters (*Slc2a1* coding the glucose transporter Glut 1 and *Slc16a6* encoding the monocarboxylate transporter MCT7). 

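All 12 genes named here were induced at both ages. At 3 h the acute phase genes Jun (2.42±0.14 at P5 and 2.86±0.22 at P10), Socs3 (1.77±0.06 and 1.77±0.19) and Cebpb (1.64±0.09 and 1.71±0.31) were higher on 3 of 3 arrays at each age. Hmox1 was highest at 6 h at P5 (1.43±0.16, adjusted p 0.000172) and at 24 h at P10 (1.95±0.72, adjusted p 2.03e-06). Tnfrsf1a passed at P5 from 6 h (1.09±0.15, adjusted p 0.000117). Egr1 (2.97±0.30 and 2.34±0.50), Egr2 (2.85±0.31 and 3.29±0.62), Ier3 (1.96±0.09 and 2.82±0.55), Hspb1 (1.50±0.26 and 0.69±0.29) and Litaf (0.88±0.18 and 0.85±0.10) rose at 3 h at both ages. Plek rose later, to 1.54±0.52, adjusted p 0.00171, at P5 24 h, and to 8.01-fold (adjusted p 4.52e-07, higher on 3 of 3 arrays) at P10 24 h. The difference P10 minus P5 at 24 h passed for Plek (1.46±0.38, adjusted p 0.0289), Cebpb (1.32±0.33, adjusted p 0.0267), Ier3 (1.38±0.38, adjusted p 0.0356) and Hmox1 (1.07±0.29, adjusted p 0.0318, each ±SE).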

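Slc2a1 was induced at P5 3 h (1.49±0.17, adjusted p 5.01e-05), 6 h and 12 h, and at P10 at all 4 time points (1.64±0.10, adjusted p 1.14e-05, at 3 h). Slc16a6 was induced at P5 3 h (1.31±0.17, adjusted p 3.62e-06) and 6 h, and at P10 up to 12 h (0.97±0.19, adjusted p 1.97e-05, at 6 h). Each was higher on 3 of 3 arrays at these points.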

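Chemokine genes and Cd14 were called induced at both ages. At P5 12 h the log2 ratios are Ccl7 4.58±1.26, Ccl2 4.36±0.43, Ccl12 4.21±0.94, Cd14 2.91±0.29, Ccl9 2.90±0.64, Ccl3 2.88±0.49 and Ccl6 2.56±0.84, and at P10 12 h Ccl2 4.18±0.53, Ccl3 4.18±0.29, Ccl7 4.04±0.61, Ccl12 3.44±0.60, Ccl9 3.18±0.48, Cd14 2.80±0.20 and Ccl6 2.06±0.49, all higher on every array that measured them (2 arrays for Ccl3 at P5, 3 for the others). The effect on Ccl3 at 12 h was larger at P10 by 1.30±0.29 (±SE, adjusted p 0.0278).

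At 6 h the transcription regulators have log2 ratios at P5 of Atf3 3.44±0.41, Maff 2.95±0.50, Gadd45b 2.23±0.38, Cebpd 2.09±0.23, Neat1 1.82±0.06, Cited1 1.77±0.00, Nr4a1 1.39±0.08, Klf4 1.35±0.15 and Gadd45g 1.33±0.33, and at P10 of Atf3 4.48±0.56, Maff 3.82±0.80, Gadd45b 2.05±0.21, Cebpd 2.03±0.45, Neat1 1.80±0.42, Gadd45g 1.74±0.58, Nr4a1 1.63±0.15, Cited1 1.36±0.30 and Klf4 0.94±0.62, also higher on 3 of 3 arrays. Atf3 at 12 h was 2.55±0.21 at P5 and 4.18±0.58 at P10, a difference of 1.63±0.39 (±SE, adjusted p 0.0329). The naive signal of Maff at P10 12 h is at background, which makes its fold a lower bound (at least 11.2-fold). Klf4 was also repressed at P10 24 h (-0.65±0.56, adjusted p 0.0405). From these genes the paper concludes that both ages share a core response of transcription and inflammation genes. A list of 10 interferon-induced genes, tested as a set, rose at P5 12 h (median 1.82, 6 of 6 tested genes called, camera p 1.15e-06) and at P10 12 h (1.97, 5 of 6) and 24 h (2.00, 5 of 6).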

Many inflammation-related genes were also present (*Ccl2, Ccl3, Ccl4, Ccl6, Ccl7, Ccl9, Ccl12, Cd14, Tnfrss1a*), as well as many transcription regulators (*Atf3, Cebpb, Ceppd, Cited1, Gadd45b, Gadd45g, Klf4, Maff, Neat1, Nr4a1*). Altogether the data pointed out an age-independent core response to HI, affecting gene transcription and inflammation. Differences in kinetics among common genes were noted for 24 items exhibiting delayed or prolonged kinetics in P10 compared to P5 brains.

##### Repressions

Fewer gene repressions than inductions were common at the two ages (*n* = 30). 

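In the present calls 266 genes were repressed at both ages, 8.2% of all repressed genes, against 24% of induced genes that were induced at both. Homeostatic microglia genes, tested as a list of 8, had a median log2 ratio of -0.44 at P10 3 h (7 of 7 tested genes lower, 2 called, 2 when adjusted over the list alone, camera p 0.00277, fry p 1.36e-08). At P10 6 h it was -0.75, and the list was split, with 4 genes lower, 4 called lower, and 3 higher. At P5 their medians run from -0.28 to 0.31, with 2 called lower and 1 higher at 12 h, and at P10 12 h 4 were called lower and 2 higher. By fry, p at P5 3, 6 and 12 h is 0.000349, 0.00131 and 0.000683, so the list changed at P5 too by this test. The difference between ages of the list gives camera p from 0.174 to 0.896, and fry p of 0.0163 at 6 h.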

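For repressions the top decile by R-index holds 46 genes at P5, of which 32 are shared (69.6%, against 57.5% of all), and 306 genes at P10, of which 52 are shared (17%). Only 8 genes are in the top decile at both ages. Slc2a5 was repressed at P5 6 h (-0.86±0.40, adjusted p 0.00522), 12 h (-0.95±0.10, adjusted p 0.00223) and 24 h, and at P10 6 h (-1.15±0.51, adjusted p 0.000113), 12 h and 24 h. Slc16a7 was repressed at P10 24 h (-0.92±0.68, adjusted p 0.00321) and stayed between -0.21 and 0.06 at P5.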

Of them, only 7 were in the first decile at both ages, including two genes coding energy substrate transporters (*Slc2a5*, encoding a fructose transporter, and *Slc16a7*, encoding monocarboxylate transporter MCT2 (Supplementary Figures 2C,D). It is worth noting that these convergent genes, although non-statistically validated, encoded proteins of the cell membrane, including structural components (*Nrxn3, Ntng1, Pclo, Sl40a1, Slc16a7, Slc2a5, Slitrk6, Tmsb15b1*) and signalization (*Fzd10, Gria2, Kcns3, Kcne2, P2ry12, P2ry13, Tnfaip8*). 

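Of the 15 genes, 13 were repressed at P5 and 15 at P10 at 1 time point or more. At 12 h the values at P5 are P2ry12 -1.45±0.35, Tmsb15b1 -1.05±0.38, P2ry13 -1.02±0.23, Nrxn3 -0.83±0.06, Gria2 -0.81±0.24, Fzd10 -0.62±0.28 and Slc40a1 -0.61±0.18, and at P10 P2ry12 -1.35±0.33, Gria2 -1.27±0.63, P2ry13 -1.15±0.34, Tmsb15b1 -1.06±0.24, Fzd10 -1.02±0.40, Slc40a1 -0.94±0.26 and Nrxn3 -0.91±0.10. At 6 h Ntng1 -0.72±0.08 (adjusted p 0.00469) and Pclo -0.76±0.21 (adjusted p 0.0028) were lower at P5, and Ntng1 -1.28±0.30 (adjusted p 6.2e-06) and Pclo -1.10±0.38 (adjusted p 2.07e-05) at P10. At 3 h Kcns3 (-1.19±0.32 and -1.26±0.18), Slitrk6 (-0.74±0.10 and -0.96±0.19) and Kcne2 (-0.61±0.04 and -0.89±0.45) were lower at both ages. Tnfaip8 was repressed at P10 12 h (-0.88±0.28, adjusted p 5.28e-05) and not called at P5 (-0.36±0.11, adjusted p 0.0714, at 12 h). At P5 6 h it lay at -0.55, just under the fold threshold, with no difference found between ages at 6 h (-0.05±0.19, ±SE, adjusted p 0.891). Kcne2 is a choroid plexus gene. The list of 11 choroid plexus genes had medians within -0.18 and 0.10 in every group, with 2 genes called lower at P10 3 h and at P10 6 h, 1 called lower at P5 3 h and P10 12 h, and 1 called higher at P5 6 and 12 h and at P10 3, 12 and 24 h.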

The onset of repression on these genes at P10 did not show the same delays as observed for inductions. More genes repressed were specific to P5 (*n* = 37) than to P10 (*n* = 16). Contrary to the global tendency, P10 specific repressions appeared early, and included many regulators of gene expression, while P5 specific genes had later onset (Supplementary Table 1A).

##### Data mining

DAVID^®^ gene ontology (plus Revigo filtering) based on the 386 genes affected at both ages, revealed enrichment in 14 GO-terms (seGO-terms), 3 KEGG (Kyoto encyclopedia of genes and genotypes) pathways (seK-paths), and 7 Up_Keywords (Figure 4A). The analysis did not consider kinetics. Indeed, a separate analysis of isochronous genes provided very scarce information (not shown). Five main biological functions (BF) could be identified (Figure 4B), inflammation, immunity, positive regulation of gene expression, angiogenesis, and apoptosis. The same analysis performed separately on inductions revealed very similar lists (although with lower *p*-values), while the study performed on repressions revealed no enriched term (not shown). Cell component (CC) GO-terms converge to the generic term “cytoplasm” and toward cell membrane and extracellular space (Figure 4C). Separate research on P5 and P10 responses indeed confirmed enrichments in these terms (GO-terms and pathways) although including large proportions of genes induced at one age only, indicating that age-dependent responses at least in part brought age-specificity around the core response (Supplementary Material and Supplementary Tables 1D–F). Also, UP_Keywords pointed out immunity, inflammation, and secretion at high significant levels (Figure 4A).

**FIGURE 4:**
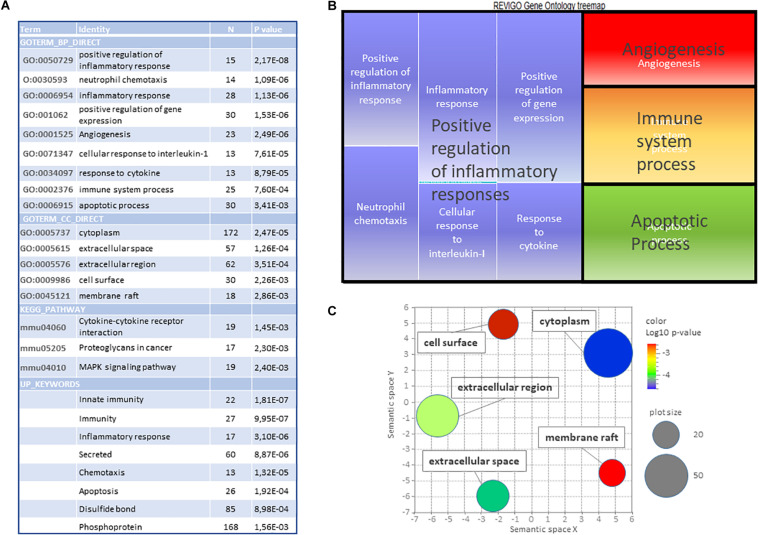
Gene ontology study of the common core of 386 genes affected by HI in P5 and P10 brains. **(A)** DAVID (v6.8) identification of significantly enriched GO-terms (dispensability < 0.7), Kegg Pathways and Keywords (*N* ≥ 10, *p* < 0.01). **(B)** Treemap representation of biological processes GO terms (BP). **(C)** Scatterplot representation of cell components (CC) GO terms. Color scale indicates *p*-values. Circle diameters represent the number of genes associated.

#### Age-Dependent Transcription Effects of HI on Neonate’s Brain at P5 or P10

##### Pathway convergences in P5 and P10 regulations

Although specific gene regulations occurred according to age, common functions emerged from separate pathway analysis of P5 or P10 lists of regulations. DAVID^®^ and IPA^®^ allowed extracting 8 seKpaths and 36 seIPA-Paths (Table 1), including 290 and 366 genes, representing 27.4 and 15.4% of records at P5 and P10, respectively. Only 9 genes at P5 and 23 genes at P10 were included in both seKPaths and seIPA-Paths indicating that the two strategies were complementary. Few pathways were inhibited at P5 (*z*-score < -2), including 12.7% of the 466 repressions, and no pathway was inhibited at P10 (Supplementary Tables 1D,E).

**TABLE 1:** Pathways extracted from the series of genes affected after HI (inductions and repression) at P5 or P10.

		P5					P10					Common
Category	Term	*N*	*p*-value (time)*	Kinetics	FDR	*z*-score	*N*	*p*-value (time)	Kinetics	FDR	*z*-score	*N*
MAPK Signaling	KEGG mmu04010	28	2.01.E-9 (3 h)	Early	0.00		28	8.88E-5 (24 h)	Lasting	0.00		19
Cytokine–Cytokine receptor interaction	KEGG mmu04060	24	7.85E-5 (12 h)	Lasting	0.00		29	2.83E-3 (24 h)	Lasting	0.01		16
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	Ingenuity Pathway	31	5.89E-6 (6 h)	Lasting			40	3.24E-5 (24 h)	Lasting			20
Neuroinflammation Signaling Pathway	Ingenuity Pathway	29	2.00E-5 (24 h)	Lasting		2.67	42	4.90E-7 (6 h)	Lasting		+ 3.30	16
Acute Phase Response Signaling	Ingenuity Pathway	20	1.74E-5 (12 h)	Lasting		+2.89	25	7.76E-7 (12 h)	Lasting		+2.31	15
Granulocyte Adhesion and Diapedesis	Ingenuity Pathway	19	1.20E-9 (12 h)	Lasting			16	1.12E-5 (24 h)	Late			13
ILK Signaling	Ingenuity Pathway	19	1.02E-4 (3 h)	Lasting			16	9.33E-4 (3 h)	Early		+3.00	11
Agranulocyte Adhesion and Diapedesis	Ingenuity Pathway	16	1.20E-9 (12 h)	Lasting			23	1.17E-7 (12 h)	Late			12
Communication between Innate and Adaptive Immune Cells	Ingenuity Pathway	11	7.41E-7 (24 h)	Lasting			16	1.12E-5 (24 h)	Lasting			9
Altered T Cell and B Cell Signaling in Rheumatoid Arthritis	Ingenuity Pathway	10	1.48E-6 (24 h)	Lasting			12	6.17E-4 (6 h)	Late			7
IL-6 Signaling	Ingenuity Pathway	19	1.17E-7 (6 h)	Early			22	1.32E-7 (3 h)	Lasting		+2.53	14
p38 MAPK Signaling	Ingenuity Pathway	15	1.15E-4 (3 h)	Early			15	2.75E-4 (6 h)	Late			7
Unfolded protein response	Ingenuity Pathway	10	1.78E-6 (3 h)	Early		+2.83	6	1.10E-4 (3 h)	Early		+2.24	5
**Synaptogenesis Signaling Pathway**	Ingenuity Pathway	15	2.45E-3 (12 h)	Transient		**−2.84**	26	2.34E-4 (6 h)	Early			5
Production of NO and ROS in Macrophages	Ingenuity Pathway	13	2.75E-5 (24 h)	Late		+2.45	18	5.62E-4 (12 h)	Late		+2.67	12
Tec Kinase Signaling	Ingenuity Pathway	6	7.24E-4 (24 h)	Late			15	4.79E-4(24 h)	Late		+3.05	5
14-3-3-mediated Signaling	Ingenuity Pathway	12	1.32E-4 (6 h)	Late		+2.23	15	3.39E-5 (6 h)	Late			7

**Category**	**Term**	***N***	***p*-value (time)**	**Kinetics**	**FDR**	***z*-score**						***N***

Hepatic Fibrosis Signaling Pathway	Ingenuity Pathway	32	1.02E-4 (12 h)	Lasting		2.68						22
Glucocorticoid Receptor Signaling	Ingenuity Pathway	24	9.55E-4 (3 h)	Early								12
Th1 and Th2 Activation Pathway	Ingenuity Pathway	13	8.13E-4 (6 h)	Early								7
IGF-1 Signaling	Ingenuity Pathway	11	2.75E-4 (3 h)	Early		+1.89						7
p53 Signaling	Ingenuity Pathway	11	1.48E-4 (3 h)	Early								7
Leukocyte Extravasation Signaling	Ingenuity Pathway	17	3.74E-4 (24 h)	Late								10

**Category**	**Term**	***N***	*p*-value (time)*	**Kinetics**	**FDR**	***z*-score**	***N***	***p*-value (time)**	**Kinetics**	**FDR**	***z*-score**	***N***

**VDR/RXR Activation**	Ingenuity Pathway	12	3.84E-4 (6 h)	Early		**−0.47**						7
**Superpathway of Cholesterol Biosynthesis**	Ingenuity Pathway	12	6.31E-12 (12 h)	Transient		**−3.37**						1
**LXR/RXR Activation**	Ingenuity Pathway	12	1.07E-5 (24 h)	Late		**−1.89**						9
**Neuroactive ligand interaction**	KEGG mmu04080	29	1.07E-7 (12h)	Late	0.00	**Repressed**						3
**Steroid biosynthesis**	KEGG mmu00100	8	9.77E-6 (12 h)	Late	0.00	**Repressed**						0
**Terpenoid backbone biosynthesis**	KEGG mmu00900	7	6.51E-5 (12h)	Late	0.07	**Repressed**						0
**Axon guidance**	KEGG mmu04360	12	5.43E-3 (12 h)	Transient	0.06	**Repressed**						2

**Category**	**Term**						***N***	***p*-value (time)**	**Kinetics**	**FDR**	***z*-score**	***N***

TNF signaling pathway	KEGG mmu04668						18	7.66E-4 (3h)	Lasting	0.00		11
HIF-1 signaling pathway	KEGG mmu04066						17	5.36E-5 (3 h)	Lasting	0.03		11
PI3K Signaling in B Lymphocytes	Ingenuity Pathway						23	2.04E-5 (3 h)	Early		+2.65	9
Sirtuin Signaling Pathway	Ingenuity Pathway						20	1.62E-4 (12 h)	Early		−1.06	15
Signaling by Rho Family GTPases	Ingenuity Pathway						26	6.03E-4 (12 h)	Late			11
B Cell Receptor Signaling	Ingenuity Pathway						24	1.82E-4 (24 h)	Late		+2.00	13
Aryl Hydrocarbon Receptor Signaling	Ingenuity Pathway						18	2.88E-5 (24 h)	Late			7
IL-12 Signaling and Production in Macrophages	Ingenuity Pathway						18	1.17E-4 (12 h)	Late			11
Death Receptor Signaling	Ingenuity Pathway						15	3.24E-4 (24 h)	Late		+2.11	8
Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	Ingenuity Pathway						13	2.29E-5 (24 h)	Late		+3.05	5
Natural Killer Cell Signaling	Ingenuity Pathway						12	2.82E-4 (24 h)	Late			4
Chemokine Signaling	Ingenuity Pathway						11	3.39E-4 (6 h)	Late			6
Th17 Activation Pathway	Ingenuity Pathway						10	1.41E-4 (24 h)	Late		+3.16	5

N indicates the number of genes associated to pathway observed at least once. *Lowest *p*-value recorded at the time interval indicated in parentheses. Bold characters indicate inhibited pathways.

Common functions were related to early and non-specific cellular stress responses (acute phase response, NO and ROS production, unfolded protein response), inflammation (IL-6 and ILK signaling, leukocyte adhesion and diapedesis, macrophage activities), immune responses (communication between T and B cells) and associated signaling (14.3.3 signaling, cytokine receptor interaction, MAP kinases signaling). More specifically to the nervous system, neuroinflammatory- and synaptogenesis-signaling pathways were enriched at both ages.

The neuroinflammation pathway showed many genes in common. More than half of regulations at P5 were common with P10, while P10 specific effects predominated (Figure 5A). Genes in common mainly relate to acute phase response. 

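Among neuroinflammation genes with a role in protection, Cntf was induced at P5 24 h (1.70±1.11, adjusted p 0.00223) and at P10 24 h (1.93±0.17, adjusted p 9.4e-05), and on its brightest probe the effect at 24 h was larger at P10 by 0.69±0.15, adjusted p 0.0172. Il6ra was induced at P5 6 h (1.11±0.25, adjusted p 0.000213) and at P10 6 h (1.04±0.13, adjusted p 6.33e-05). Bdnf at 3 h was 0.58±0.16, adjusted p 0.0088, at P5, just under the fold threshold, and 0.65±0.48, adjusted p 0.00168, at P10, with no difference between ages (0.07±0.19, adjusted p 0.868). Ntf3 was lower at P5 3 h (-0.63±0.07, adjusted p 0.019).

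At P5, Tlr12 (-1.39±0.54, adjusted p 0.0176, at 3 h), Gabrd (-0.92±0.11, adjusted p 1.29e-05, at 12 h), Acvr1c (-0.74±0.16, adjusted p 0.014, at 6 h), Gria1 (-0.66±0.14, adjusted p 0.00718, at 12 h), Gabrb2 (-0.61±0.14, adjusted p 0.00175, at 6 h) and Gabra2 (-0.59±0.09, adjusted p 0.0116, at 12 h) were repressed, each lower on 3 of 3 arrays. Calb1 stayed under the signal minimum. At P10, Gabrd (-0.77±0.22, adjusted p 1.51e-05) and Acvr1c (-0.71±0.72, adjusted p 0.00602) were repressed at 24 h and Gabra2 was induced at 3 h (0.64±0.23, adjusted p 0.00511). Of these genes only Gabra2 passes the test of the difference between ages, at 6 h (0.97±0.21, adjusted p 0.0091).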

Specific, inductions at P5 of *Bdnf, Cntf, Il6r*, and, *Ntf3*, as well as repressions of *Tlr12, Avcr1c, Calb1, Gabra2, Gabrb2, Gabrd*, and *Gria1*, should contribute to neuroprotection. Conversely, among regulated genes specific to P10, the induction of *Il1b, Grin1, Grin2b, Cxcr1, Casp8, Myd88* appeared potentially neurotoxic. 

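At P10 these genes were induced as follows: Casp8 at 24 h (1.08±0.62, adjusted p 8.31e-05) and Myd88 at 6, 12 and 24 h (1.13±0.66, adjusted p 2.78e-05, at 24 h), each higher on 3 of 3 arrays. Casp8 was also induced at P5 24 h (0.71±0.11, adjusted p 0.016) and Myd88 at P5 12 h (0.61±0.27, adjusted p 0.0116). For Myd88 the difference between ages at 24 h is 0.64±0.22, adjusted p 0.0673, and for Casp8 0.37±0.24, adjusted p 0.289. Cxcr1 stayed under the signal minimum at both ages. From such genes the paper proposes that the P5 profile is protective and the P10 profile potentially toxic, and the ratios measured here carry no information on tissue damage.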

Kinetics of neuro-inflammation pathway regulations were transient, centered 6 h after HI at P5, and biphasic at P10, with a transient activation 6 h after HI followed by a 2nd phase starting 24 h after HI (Figure 5A).

**FIGURE 5:**
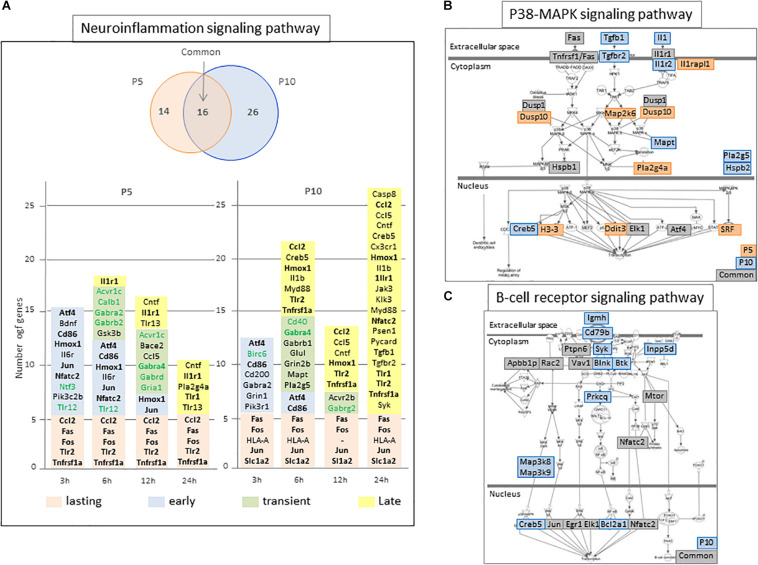
Schematic representation of selected P5 and/or P10 enriched pathways. **(A)** “Neuroinflammation signaling pathway” representation of age-specific and common numbers of genes affected in the pathway at P5 (orange circle) and/or P10 (blue circle). Genes contributing to enrichment, induced or repressed (green characters) were indicated at the different time points they were detected. Colored backgrounds refer to their regulation kinetics. Bold characters indicate genes identified in both P5 and P10 brains. **(B,C)** Schematic representation of Ingenuity pathways enriched at P5 and P10 (B; P38-MAP signaling) or P10 only (**C**; B-lymphocyte signaling). The genes detected to enrich the pathways are indicated on age dependent colored background.

Many other convergences of pathways at the two ages were observed. Several appeared true common responses sharing more than 50% of genes (*n* = 10) and kinetics (7/10 while 3 were delayed) (Table 1). Several pathways detected at both ages had only apparent convergence. For example, the seKpath “MAPK signaling” exhibited the lowest p-values at both ages but the peak effect was delayed at P10. The seIPA-path “p38 MAPK signaling” showed less than 50% genes in common (Figure 5B).

##### Pathway divergences in P5 and P10 regulations

The synaptogenesis signaling pathway significantly enriched at both ages exhibited opposite patterns (Figure 6). 

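Of 8 synaptogenesis genes drawn as repressed at P5 in the paper's scheme, 7 were called repressed at P5 12 h: Cdh12 -0.73±0.05, Syt1 -0.72±0.07, Cplx3 -0.69±0.06, Cdh8 -0.68±0.09 and Rasgrp1 -0.61±0.01 and the glutamate receptor genes Gria3 and Grm8, all lower on 3 of 3 arrays (adjusted p 3.05e-05 to 0.0096). Unc13a stayed under the signal minimum. At P10, Cdh12 (12 h, -0.68±0.44, adjusted p 0.000625), Grm8 (6 h, -0.73±0.09, adjusted p 1.89e-05) and Cplx3 (24 h, -0.71±0.22, adjusted p 1.21e-05) were repressed too. The difference between ages passed for Syt1 at 6 h (0.72±0.13, adjusted p 0.00396), 12 h (0.74±0.13, adjusted p 0.0138) and 24 h (0.62±0.13, adjusted p 0.0156), and not for Cdh8, Cdh12 or Rasgrp1 at any time point. The pathway z-score itself was not recomputed.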

In the P5 brain, this pathway appeared significantly inhibited (*z*-score = −2.84, with 12/16 genes repressed) whereas it was activated at P10 (*z*-score positive but < 2). Among the 41 genes involved only 4 were detected at both ages and one (*Camk2a*) showed opposite regulations. Kinetics also was different. Most genes exhibited transient and late repression at P5, clearly not synchronous with predominant early inductions at this age. At P10, 19/26 genes in the synaptogenesis signaling pathway were activated, near half of the regulations appeared early and only 4 remained after 24 h (Eif4bp1, Mtor, Syn2, and Ntrk2), hereto not synchronous to the bulk activations at P10 (Table 1). 

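At P10, Syn2 was induced at 24 h (0.78±0.44, adjusted p 0.000934), as at 3 and 6 h, Ntrk2 at all 4 time points (1.12±0.34, adjusted p 9.79e-05, at 24 h) and Eif4ebp1 at 6, 12 and 24 h. The induction of Syn2 does not appear on its brightest probe, which lies at 0.21, 0.09 and -0.18 at P10 3, 6 and 24 h. Mtor was repressed at 6 h (-0.75±0.42, adjusted p 0.000267) and 12 h (-0.72±0.24, adjusted p 0.000581) and lay at -0.16±0.04 at 24 h. Cdh7 was repressed at 6 h at both ages (-0.60±0.01, adjusted p 0.00306, at P5 and -1.10±0.21 at P10).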

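Eif4ebp1 was induced at 6 h at P5 (0.96±0.19, adjusted p 0.000544) and P10 (1.20±0.11, adjusted p 2.54e-05, at 12 h), and Atf4 at 3 h (0.98±0.14, adjusted p 3.19e-07 at P5 and 1.20±0.17, adjusted p 2.41e-08 at P10). The effect on Atf4 lasted longer at P10, with a difference between ages of 0.66±0.12, adjusted p 0.0138, at 12 h and 0.62±0.12, adjusted p 0.0118, at 24 h. Camk2a was lower at P5 12 h (-0.80±0.16, adjusted p 0.0164) and higher at P10 6 h (0.94±0.21, adjusted p 0.000869). On the brightest probe of Camk2a the difference is 1.00±0.31, adjusted p 0.0446, at 6 h and 1.01±0.31, adjusted p 0.0763, at 12 h. Mtor did not pass at P5 (-0.49±0.11, adjusted p 0.0178, at 12 h).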

Among the five synaptogenesis pathway associated genes in common, three were induced (*Eif4bp1, Mtor, Atf4*) and one *Nrxn3* was repressed at both ages, while Camk2A showed opposite late repression at P5 and transient activation at P10. Of note, 4 genes repressed at P5 encoded proteins involved in glutamatergic transmission (*Gria1, Gria3, Grm8, Unc13A*), while 2 essential subunits of *N*-methyl-D-aspartate glutamate receptor were enhanced at P10 (*Grin1, Grin2b*) together with many other factors involved in synaptic function (*Camk2b, Ap2m1, Creb5, Pik3r1, Syn2, Itsn1*).

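At P10 6 h the values are Itsn1 1.02±0.20 (adjusted p 0.00233), Creb5 0.99±0.25 (adjusted p 0.00332), Pik3r1 0.76±0.23 (adjusted p 0.000317), Ap2m1 0.72±0.32 (adjusted p 1.13e-05) and Camk2b 0.61±0.38 (adjusted p 0.00117), all higher on 3 of 3 arrays. At P5 none of these genes was called. The difference between ages at 6 h passed for Camk2b (0.73±0.15, adjusted p 0.00649), Ap2m1 (0.62±0.13, adjusted p 0.00728) and Pik3r1 (0.66±0.20, adjusted p 0.0404), and not for Creb5 (0.58±0.35, adjusted p 0.295) or Itsn1 (0.50±0.34, adjusted p 0.357). For Camk2b it also passed at 12 h (0.82±0.15, adjusted p 0.0174) and 24 h (0.69±0.15, adjusted p 0.0173).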

**FIGURE 6:**
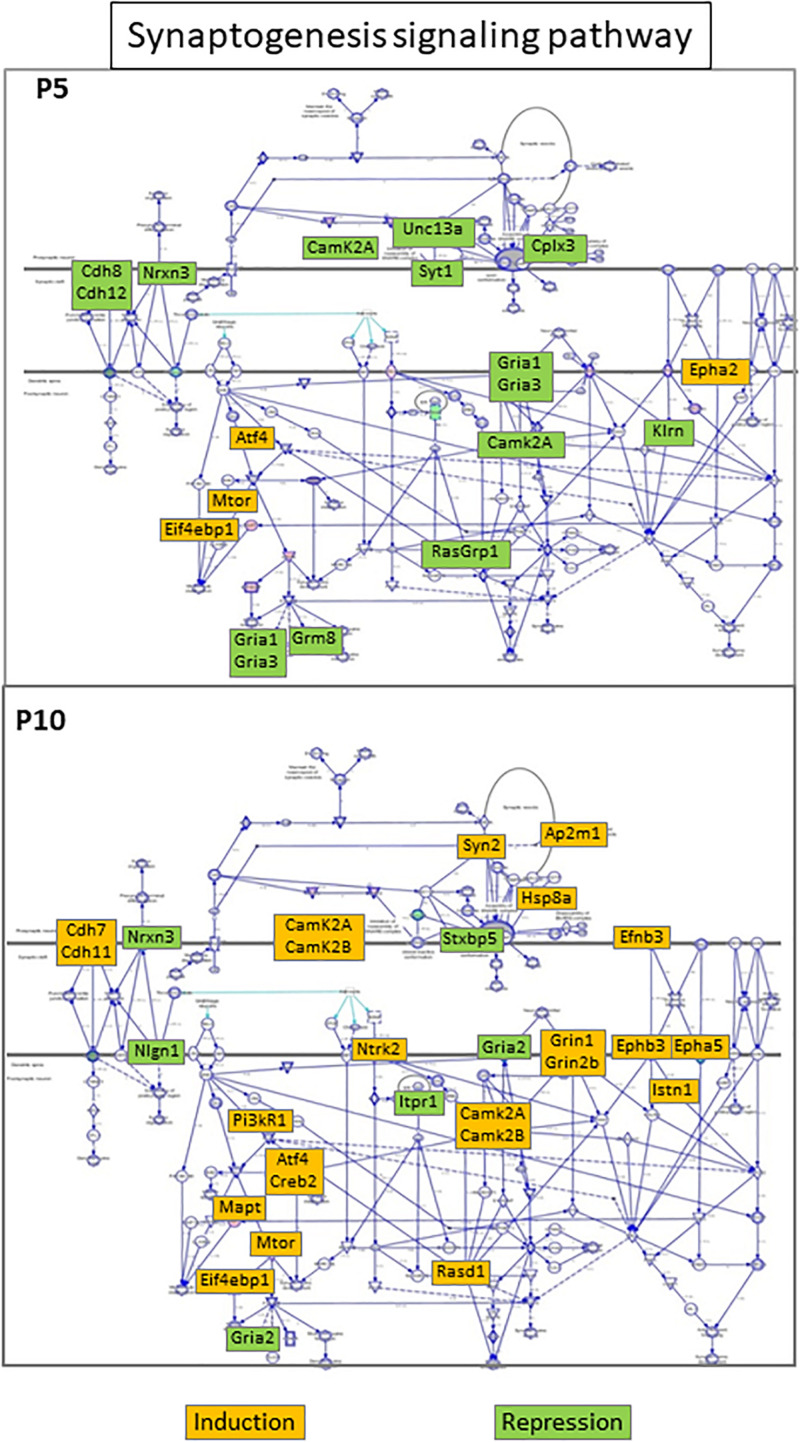
“Synaptogenesis signaling” seIPA-path schematic representation in HI exposed P5 **(upper panel)** and P10 brains **(lower panel)**. The pathway was inhibited in the P5 brain and activated in the P10 brain. Color code insets indicate the regulation direction of regulated genes.

##### Pathways specifically enriched in P5 brain

Thirteen seKPaths and seIPA-Paths were detected only at P5 (Table 1). The pathways based on gene inductions appeared poorly specific, sharing many genes with HI effects at P10. These pathways appeared in line with the two age common pathways, related to inflammation and immunity (hepatic fibrosis, neuroinflammation signaling, leukocyte extravasation signaling, and Th1 and Th2 activation pathways). Glucocorticoid signaling, IGF1 signaling, and P53 signaling may be considered together as protection functions and completed the series.

But, the striking observation was the inhibition of the super pathway of cholesterol biosynthesis which exhibited particularly high enrichment (262-fold) and significance (*p* = 6.31E-12, *z*-score = −3.37). 

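Tested as a list of 21 enzymes from acetyl-CoA to cholesterol, written before the files were opened, the pathway was lower at P5 12 h with a median log2 ratio of -0.77. All 21 enzymes were lower than naive, 15 were called repressed and 15 pass when adjusted over the list alone, and the arrays give medians of -0.66, -0.74 and -0.82. By camera with an assumed correlation of 0.01 between genes p is 1.39e-18, by fry 3.35e-07, and by camera with the correlation estimated from these data 0.00749. The result at P5 24 h (-0.52, 8 called) also holds under all 3 tests, and the one at P5 6 h (-0.29, 1 called) under camera with the assumed correlation and under fry. Of the other lists, the interferon-induced genes at 12 h at both ages, the homeostatic microglia genes at P10 3 and 6 h and the erythroid genes at P5 12 h also have p under 0.05 by all 3 tests, before adjustment over the lists. Adjusted over the lists, camera p for the microglia genes at P10 6 h is 0.133. The alternative that moved the median most takes out the dye bias estimated from the dye-swapped P2 and P15 arrays, and gives -0.68.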

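Enzymes of the pathway past the threshold at P5 12 h include Nsdhl -1.52±0.25, Sqle -1.21±0.17, Idi1 -1.18±0.35, Msmo1 -1.11±0.10, Mvd -1.10±0.14, Mvk -1.01±0.16, Dhcr7 -0.89±0.21, Fdft1 -0.85±0.22, Tm7sf2 -0.82±0.30, Hmgcs1 -0.79±0.04, Fdps -0.77±0.05, Cyp51 -0.69±0.22 and Hsd17b7 -0.64±0.14. The adjusted p of these runs from 2.26e-05 to 0.044, and each was lower on 3 of 3 arrays. At 24 h 9 of the 21 enzymes still had a repressed probe, among them Idi1 -0.85±0.51, Sqle -0.84±0.58, Hmgcs1 -0.80±0.47 and Nsdhl -0.79±0.30. At 3 h the median of the list was 0.06 and no enzyme was past the threshold.

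**Figure D2:**
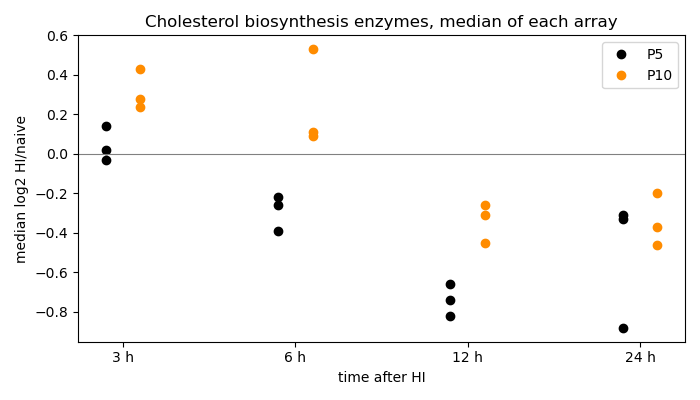
Median log2 ratio of 21 cholesterol biosynthesis enzymes on each array, P5 and P10.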

Twelve enzymes responsible for 2/3 of reactions in the metabolic chain were inhibited transiently 12 h after HI at P5, indicating that the inhibition of this essential metabolism is specifically affected in P5 mice (Figure 7). Only *Nsdhl* transcription was inhibited in the P10 brain. 

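At P10 12 h 8 enzymes had a repressed probe, among them Nsdhl -0.97±0.10, Sqle -0.92±0.24, Mvd -0.80±0.12, Mvk -0.77±0.17, Idi1 -0.75±0.06, Tm7sf2 -0.60±0.22 and Msmo1 -0.59±0.28 (adjusted p 0.000153 to 0.0023, each lower on 3 of 3 arrays). The list median at P10 12 h is -0.32, with 18 of 21 enzymes lower, 6 called on their brightest probe, and array medians of -0.45, -0.26 and -0.31 (camera p 0.000514, fry p 0.0037, estimated correlation p 0.245). At P10 3 h and 6 h the list was higher than naive (0.34 and 0.26, 3 enzymes called at each), and at 24 h lower (-0.37, 2 called).

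The difference P10 minus P5 was tested on the list. At 12 h its median is 0.43, with 21 of 21 enzymes less repressed at P10 and 2 passing alone (camera p 4.01e-09, fry p 0.00431, estimated correlation p 0.0577). At 6 h it is 0.50 with 8 enzymes passing, among them Hmgcs1 (0.64±0.19, adjusted p 0.0329), Mvd (0.95±0.18, adjusted p 0.00463), Msmo1 (0.82±0.19, adjusted p 0.0112) and Hsd17b7 (0.94±0.17, adjusted p 0.0041). Nsdhl itself differs at 6 h (0.66±0.20, adjusted p 0.0371) and not at 12 h (0.44±0.20, adjusted p 0.212). The paper concludes that repression of cholesterol synthesis is specific to P5.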

Six other pathways showed reduced activity centered 12 h after HI (Neuroactive ligand interaction, steroid biosynthesis, terpenoid backbone biosynthesis, axon guidance, and LXR/RXR activation and VDR/RXR activation pathways). Very few genes in these pathways were affected at P10 indicating the P5 specificities of repressions.

**FIGURE 7:**
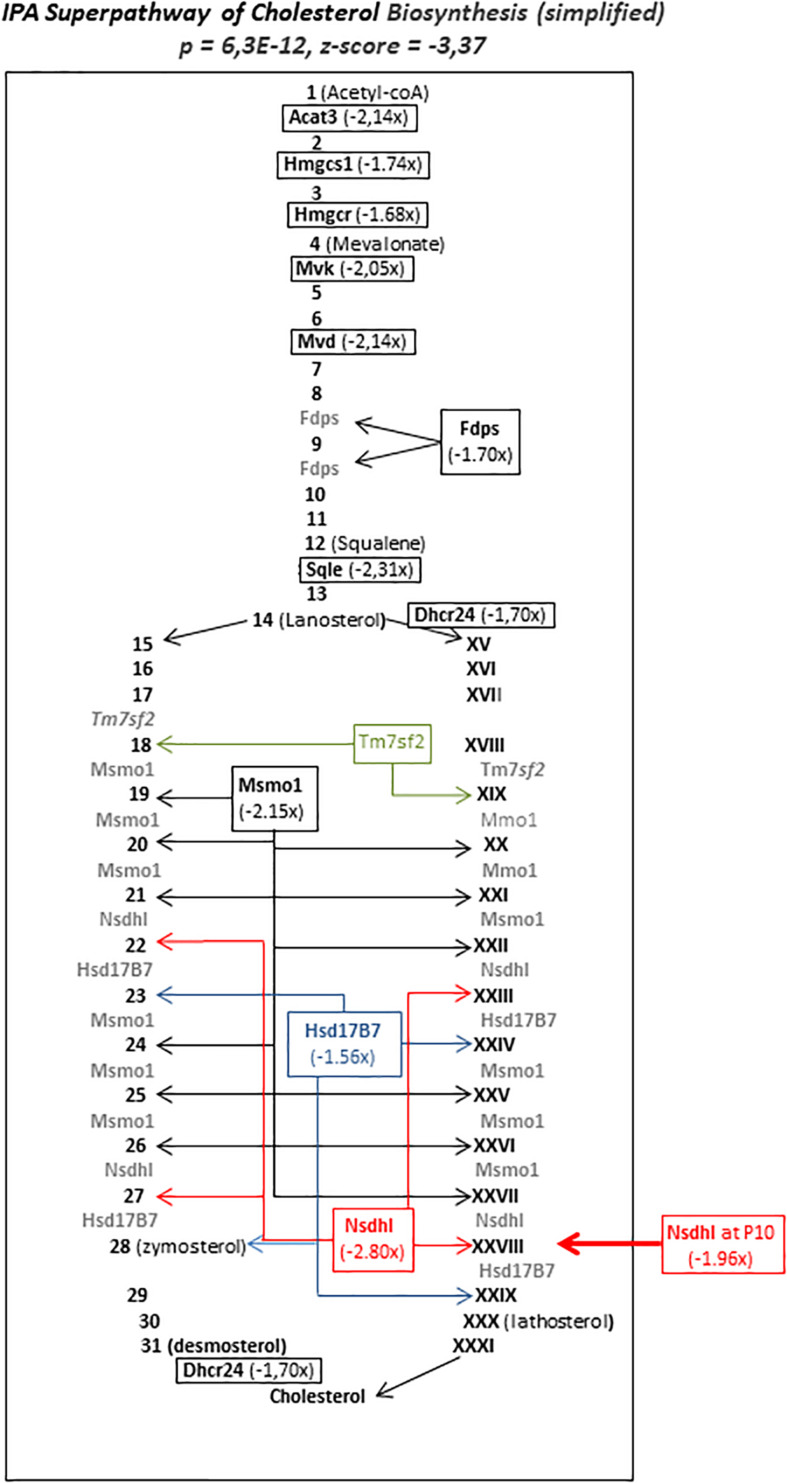
Simplified schematic representation of seIPA-path “super pathway of cholesterol biosynthesis” significantly repressed in P5 brain 12 h after HI (*p* = 6.3E-12, *z*-score = –3.37). Repressed genes figure in bold characters. Numbers (Arabic and roman) figure intermediate metabolites in two alternate biosynthesis routes. Values in parentheses indicate fold change inhibition at 12 h after HI. Acat3 enzyme coding gene (in bold italics) does not exist in Human, thus IPA^§^ release proposed the human homolog Acat2. Arrows indicate the enzyme’s multiple sites of implication. Large Arrow pointed toward Nsdhl, the only gene in this pathway affected by HI at P10.

The axon guidance (KEGG_mmu04360) pathway was enriched at P5, including 12 repressions. 

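Of 11 axon guidance genes named in the paper's tables, 6 were repressed at P5, among them Epha5 and Robo2. The others are Sema3e at 12 h (-0.83±0.30, adjusted p 0.00559), Plxnb3 at 12 h (-0.73±0.16, adjusted p 0.00229), Lrrc4c at 6 h (-0.70±0.12, adjusted p 0.000105) and Rgs3 at 3 h (-0.69±0.32, adjusted p 0.0101). Sema3e, Plxnb3, Lrrc4c and Rgs3 were each lower on 3 of 3 arrays. Epha1 stayed under the signal minimum, and Rnd1, Efna4, Cxcl12 and Sema5b were not called at this age.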

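Robo2 was lower at P5 12 h (-0.82±0.20, adjusted p 0.0132, on the 2 arrays that measured this probe). At P10 6 h 1 probe of Robo2 was lower (-0.67±0.32, adjusted p 0.00486, 3 of 3 arrays) and another was called higher. Robo2 is among the genes with 1 probe called lower at P5 and higher at P10. On its brightest probe the effect was not found to differ between ages at 12 h (0.26±0.27, adjusted p 0.648).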

Of which *Robo2* had R-Index in the first decile and *Epha5* exhibiting putative alternative splicing. None of these genes were included in the aforementioned synaptogenesis seIPA-Path also inhibited, although providing complement clue of P5 neurodevelopmental repression effects of HI. Only 2 genes in this path were affected at P10 (*Ntng1* was repressed and *Epha5* underwent biphasic regulation).

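At P10, Plxnb3 was repressed at 6 h (-0.77±0.09, adjusted p 0.000426) and 12 h (-0.85±0.15, adjusted p 0.000287), and Sema5b was induced at 24 h (0.69±0.40, adjusted p 0.000263). Ntng1 at 12 h was -0.94±0.29, adjusted p 0.000208. The effects on Plxnb3 (-0.12±0.21, adjusted p 0.808, at 12 h), Lrrc4c (0.37±0.13, adjusted p 0.0791, at 6 h) and Sema3e (0.24±0.27, adjusted p 0.665, at 12 h) were not found to differ between ages.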

In the P5 brain, HI induced strong and highly specific inhibition of cholesterol metabolism, and slowed down axonal growth and synaptic differentiation, i.e., by repression of AMPA (*Gria1, Gria3*) and metabotropic (*Grm8*) glutamate receptor coding genes. 

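The difference P10 minus P5 of these receptor genes at 12 h was 0.59±0.22, adjusted p 0.139, for Gria1, 0.09±0.15, adjusted p 0.788, for Gria3 and 0.14±0.14, adjusted p 0.644, for Grm8, so a difference between ages was not found for any of them. At P5 12 h Gria3 (-0.65±0.13, adjusted p 0.0096) and Grm8 (-0.67±0.11, adjusted p 0.000224) were lower on 3 of 3 arrays.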

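Grin1 was higher at P10 3 h (0.71±0.11, adjusted p 0.000183) and 6 h (0.70±0.33, adjusted p 7.42e-05), and Grin2b at 6 h (1.21±0.11, adjusted p 0.000553) and 12 h (1.13±0.68, adjusted p 0.000371), each on 3 of 3 arrays. At P5 neither was called (Grin1 -0.05±0.14 and Grin2b 0.02±0.46 at 6 h). The difference between ages passed for Grin1 at 6 h (0.75±0.16, adjusted p 0.00672) and 12 h (0.61±0.16, adjusted p 0.0432), and for Grin2b at 6 h (1.19±0.34, adjusted p 0.0307) but not at 12 h (1.12±0.34, adjusted p 0.0708).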

Of note, *Grin1* and *Grin2b* encoding two NMDA-glutamate receptor subunits predominant in the excitotoxic phenomenon were induced at P10.

##### Pathways specifically enriched in P10 brain

Fourteen pathways were extracted from P10 gene lists. Whether this response to HI is specific to P10 brain is unclear, considering the low proportions of genes not also observed at P5, nor included in acute phase reaction pathways (Table 1). Only six of these pathways showed more than 50% of genes regulated at P10 only (Table 1). 

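Itpr1 was repressed at P10 12 h (-0.63±0.30, adjusted p 0.00441), as at 6 h, lower on 3 of 3 arrays, and its effect at 6 h differs from P5 (-0.76±0.22, adjusted p 0.0328). Creb5 was induced at P10 12 h (0.87±0.85, adjusted p 0.0105). Plcb1 (-0.35±0.30, adjusted p 0.105, at 6 h) and Plcb4 (0.32±0.38, adjusted p 0.017, at 24 h) were not called at P10, and Map3k8 stayed under the signal minimum.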

B cell receptor signaling and Pi3k signaling in B lymphocytes indicated a convergence toward B-lymphocytes (Figure 5C), but very few specific genes had high R-Index of induction (*Plcb1, Map3k8, Creb5*) or repression (*Plcb4, Itpr1*). One could suggest a tendency pointing on phospholipase-C mediated effects. The same reserve can be made for the signaling by the Rho-GTPases pathway. The series of P10-specific regulations affected essentially cell attachment and cytoskeleton protein-encoding genes; *Actg1, Actb, Cdc42ep1, Cdh5, Map3k9, Pak4, Septin3*, and *Septin9* were induced while *Limk2, Cdh11, Cdh15*, and *Cdh18* were repressed (Supplementary Tables 1D,E).

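All 8 genes given as induced were induced at P10 at 1 time point or more. At 6 h these are Actg1 1.11±0.34, Actb 1.05±0.32, Pak4 1.03±0.23 and Septin3 0.98±0.24, and at 24 h Cdc42ep1 1.11±0.38, Map3k9 0.98±0.23 and Septin9 0.87±0.69 and Cdh5 (12 h, 1.15±0.37, adjusted p 0.00352). Pak4 (0.72±0.43, adjusted p 0.0386) and Septin3 (0.72±0.37, adjusted p 0.0374) were also induced at P5 12 h. The difference between ages passed for Actg1 (0.90±0.17, adjusted p 0.00401) and Actb (0.80±0.24, adjusted p 0.039) at 6 h, and for Cdc42ep1 (0.89±0.18, adjusted p 0.0142), Map3k9 (0.71±0.12, adjusted p 0.00925) Cdh5 (1.64±0.39, adjusted p 0.0225), Actg1 (0.59±0.17, adjusted p 0.0356) and Actb (0.92±0.24, adjusted p 0.0289) at 24 h. Of the genes given as repressed, Cdh15 (-1.36±0.42, adjusted p 0.000503) and Limk2 (-1.28±1.03, adjusted p 0.00238) were lower at P10 24 h and Cdh11 at 6 h (-0.98±0.35, adjusted p 3.25e-05), the last also at P5 3 h (-0.59±0.17, adjusted p 0.0129). Cdh18 was tested at P10 12 h only and not called (-0.35±0.34, adjusted p 0.149).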

The specific P10-specific pathways TNF-, HIF- 1-, Sirtuin- or chemokine-signaling showed a large proportion of genes also regulated at P5. Several immune response associated pathways appeared more specific (B-Cell receptor- and Pi3k-signaling in B lymphocytes, Fcy mediated effects in macrophages, NK cell-signaling, and chemokine-signaling and Th17 activation) while only Th1-Th2 activation signaling appeared at P5 (Table 1). 

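At P10 6 h Nfib (1.03±0.14, adjusted p 0.000123), Nfix (1.00±0.44, adjusted p 0.000833) and Rara (0.66±0.38, adjusted p 0.000287) were induced, higher on 3 of 3 arrays. Nfib differs between ages at this time (1.09±0.24, adjusted p 0.00948), and Nfix (0.85±0.29, adjusted p 0.0675) and Rara (0.41±0.17, adjusted p 0.124) do not, while Rara does at 24 h (0.76±0.17, adjusted p 0.0188). Nfia stayed under the signal minimum at P10, and on its probe the difference between ages passes at 6 h (1.12±0.34, adjusted p 0.0385). Rxrg was lower at 6 h at both ages, -0.86±0.05, adjusted p 0.000301, at P5 and -1.04±0.17, adjusted p 8.04e-06, at P10, with no difference between them (-0.18±0.19, adjusted p 0.549).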

Only two had largely more genes associated with P10 than at P5; Aryl hydrocarbon receptor signaling and the near significant transcriptional misregulation in cancer (not shown) pointed out on many transcription factors inductions; *Nfia, Nfib, Nfix*, and *Rara*, while the other retinoic acid receptor Rxrg was repressed. HIF-1 signaling pathway, in line with HI context, reached significance at P10, but 11/17 genes were also affected at P5. Only one pathway at P10 was oriented toward inhibition (Sirtuin signaling pathway) although its *z*-score (−1.06) was not conclusive. Most of the genes associated with this pathway were also affected at P5 (Supplementary Tables 1D,E).

##### Upstream regulators of seIPA pathways

Why did a second phase response occur in P10 and not in P5 brains exposed to HI? First of all, the P5 very specific inhibition of cholesterol biosynthesis should be an element of response. Answers to this question should be given in analyzing the differences observed between early responses at the two ages. We looked at specific early P5 effects (lacking at P10), that could block the development of a large inflammatory response and reciprocally we explored P10 specific early responses (lacking at P5) that should be inducers of the late response.

The research of upstream factors that could produce coordinated repression at P5 pointed on 3 proteins; Apolipoprotein-E (coded by *Apoe* gene), insulin receptor (IR coded by *Insr*), and Insulin-induced gene-1 protein (coded by *Insig1*). Apoe appears as a putative upstream repressor of 16 genes exhibiting actual inhibition 12 h after HI at P5, but no *Apoe* repression appeared in our observations.

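Apoe stayed between -0.05 and 0.17 at P5 over the 4 time points and was induced at P10 6 h (0.63±0.34, adjusted p 0.00224, higher on 3 of 3 arrays). Insr was tested at P5 12 h only (0.06±0.15, adjusted p 0.862) and lay under the signal minimum in the other groups. Insig1 at P10 was induced at 3 h (1.08±0.11, adjusted p 6.11e-05) and 6 h (0.75±0.31, adjusted p 0.000546).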

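Foxo1 was induced at P10 3 h (0.64±0.41, adjusted p 0.0105) and 6 h (0.96±0.23, adjusted p 0.000205), higher on 3 of 3 arrays, and differs from P5 at 6 h (1.04±0.24, adjusted p 0.0113) and 12 h (0.97±0.24, adjusted p 0.0376). Nfkbia was induced at P10 3 h (0.67±0.06, adjusted p 0.0319) and 6 h (0.86±0.51, adjusted p 0.00411) and at P5 12 h (0.74±0.17, adjusted p 0.0257), without a difference between ages at 3 h (0.10±0.31, adjusted p 0.881).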

Among the 200 genes identified using IPA^®^ as putative upstream regulators of genes induced in P10-24h sample with *p*-value < 1E-3, 6 were induced early in P10 brains, and only 3 had a high R-Index (*Nflbia, Il1r1*, *Foxo1*). 

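Rpsa has several probes. The one with the largest change was lower at P10 12 h (-0.75±0.01, adjusted p 0.0124, 3 of 3 arrays), and at P10 3 and 6 h no probe of Rpsa passed (-0.10±0.10, adjusted p 0.487, at 6 h).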

One gene (*Rpsa*) was repressed (FC = −1.7). Otherwise, among these 200 putative upstream regulators, 7 genes also were induced early at P5, 3 in the upper R-Index quartile (*Osmr*; FC = 3.34, *Lcn2*; FC = 3.17 and *Stat3*; FC = 1.75). These observations seemed to converge toward *Il1b*, highly and durably induced (FC = 7.56) with its receptor gene *Il1r1* (FC = 3.92), peaking at 12 h in P10 brain and unaffected at P5.

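At P5, Osmr was induced from 6 h (1.57±0.08, adjusted p 0.000301) to 24 h, Lcn2 at all 4 time points (1.67±0.36, adjusted p 0.000912, at 12 h) and Stat3 from 6 h (0.81±0.14, adjusted p 0.00286, at 12 h). At P10 12 h the values are Osmr 1.52±0.70, Lcn2 1.16±0.75 and Stat3 1.06±0.46. None of the 3 differs between ages at 12 h (-0.22±0.34, adjusted p 0.773, for Osmr, -0.51±0.42, adjusted p 0.536, for Lcn2 and 0.26±0.24, adjusted p 0.59, for Stat3).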

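Il1b was induced at P10 6 h (2.12±0.57, adjusted p 0.00044) and 12 h (2.92±0.53, adjusted p 4.34e-05, 7.56-fold), higher on 3 of 3 arrays. At P5 it stayed under the signal minimum at every time point, so its calls do not show that it was unaffected. On the probe of Il1b the log2 ratio at 12 h is 4.14 at P5 and 2.92 at P10, and the difference is -1.22±0.58, adjusted p 0.245. The P5 ratio comes from signals under the minimum, so its size may depend on the background. The difference therefore does not settle which age has the larger effect. With the signal minimum left out, Il1b is called induced at P5 as well. Il1r1 was induced at P5 12 h (1.89±1.00, adjusted p 0.0107, higher on 3 of 3 arrays), was under the signal minimum at P10, and shows no difference between ages at 12 h (0.08±0.68, adjusted p 0.963).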

##### Gene ontology analyses in age separated regulations

DAVID^®^ extracted seGO-terms from P5 or P10 lists of inductions plus repressions provided large lists and high redundancies at each age (Supplementary Table 1F). More than 80% of total records were associated with seGO-terms. Analysis of all age/time points identified 60 seGO-terms (*p* < 10^–3^ according to the Bonferroni-Hochberg high stringency test and FDR < 10%). More than 50% (31/60) of seGO-terms were observed at both ages (Figure 8A). Redundancy filtering using Revigo selected 22 common terms (Table 2). Eight seGO-terms were specific to P5, mainly including the gene repressions, and six seGO-terms were enriched at P10 only, including nervous system development (23 inductions and 9 repressions) and postsynaptic density (20 inductions 6 repressions). This GO analysis revealed some differences with the pathway analysis, indicating HI effects on axon guidance and synaptogenesis specific to P5.

**FIGURE 8:**
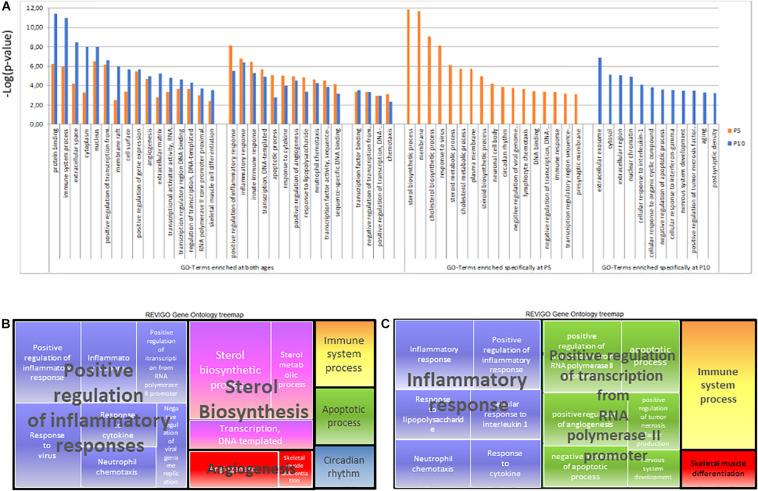
Gene ontology analysis of P5 or P10 lists of genes affected after HI. **(A)** List of terms identified using David and selected at dispensability score < 0.7 using Revigo. Enrichment significance was shown as –log(*p*-value) according to BH corrected *t*-test at P5 (orange) and P10 (blue). **(B)** Treemap of Biological Processes GOterms in P5 brain. **(C)** Treemap of Biological Processes GOterms in P10 brain.

**TABLE 2:** GO-terms extracted from the series of genes affected after HI (Inductions and repressions) at P5 or P10, using DAVID^§^ and Revigo^§^.

				P5				P10	
				
GO-term	Description	Type	N*	*P*-value	Kinetics (*n*^#^)	*N*	*P*-value	Kinetics (*n*)	Genes in common
GO:0050729	Positive regulation of inflammatory response	BP	18	7,36E-09	Lasting	18	3,49E-06	Lasting	16
GO:0006954	Inflammatory response	BP	45	1,71E-07	Lasting	51	4,16E-07	Late (2)	28
GO:0045944	Positive regulation of transcription from RNA polymerase II promoter	BP	69	7,03E-07	Early (1)	102	2,40E-07	Early (3)	37
GO:0002376	Immune system process	BP	41	1,12E-06	Late (1)	61	1,07E-11	Late (2)	25
GO:0006351	Transcription, DNA-templated	BP	116	2,18E-06	Early (1)	164	4,04E-06	Early (2)	54
GO:0006915	Apoptotic process	BP	47	8,37E-06	Early (1)	65	2,22E-04	Lasting^$^	28
GO:0034097	Response to cytokine	BP	19	1,00E-05	Early (1)	20	1,03E-04	Late (2)	13
GO:0001525	Angiogenesis	BP	38	2,13E-05	Early (3)	38	6,94E-05	Late (2)	23
GO:0030593	Neutrophil chemotaxis	BP	15	2,41E-05	Late (2)	17	5,83E-05	Late (2)	14
GO:0071347	Cellular response to interleukin-1	BP	14	2,01E-03		18	8,49E-05	Late (2)	13
GO:0005634	Nucleus	CC	285	3,15E-07	Early (1)	634	1,06E-08	Lasting	130
GO:0005615	Extracellular space	CC	155	6,20E-05	Late (1)	136	3,43E-09	Lasting	50
GO:0009986	Cell surface	CC	64	4,18E-04	Transient (2)	74	2,09E-06	Lasting	31
GO:0005737	Cytoplasm	CC	395	5,76E-04	Early (1)	495	9,26E-09	Lasting	171
GO:0045121	Membrane raft	CC	28	3,40E-03		39	9,93E-07	Late (1)	18
GO:0005576	Extracellular region	CC	126	5,08E-03		142	8,75E-06	Late (1)	62
GO:0005515	Protein binding	MF	273	6,38E-07	Early (2)	349	3,87E-12	Lasting	124
GO:0003700	Transcription factor activity, sequence-specific DNA binding	MF	65	3,17E-05	Early (1)	82	3,50E-05	Late (1)	32
GO:0043565	Sequence-specific DNA binding	MF	46	7,00E-05	Early (1)	68	1,00E-04	Early (1)	29
GO:0044212	Transcription regulatory region DNA binding	MF	24	2,22E-04	Early (1)	30	8,00E-06	Early (1)	17
GO:0008134	Transcription factor binding	MF	30	4,22E-04	Early (1)	34	4,93E-05	Early (1)	18
GO:0001077	Transcriptional activator activity, RNA polymerase II core promoter proximal region sequence-specific binding	MF	33	5,06E-04	Early (1)	49	7,75E-06	Early (3)	19

			**P5**						

GO:0016126	Sterol biosynthetic process	BP	15	1,36E-12	Transient (1)				1
GO:0008202	Steroid metabolic process	BP	17 (1Up)	7,85E-07	Late (2)				5 (4 up)
GO:0007623	Circadian rhythm	BP	15	1,28E-04	Early (1)				9
GO:0016020	Membrane	CC	382	1,94E-12	Transient (1)				149
GO:0005886	Plasma membrane	CC	247	1,96E-06	Transient (1)				99
GO:0043025	Neuronal cell body	CC	47	6,77E-05	Transient (1)				17
GO:0042734	Presynaptic membrane	CC	12	8,40E-04	Transient (1)				3
GO:0003677	DNA binding	MF	104	3,99E-04	Early (1)				49

			**P10**						

GO:0043066	Negative regulation of apoptotic process	BP				63	3,79E-05	Early (1)	27
GO:0007399	Nervous system development	BP				34	3.32E-04	Transient (2)	13
GO:0032760	Positive regulation of tumor necrosis factor production	BP				16	3,35E-04	Late (1)	8
GO:0000790	Nuclear chromatin	CC				26	3,98E-06	Early (1)	14
GO:0005829	Cytosol	CC				160	7,09E-06	Late (3)	58
GO:0014069	Postsynaptic density	CC				26	5,85E-04	Transient (1)	5

BP indicates Gene ontology biological process classes, CC indicates Gene ontology cell component classes, MF indicates indicate Gene ontology molecular function classes. *N indicates the number of genes associated with GO-term. ^#^n indicates the number of time points of significant determination of GO-term. Lasting determination indicates enrichment at the 4-time points, ^$^apoptotic process at unique time points in the P10 brain never reached the 1E-3 threshold but reached significance when assessed over the entire period.

Six clusters of Biological Processes (BP) appeared at P5 and four at P10 (Table 2). Not surprising, major clusters were common; Inflammation, Immune system, Apoptosis angiogenesis, and regulation of transcription from RNA polymerase II promoter (exhibiting a higher weight at P10), although with kinetics differences (Supplementary Table 1F,G). The inhibition of genes of sterol metabolism had high weight and appeared very specific to P5 (GO:0016126 and GO: 0008202). Reciprocally, Response to IL-1 (GO:0071347), and TNF production (GO:0032760) were only significant at P10 and the Immune system process (GO:0002376) exhibited higher weight at P10 and nervous system development appeared also at P10 only (Figures 8B,C).

Cell component (CC) GO-terms at P5 showed a strong association with neuronal cell body and presynaptic membranes (GO:0043025 and GO:0042734) (Table 2). The reverse was observed for postsynaptic density (GO:0014069) term, indicating discrepant effects of HI at synaptic sites depending on age. At P10, more terms were associated with the nucleus, including more genes. The CC GO-term nucleus (GO:0005634) at P10, included 2.2-fold more genes (*n* = 634) than at P5 and lower *p*-value. Nuclear chromatin term (GO:0000790) appeared significantly enriched at P10 only, in line with transcription effects reported above.

On the whole, gene ontology exhibited high convergence toward inflammation, immune responses, and transcription. Although similar functions appeared, the genes involved are highly different depending on age. Sterol biosynthesis repression appeared as the major age-specific effect at P5, while the response to IL-1 and transcription regulation appeared at P10 only.

### HI Interference With Spontaneous Ontogeny at P5 or P10

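The ontogeny data are the naive hemispheres of all 32 arrays. P5 and P10 have 12 arrays each, whose naive Cy3 channels come from the HI arrays at 3 to 24 h, and P2 and P15 have 4 arrays each. By the sample labels the P2 and P15 arrays hold 4 pools of 6 animals per age with a technical dye swap, so the same pools were measured in both dyes. The methods give 8 independent pools per age. P2 and P15 share slides 7 and 8, P5 lies on slides 1 to 3 and P10 on slides 4 to 6, so a comparison of P5 with P10, and of either with P2 or P15, is also a comparison of slides.

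Cy3 signals after background subtraction and Lowess were scaled to the 75th percentile of each array. A probe was tested when its mean signal reached 100 at 1 age at least, which kept 21136 probes of 17515 genes. Ages were compared with limma, and a probe counts as changed at adjusted p under 0.001 with a 2-fold change. The methods name an unpaired test with Benjamini-Hochberg correction at the same limits and a signal 2-fold over background. On P2 arrays 64.4 to 69.4% of probes were well above background in Cy3, and on P15 arrays 62.1 to 68.6%. The correlation between arrays of 1 slide, once age is taken out, is 0.763, so the number of slides per age bears on the precision here. Other limits were not compared with it.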

A global survey of ontogenic variations around P5 (P2–P10 period) and P10 (P5–P15 period) was done to evaluate possible interferences of HI with development (Supplementary Figure 3).

Volcano plot comparisons (FC ≥ 2, *p* < 0.001) on one color hybridization signal from naive mice brain mRNAs between P2, P5, P10, and P15 showed developmental expression regulation of 6949 probes between P2 and P5, 11385 probes between P5 and P10, and 16662 probes between P10 and P15, with significant unpaired *t*-test (*p* < 0.01) (Supplementary Figure 3A). 

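By limma 1586 probes changed between P2 and P5, 9234 between P5 and P10 and 6538 between P10 and P15, which is 7.5, 43.7 and 30.9% of the probes tested. The median fold change of the changed probes is 3.26, 3.01 and 3.12. On simulated signals with 200 changed probes, 193 were recovered by limma and 193 by the test of the methods. The simulated changes all lay above the 2-fold limit, so recovery near it was not simulated.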

Only 4607 probes exhibited variations over the P2–P15 period resulting from the reversal of effects in consecutive time intervals and slow expression evolutions. 

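Between P2 and P15, 4289 probes (3788 genes) changed, with a median fold change of 2.91. This comparison can be made within slides, since both ages are on slides 7 and 8. Within slide 7, 5080 probes differ 2-fold, and within slide 8, 7294, of which 4145 differ on both, with a correlation of 0.884 between the slides across probes, which are not independent replicates. The shorter intervals cannot be compared within a slide. The paper ascribes the low number over the whole period to reversals between intervals and to slow changes.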

Restriction of the analysis to probes referring to Gene Id allowed detecting developmental evolution in the transcription of 396 genes between P2 to P5, 2123 genes between P5 and P10 and 2008 genes between P10 and P15 (Figures 9A,B).

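Counted in genes, 1520 changed between P2 and P5 (1316 rising and 204 falling), 8246 between P5 and P10 (4964 rising and 3375 falling) and 6047 between P10 and P15 (2378 rising and 3724 falling). Over named genes the counts are 838, 5774 and 4063. Slides as random blocks, chosen after the counts were seen, moved the count between P2 and P5 most, and gave 110, 5786 and 3055 genes, and 4993 between P2 and P15. Leaving out the signal filter moved the 2 later counts most, to 16198 and 13574.

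**Figure D3:**
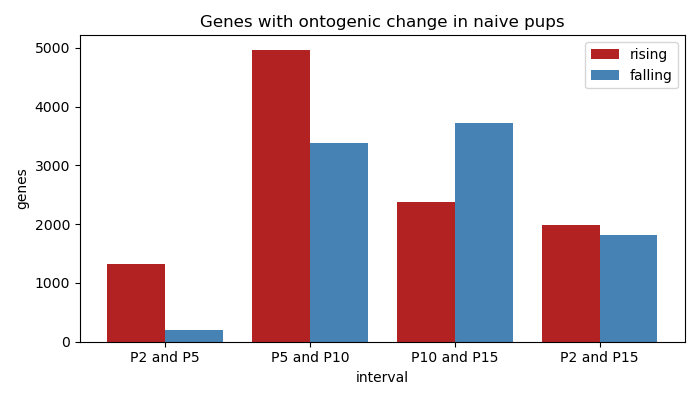
Genes rising and falling between ages in naive pups.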

**FIGURE 9:**
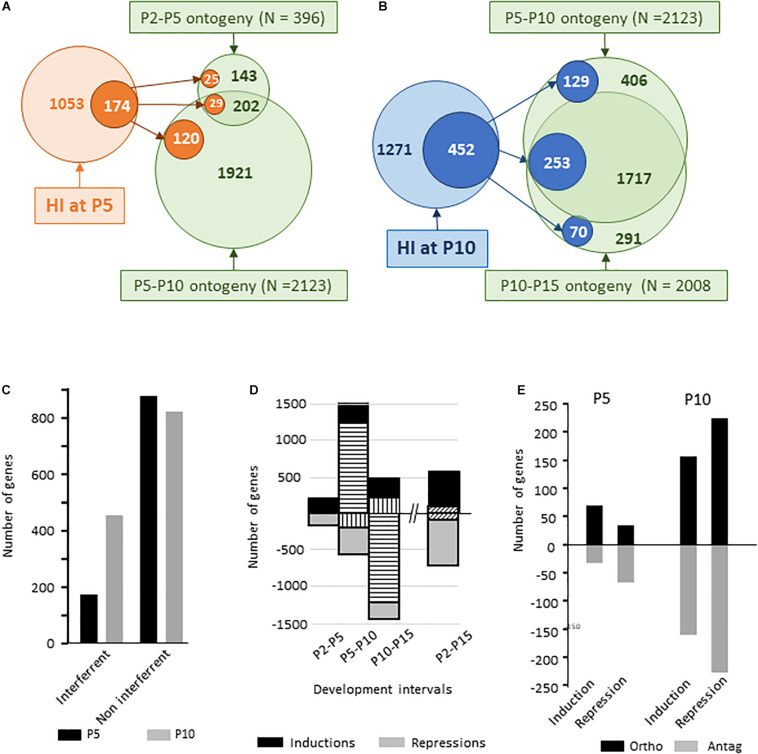
Ontogenic regulations of gene expression in dissected hemispheres over the P2–P5, P5–P10, P10–P15, and the entire P2–P15 periods. **(A)** Schematic representation of HI-evoked gene expression at P5 co-incidence with previous (P2–P5) or subsequent (P5–P10) ontogenic evolution. **(B)** Schematic representation of HI-evoked gene expression at P10 co-incidence with previous (P5–P10) or subsequent (P10–P15) ontogenic evolution. **(C)** Number of genes affected by HI at P5 (black histograms) or P10 (gray histograms) also affected along with development (co-incident) or not. HI effect on genes with spontaneous development change appeared significantly enhanced in P10 mice (χ^2^ = 354, df; 1, *p* < 0.0001). **(D)** Number of genes induced (positive values) and repressed (negative values) over the different time intervals. Horizontal hatched histograms indicate the number of genes exhibiting P5–P10 increased expression followed by P10–P15 repression. Vertical hatched histograms indicate the number of genes exhibiting P5–P10 repression followed by P10–P15 increased expression. Oblique hatching indicates gene numbers having undergone opposite regulation in the intermediate intervals and P2–P15 net variation. **(E)** Distribution of HI effect on genes with spontaneous development change according to the direction of regulation; in the direction of (ortho) or opposite (antag) to developmental direction. Distribution were statistically different at P5 and P10 (χ^2^ = 23.8, df 3, *p* < 0.0001).

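Of the 1280 genes regulated by HI at P5, 528 (41.2%) also changed with age between P2 and P5 or between P5 and P10. Among all genes tested the share with such a change is 50.4%, so HI genes at P5 are not enriched in genes with ontogenic change. Restricted to named genes, the shares are 40.5 and 46.3%.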

A low proportion of the genes affected by HI at P5 (16.5%, *n* = 174) concerned genes undergoing P2–P10 spontaneous evolution. This proportion was higher at P10 (35.6%, *n* = 452) relative to the P5–P15 development period (*p* < 0.0001 according to Fisher exact test) (Figure 9C). 

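Of the 5461 genes regulated by HI at P10, 3741 (68.5%) changed between P5 and P10 or between P10 and P15, against 55.9% of all genes tested. Over named genes the shares are 64.7 and 52.3%. Here too HI genes not tested for ontogeny count as unchanged, which can only lower the share of HI genes. The Fisher test of the paper was not repeated, because the HI ratios and the ontogenic changes use the same naive Cy3 signals. In 20 simulated data sets with shared naive signals and no relation of HI to age, taking in each group as many top-ranked probes as were called in the measured data, a median of 55.3% of P10 genes had an ontogenic change (49.1 to 67.1%). The share depends on the normalization, with 45.2% at P10 and 20% at P5 after normexp and quantile normalization.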

Many inductions (1281 genes) occurring between P5 and P10, were reversed between P10 to P15 period. 

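In the present counts 2876 genes rose between P5 and P10 and fell between P10 and P15, 57.9% of the genes that rose. Of these 1464 are named by the reference. P10 lies on slides of its own, and a signal specific to those slides gives the same pattern.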

Reciprocally 221 genes showed early repression and delayed induction (Figure 9D). 

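Genes that fell between P5 and P10 and rose between P10 and P15 number 1540, 45.6% of those that fell, and 1391 of them are named.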

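A change centred on P10, in either direction, was found for 2177 of the genes regulated by HI at P10 (39.9%), against 25% of all genes tested. HI genes not tested for ontogeny count as unchanged in the first share as well.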

The part of interaction with the series of genes exhibiting P10 centered induction and:or repression accounted for (19.7%, *n* = 253). Different types of effects were observed, i.e., inductions and repressions, in the same sense or opposite to developmental evolution. At P5, HI effects on P2–P10 regulated genes included half/half inductions and repression. HI inductions were mostly in the sense of ontogeny and repressions opposite to ontogeny (*p* < 0.001 according to Fisher exact test) (Figure 9E). 

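At P5, of the induced genes that changed between P2 and P5, 58 rose with age and 17 fell (77.3% in the sense of ontogeny), and of the repressed genes 58 rose and 8 fell (12.1% in the sense of ontogeny). Of all genes changed between P2 and P5, 1316 rose and 204 fell, so genes picked without regard to age would mostly rise too. The naive signal also enters both sides of this comparison. In simulated data with shared naive signals and no relation, the shares are 79.4% for inductions (52.3 to 95.4% over 20 draws) and 11.8% for repressions (3.1 to 21.3%), so the measured shares lie inside the simulated ranges, for top-ranked probes that limma need not call. For the interval from P5 to P10 the shares are 60.8% for inductions (simulated 65.2%) and 58.1% for repressions (simulated 39.2%).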

HI at P5 anticipated expression of genes involved in inflammation; especially neutrophil chemotaxis, that spontaneously increased up to P10. Reciprocally, two-thirds of development antagonistic actions affected genes coding membrane-associated proteins (Supplementary Table 1H). At P10, HI evoked as much inductions as repressions on spontaneously P5–P15 regulated genes, half and half in the sense and opposite to spontaneous development (Figure 9E).

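At P10, of the induced genes that changed between P5 and P10, 272 had risen and 1044 fallen (20.7% in the sense of ontogeny, simulated 61.9%, 38.7 to 84.2%), and of the repressed genes 1872 had risen and 92 fallen (4.7%, simulated 39.5%, 30.6 to 58%). Between P10 and P15 the induced genes rose in 861 and fell in 242 cases (78.1%, simulated 40.1%, 19.3 to 73.7%), and the repressed genes rose in 74 and fell in 1661 cases (95.7%, simulated 62.8%, 37.9 to 80.8%). Unlike at P5, the measured shares lie outside the simulated ranges. Among the genes called by HI at P10, those high at this age were mostly repressed and those low at this age mostly induced. The simulation resamples differences between arrays and does not contain a Cy3 signal shared by all P10 slides.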

Biostatistical analysis of this development waves failed to extract GO-terms or Kegg pathways. Several generic Up_Keywords; “Disulfide bond,” “Glycoprotein,” “Signal,” and “Secreted” reached the *p*-value and FDR thresholds but with low enrichment (<1.5) (Supplementary Table 1H). Transient effects were also observed over the P2–P5 and P5–P10 consecutive periods although concerning very few entities (3 early up/late-down and 8 early down/late-up entities, not shown). 

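Over P2, P5 and P10, 73 genes rose and then fell, and 5 fell and then rose. The first interval has few changed genes, which limits these counts.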

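Between P2 and P15, 1979 genes rose, 243 of which fell within a shorter interval, and 1811 fell, 293 of which rose within a shorter interval.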

Over the entire P2-P15 period, 84 genes among the 611 that globally rose had transient repression and 101 genes among the 797 genes globally repressed exhibited transient induction (Supplementary Table 1H).

### Balance Sheet of P5 and P10 Transcription Responses to HI

HI at P5 and P10 affected transcription of largely different gene sets, exhibiting distinct kinetics, although showing many convergences toward common seGO-terms and pathways and defining a common core of response. Nevertheless, age-specific effects were noted.

One may recapitulate 6 remarkable findings:

(1) Acute phase responses and inflammation processes predominate in the core of response.
(2) Convergence observed in enriched pathways and GO-terms often resulted from highly different gene sets.
(3) Kinetics of induction/repressions was very divergent between ages. P5 animals responded early after HI and tended to recover initial levels after 24 h. In P10 mice an amplification of HI effects (in gene number and amplitude of effects) was noted 24 h post-HI (and possibly lasted). Many early responsive genes at P5 showed delayed or prolonged response at P10.
(4) Gene repressions were very different. At P5 they remarkably focused on steroid metabolism and to a lesser extent to synapses. No such observation was made at P10 at gene, Pathway, or GO-term levels.
(5) IL1 signaling appeared specific to P10. Whether it is responsible for lasting and amplifying inflammation remains to be established
(6) An interference of HI with ontogeny emerged in P10 mice, but the proportion of genes with spontaneous development evolution that was affected by HI at P5 (8.2%) or P10 (18.7%) appeared finally low.

### Protein Studies

Protein validation of transcription observations was assessed using western blot detection of protein β-actin, VEGFA, and HIF-1α (coded by *Actb*, *Vegfa*, and *Hif1*α) (Supplementary Figure 4), and by a multiplex cytokine protein, array performed in 6h and 24 h post-HI brain extracts (Supplementary Table 1I, 4). HI induced at least 1.75-fold increases of 21 and 22 proteins at P5 and P10, respectively (Figure 10). Fifteen proteins were affected in common, roughly correlated (Figures 10A,B). Of note early decreases were noted at P5 (*n* = 14) and at P10 (*n* = 6). Increases were mostly observed 24 h after HI (Figures 10A,C). Only a few protein variations coincided with transcriptome observation.

**FIGURE 10:**
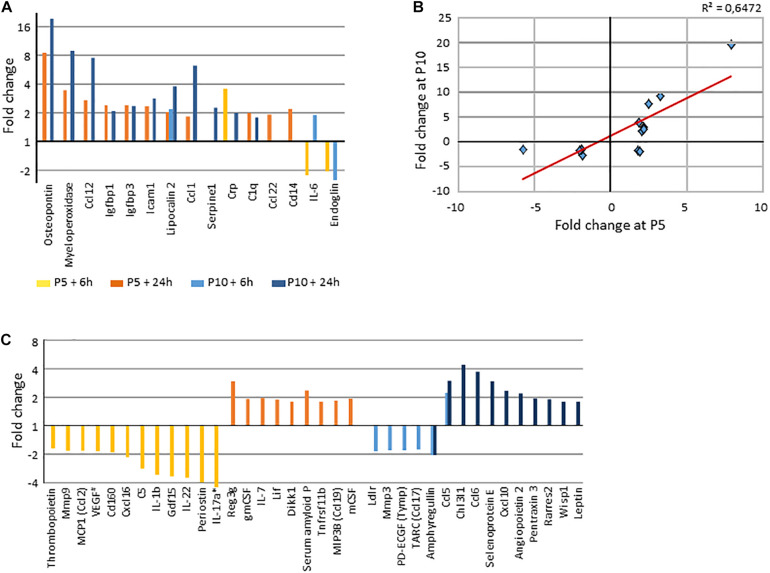
Protein array determination of HI induced variation by a minimum 1.75x in both senses. **(A)** Common proteins regulated by HI at P5 and P10 (>|1.75x|), in both senses (decreases noted as negative values). **(B)** Correlation of fold changes of proteins affected by HI at the two ages. **(C)** Age dependent regulated proteins (>|1.75x|). *, IL17a in P5 mice 6 h after HI was decrease by 8.35x, ^#^, VEGF pattern is detailed in Supplementary Material.

Proteins regulated at both ages were defense proteins (myeloperoxidase, Crp, C1q), chemotactic proteins (Ccl1, Ccl12, Ccl22), adhesion and apoptosis related proteins (Icam1, Igfbp1, Igfbp3, Lcn2). Regarding proteins specifically increased at P5, one could remark several chemotactic and/or differentiation factors to monocytes and lymphocytes (Csf1, Csf2, Il7) and regulatory factors against inflammation response or promoters of tissue adaptation (Apcs, Reg3g, Lif, Tnfrsf11b). Proteins selectively increased at P10 appeared more as actors of inflammation response (Ccl5, Ccl6, Chi3l1, Cxcl10, Rarres, Sele). At the opposite, Il1b, Il17a Il22 and Cxcl6 showed early transient decrease at P5. These data did not show strict parallelism with transcription data, but they provide a convergent notion of higher inflammation response in P10 than in the P5 mouse brain.

## Discussion

### Experimental Model

Experimental HI in mice utilizing the Rice-Vannucci procedure performed 5 or 10 days post-natal has been shown a pertinent approach to produce brain lesions and behavioral defects, somehow representative of preterm and at term infant burden observed in human (Li et al., 2017; Dupré et al., 2020). HI provokes focal necrosis and tissue atrophy resulting from cell death in the core ischemic site, loss of substance in the penumbral area and at distance effects on connectivity and myelin revealed at the behavioral level (Daher et al., 2018). The study of the entire HI hemisphere provided an overview of biological responses and the use of tissue pools overcame the sex and inter-individual variability. Transcription response in insulted area and surroundings included different effects and represented only a part of the biological responses, but it was a simple way to non *a priori* estimate global physiopathological responses. Microarrays provided very sensitive access to variations of very tiny signals. This quality was also a risk to overestimate the biological importance of observations only based on amplitude variations. That is why we calculated R-Index for every gene extracted on the amplitude of responses, also including basal expression and fold change and duration of HI effect, taking advantage of the 4-time course follow up. The meaningfulness of observations was strengthened by convergences observed in filtering versus random approaches using either database of curated genes/proteins lists approved by the community of users (Kegg pathways, GOterms), or based on the literature (IPA^®^ strategy). The cross evaluation of statistically validated changes and R-Index rankings for individual genes allowed extracting from convergent paths the putative factors of the highest importance.

There are many steps between gene transcription, the function of the neo-synthetized protein, or the loss of function due to gene repression. The literature often reported discrepancies (Carlyle et al., 2017) resulting from these steps. Refined protein studies i.e., using mass spectrometry also hold in antagonistic limitations toward either sensitivity or global description. Although partial, our immune-detection for selected proteins HIF-1, VEGF-A, and broad-spectrum protein arrays focusing on cytokines and inflammation confirmed transcriptomics findings on inflammation process, i.e., a larger responses at P10 in amplitude and duration. Indeed, it did not allow extrapolations to all individual mRNA observations.

### Global Observations

The carotid unilateral ligature unbalanced blood flow in the Willis polygon and the diminished oxygen supply resulted in hypoxia-ischemia in territories including the frontoparietal cortex and underlying corpus callosum, internal and external capsule, hippocampus and variable proportions of thalamus. Energy and oxygen supplies decreased leading to defense reaction, apoptosis and necrosis in lesion core. At the level of the entire hemisphere, inductions number exceeded repressions at both ages, indicating the mobilization of energy for inductions and a possible energy sparing due to repressions. At P10 repressions appeared at random and may be considered as energy sparing, while at P5, at least a part of repressions appeared coordinated (by inhibiting cholesterol biosynthesis, see below “Convergence in the Responses to HI in 5- and 10-Day Old Mice”). The number of genes affected in our records represented 8% of the total genome and no more than 15% of the genes expressed in the period. The rough estimation (R-Index integration) of energy expanses comparisons indicates that P5 more than P10 brains had thrifty energy management, in the eventuality of energy supply defect. The recruitment P10 of the Sirtuin pathway may rely on defective management of energy balance (Meng et al., 2017). The differences in responses to HI with age were clear, even if few genes showed the opposite variation. More featuring was the fact that the majority of records corresponded to age-specific variations, however, converging toward mostly common functions. In the main groups of functions, i.e., regulation of mRNA transcription, inflammation, cell death or angiogenesis, major age differences were observed at (i) gene identity, (ii) the number of items and median amplitudes, (iii) kinetics mostly delayed for initiation and peak responses at P10, (iv) almost completely distinct repressions (92% of entities only recorded at one age), (v) opposite evolution patterns after 12h. Global biological response to HI at P5 presents an extinguishing phenomenon at the 24h time point, whereas in P10 brain, a spreading inflammation developed. These kinetic considerations, as well as energy balance estimate, support the view that management of HI insult in the P5 brain is better controlled than in P10. How these data could be paralleled with observations in human neonates? Acquired neuro/behavioral disabilities in former preterm, to a large extent depend on primary white matter injuries and myelination defect essentially resulting in primary motor disabilities (Volpe, 2009; Korzeniewski et al., 2018). In asphyxiated term infants, the damages appeared more diffuse although impacted more severely motor and above all on cognitive neurodevelopment (Pappas and Korzeniewski, 2016), as if in P5 mice and preterm infants, acquired defects were solely due to transient oligodendroglia and connectome vulnerability.

### Convergence in the Responses to HI in 5- and 10-Day Old Mice

The minority of genes showing HI-evoked inductions at the two ages are those with the highest amplitude and duration of effects, allowing considering them as a common core of HI responses in the neonate’s brain. The analysis of this restricted list showed convergence toward a few biological functions. Apoptosis and angiogenesis were not surprising responses in this hypoxo-ischemic paradigm. Inflammation was the major convergence point in enriched pathways and GO terms. The common response included; neutrophil and macrophage recruitment, cytokine, and Il-1 signaling, well documented in neonatal rats (Hagberg et al., 2015). The literature also reported the recruitment of the immune system (Li et al., 2017). Small differences appeared in kinetics such as P10 delayed inductions of leucocyte adhesion and diapedesis pathways or response to cytokine GO term. But the majority of inflammation-related pathways gathered in lasting kinetics (Table 1). The maturation of B cell differentiation and B cell receptor signaling are progressive along with development (Basha et al., 2014), and Il-10 production by B cells has been proposed as a way of resolving inflammation process in neonatal brain (Winerdal et al., 2016; Li et al., 2017). Owing to the inflammation burst and to the absence of IL-10 activation observed at P10, B cells appeared involved in P10 response, but putative anti-inflammatory function though IL10 could not be confirmed in NMRI mice brain. Not documented in the literature, the positive regulation of mRNA transcription appeared highly significant at both ages and could be included in the common response core. The function, more centered on RNA polymerase-II promoter at P10 indicates that whatever age, the cellular machinery was turned on to allow biological responses adapted to tissue stress.

Gene repressions did not contribute significantly to the common response core to HI. Altogether, these findings indicate an active mobilization of biosynthetic resources and acute reactions, largely independent of the development schedule and without coordinated energy sparing through gene repressions.

### Age-Dependent Differential Responses to HI

#### Inhibition of Cholesterol Biosynthesis Super Pathway

The transient repression centered 12 h after HI of most genes coding cholesterol biosynthesis enzymes is a major difference between P5 and P10 brain responses to HI. This pathway included a small number of enzymes but, in the very sequential succession of its steps, the high amplitude repression of two-thirds of specific enzymes coding genes, appears very unlikely as a random effect (the 6.31E-12 *p*-value was the lowest in the whole study).

What should be the consequences of transient repression of cholesterol biosynthesis? It is tempting to speculate that this inhibition takes part in the prevention of a subsequent inflammatory response as observed at P10 since the two parts of the proposition were absent in the P10 brain. Whether this effect is a benefit, is however, unlikely. Circulating cholesterol cannot cross the blood-brain barrier and its local synthesis is required (Quan et al., 2003). This takes place at a high rate in astrocytes in the developing brain, contributing to neuronal membranes and myelin sheet formation (Goritz et al., 2005; Hussain et al., 2019).

The destination of cholesterol to myelin may be associated with the frequent burden in preterm due to high vulnerability of oligodendrocyte precursors at this age (Back, 2017). In this model, MRI-scan revealed white matter alteration in P5 but not in P10 mice (Dupré et al., 2020). Myelin elaborated by oligodendrocytes contains the largest stores of brain lipids and cholesterol (Cermenati et al., 2015). The vulnerability of oligodendrocyte precursors is usually inferred due to deficiency in antioxidant mechanisms and glutamatergic transient hypersensibility (Matute et al., 2006; Back, 2017). Alteration in cholesterol metabolism may also be noxious to pre-oligodendrocytes. Mevalonate, an early intermediate in the pathway was a long time ago known to be involved in oligodendrocyte differentiation since it restored deprivation defect in culture while cholesterol did not (Langan and Volpe, 1987). More recently the mevalonate/cholesterol unbalance resulting from Hmgcr and Sqle mutations have been described in several Rett syndrome modeling (Segatto et al., 2019). In our hands, *Hmgcr* and *Hmgcs1*, the two genes encoding the enzymes upstream to mevalonate formation were repressed after HI in P5 mice, and not at P10 mice. These repressions could thus be considered, together with the particular differentiation stage of oligodendrocyte precursors at P5, as participating in the white matter alteration specifically observed at this age in mice and in human preterm neonates.

Genetic alterations of *Nsdhl* (located in chromosome X) are associated with the severe neurological CHILD syndrome, or lissencephaly in CK-syndrome (Hussain et al., 2019). As Nsdhl participates in the late steps of biosynthesis chain, one could hypothesize that lack of cholesterol itself is involved in *Nsdhl*-altered phenotypes. Indeed, accelerated cholesterol hydrolysis by specific cholesterol 24-hydroxylase in P9 mice leads to brain damages (Lu et al., 2018). Valproate treatment during pregnancy also affected cholesterol metabolism and was associated with autism spectrum disorders and oligodendrocyte decreased number in rats (Cartocci et al., 2018). Although we did not observe transcription alteration on *Cyp46a1*, encoding the valproate target enzyme, this report, in line with our observations attests that cholesterol starvation had long term detrimental effects on brain myelination and behavior.

Of note, *Nsdhl* was the only enzyme-encoding gene in this pathway to be repressed in the P10 brain indicating that cholesterol biosynthesis defects differentially affect brain development depending on ages and with different consequences. The perturbations should at least occur in two ways: an upstream effect, induced by HI in P5 mice affecting oligodendrocytes and downstream effects affecting neurons at both ages. It remains to determine whether repression of cholesterol biosynthesis actually occurs in preterm exposed to hypoxo-ischemic insults. Surprisingly very few preclinical studies and no retrospective studies of *in utero* statin expositions evaluated the long term consequences at the brain level. Statins limited preterm birth and inflammation in preeclamptic women and in the mouse (Basraon et al., 2012; Maierean et al., 2018). But some adverse effects on birth survival, body weight, neurogenesis, sensorimotor skills, and behavior have been reported (Henck et al., 1998; Driver et al., 2016). Retrospective studies of neurobehavioral capabilities in infants exposed to statins *in utero*, taking into account term of exposure appear necessary. Several other genes of lipid metabolism indeed showed repression in the P5 brain (*Acsl4, Ldlr, Stard4*, and *Apoe* as an upstream regulator; see section “Upstream Regulations”). Special attention to these metabolisms in preterm and term infants in neonatal intensive care unit would certainly be worth undertaken, as it is notable that these genes together with Hmgcr have a lifelong pivotal role in brain homeostasis, from the neonatal period to the physiopathology of Alzheimer’s disease in elderly (Leduc et al., 2016).

#### Age-Specific Effects of HI

Synaptogenesis signaling pathway was repressed after HI at P5 and activated at P10. In addition to age opposite variations, there was a very small redundancy in terms of shared genes. The seGO-term postsynaptic density was enriched at P10 including 20 inductions of which only 4 were observed at P5. In the P5 brain, synaptic structures should be compromised due to the repression of adhesion molecules (*Cdh8, Cdh12*) vesicle secretion machinery (*Cplx3, Syt1, Unc13a*), glutamate receptors and their downstream transduction chain (*Gria1, Gria3, Camk2A, RasGrp1*). The reverse was observed at P10 with induction of adhesion molecules (*Cdh7, Cdh11*), synapsin (*Syn2*), with a switch of glutamate receptor (*Gria2* repression, *Grin1, Grin2b* inductions) and activation of several downstream transduction chain factors (Figure 6). Of note, the two NMDA-receptor subunits encoded by *Grin1* and *Grin2b* are central actors of excitotoxicity (Choi, 1992; Paoletti et al., 2013). Also, *Grin2b* induction at P10 is opposite to the spontaneous switch that normally occurs in mouse brain around P5 for the benefit of *Grin2a*, an NMDA subunit devoid of pro-death activity (Liu et al., 2004; Paoletti et al., 2013). These inductions of NMDA receptors could account for microglial sustained activation, and the inflammation burst observed after 24 h at P10 (Tahraoui et al., 2001) and could contribute to P5–P10 differences observed in kinetics of response to HI after the acute-phase reaction.

Specific P10-specific pathways often showed a large proportion of genes also regulated at P5 (TNF-, HIF- 1-, Sirtuin- or chemokine-signaling). Several immune response associated pathways were observed at P10 (B Cell receptor- and Pi3k-signaling in B lymphocytes, Fcy mediated effects in macrophages, NK cell-signaling, and chemokine-signaling and Th17 activation) while only Th1-Th2 activation signaling appeared at P5 (Table 1). The aryl hydrocarbon receptor signaling associated at P10 containing many more genes than at P5 is also involved in the regulation of immunity at the transcription level (Stockinger et al., 2014). Altogether seIPA-Paths and seGO-terms BP converged to associate larger weight to immune processes recruitment at P10 than at P5.

Nevertheless at P10, Il-1 signaling revealed by the GO approach retained our attention. *Il1b* showed a P10-only robust induction (lasting 24 h and peaking at FC = 7.56), while *Il1r1* encoding its receptor was induced at both ages, and regulatory protein-coding genes *IL1rapl1* and *Ilrapl2* were repressed at both ages. Also, *Il1r2* encoding the regulating decoy receptor was induced at P10 only.

#### Upstream Regulations

The transcription of *Insr* did not appear inhibited in our data but the inhibition of IR protein activity should be associated with many of the repressions observed (*Fdps, Hmgcs1, Mvk, Mvd, Msmo1, Sqle*, *Nsdhl*) in the cholesterol biosynthesis pathway (Miao et al., 2014) as well as *Acsl4* repressed 12 h after HI at P5 (Boudina et al., 2009). Although *Insig1* exhibited early induction at both ages, it was followed by a deep inhibition at 12–24 h in P5 brain only, an effect that should be associated with downstream repressions of *Tm7f2, Dhrc24, Fdps, Hmgcs1, Mvk* and *Sqle* of cholesterol biosynthesis pathway, and other lipid metabolism-associated genes (*Acsl4, Elovl6, Stard4, and Ldlr*), that did not occur at P10 (Engelking et al., 2005; Plantier et al., 2012). The lowering of insulin could thus participate in cholesterol biosynthesis inhibition and affect brain development at specific stages. We observed the enrichment of the IGF1 signaling pathway at P5, and 7/11 of genes involved also at P10 with high amplitude and lasting effects (*Irs2, Socs3, sfr*). Indeed HI effects at transcription level alone cannot explain how glycemia and insulinemia participated in cholesterol regulation. Hypo- and hyper-glycemia have for a long time been shown to affect brain development (Efron et al., 2003; Burns et al., 2008). One could speculate that misregulated glycemia/insulinemia in preterm may affect IR and/or Insig1 activities and in turn inhibit cholesterol biosynthesis resulting in white matter flaws.

### HI Interference With Ontogenic Evolution

Ontogeny patterning of the human brain examined at exon transcription level showed rapid variations during the third trimester of gestation and lesser in early post-natal life (Kang et al., 2011). In the mouse, RNAseq studies reported major differences in alternative splicing and editing between embryos or neonates compared to adult brains (Kang et al., 2011; Dillman et al., 2013; Fertuzinhos et al., 2014). Spatio-temporal analysis of coding, and non-coding mRNA in the neocortex, including miRNA, showed postnatal rapid evolution (Fertuzinhos et al., 2014). Our development description was limited, to evaluating putative interference of HI with the genetic development program during the time window brain neonatal vulnerability. The tendency at P5 of HI to antagonize spontaneous increase of several genes coding membrane proteins potentially contributed to limiting cell interactions although appeared of marginal influence. The spontaneous transient peak expression of more than 1200 genes at P10 was the larger ontogenic feature observed. HI affected near 60% of these genes, but the uniform distribution of effects in the sense or opposite of spontaneous variations did not indicate clear cut direction. Statistical treatment of these restricted data did no more indicate definite effects. However complete lists of P10 effects pointed out nervous system development. For us, HI interference with development affected more tissue fate at the time of HI, than interfering with the genetic development program. These few, often transient effects appeared minor facing the wide effects on inflammation, i.e., on chemotaxis and of leucocytes recruitment, cell multiplication, or death, that necessarily interfered with time window dependent cell migrations or connectivity. This interpretation also fits the reported long term determination of macrophages/microglia engraving for the memory life of early events and influencing grown-up responses to subsequent episodes (Fleiss and Gressens, 2012; Li et al., 2017).

### Conclusion

The striking difference in the effects of a similar insult between the effects at P5 (modeling preterm) and P10 (modeling at term infants) is that the inflammatory process was rapidly turned off in the youngest while it burst in a second phase in older animals. This difference may sustain more severe developmental alterations in P10 brains and reinforced the idea that acquired defect at P5 essentially depend on effects on white matter, due to the restricted time window of vulnerability of oligodendrocyte precursors. Moreover, it identifies cholesterol biosynthesis pathway inhibition as a putative trigger of this etiology.

Remarkably few seGO-terms and seKPaths were related to nervous functions. But, major age differences appeared on synaptogenesis, temporized at P5, and activated at P10. Since HI direct interference with ontogenesis appeared limited in proportion, one could consider that HI effects on the outcome rather result from the action of recruited cells and their subsequent behavior.

### Perspectives

Mouse neonates provided a pertinent surrogate to human preterm at 24 PC weeks, even if mice pups did not suffer the specific burden of preterm birth (maternal factor deprivation, respiratory insufficiency, intensive care environment). Intervention in human neonates is a high-risk perspective to interfere with normal development and many preclinical clues have, to this respect, been disappointing. The present data confirmed that the control of inflammation is the priority, and identified early stages mechanisms as putative targets of anti-inflammatory strategies. Finally, it opens the perspective of a putative link between cholesterol metabolism and myelination defects at the early stages.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144456, accession no: GSE144456.

## Ethics Statement

The animal study was reviewed and approved by CENOMEXA Adresse: Inserm U982, Faculté des Sciences, Mont-Saint-Aignan, France.

## Author Contributions

ND: study design, surgery, sample preparation, data mining, and redaction. CD: data mining and redaction. BL: surgery, sample preparation, data mining, and redaction. MH: sample preparation and quality control. YD: data mining. BG: team managing and redaction. SM: study design and redaction. PL: study design and supervision, data mining, and final redaction. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

BF: biological functions (as gene ontology classification)
CC: cell components (as gene ontology classification)
DAVID^§^, Bioinformatics Resources 6.8: NIAID/NIH
FDR: false discovery rate
GO: gene ontology
HI: hypoxia/ischemia
IPA: ingenuity pathway analysis (IPA^§^ trademark software)
MRI: magnetic resonance imaging
NMDA: *N*-methyl -D-aspartate
PC: post conception
P5: postnatal day 5 (P2 P7, P10 P15 respectively)
R-Index: regulation index (formula in the text)
se: significantly enriched
seIPA-Path: significantly enriched IPA canonical pathway
seK-Path: significantly enriched KEGG pathway
KEGG: (Kyoto encyclopedia of genes and genotypes)
seGO-term: significantly enriched GO term.

## References

[B1] Adle-BiassetteH.GoldenJ. A.HardingB. (2017). Developmental and perinatal brain diseases. *Handb. Clin. Neurol.* 145 51–78. 10.1016/B978-0-12-802395-2.00006-7 28987191

[B2] BackS. A. (2017). White matter injury in the preterm infant: pathology and mechanisms. *Acta Neuropathol.* 134 331–349. 10.1007/s00401-017-1718-6 28534077PMC5973818

[B3] BashaS.SurendranN.PichicheroM. (2014). Immune responses in neonates. *Expert Rev. Clin. Immunol.* 10 1171–1184. 10.1586/1744666X.2014.942288 25088080PMC4407563

[B4] BasraonS. K.MenonR.MakhloufM.LongoM.HankinsG. D.SaadeG. R. (2012). Can statins reduce the inflammatory response associated with preterm birth in an animal model? *Am. J. Obstet. Gynecol.* 207 e221–e227. 10.1016/j.ajog.2012.06.020 22939729

[B5] BilboS. D.SchwarzJ. M. (2012). The immune system and developmental programming of brain and behavior. *Front. Neuroendocrinol.* 33:267–286. 10.1016/j.yfrne.2012.08.006 22982535PMC3484177

[B6] BoltonJ. L.BilboS. D. (2014). Developmental programming of brain and behavior by perinatal diet: focus on inflammatory mechanisms. *Dialogues Clin. Neurosci.* 16 307–320. 10.31887/dcns.2014.16.3/jbolton25364282PMC4214174

[B7] BoudinaS.BuggerH.SenaS.O’NeillB. T.ZahaV. G.IlkunO. (2009). Contribution of impaired myocardial insulin signaling to mitochondrial dysfunction and oxidative stress in the heart. *Circulation* 119 1272–1283. 10.1161/CIRCULATIONAHA.108.792101 19237663PMC2739097

[B8] BurnsC. M.RutherfordM. A.BoardmanJ. P.CowanF. M. (2008). Patterns of cerebral injury and neurodevelopmental outcomes after symptomatic neonatal hypoglycemia. *Pediatrics* 122 65–74. 10.1542/peds.2007-2822 18595988

[B9] CarlyleB. C.KitchenR. R.KanyoJ. E.VossE. Z.PletikosM.SousaA. M. M. (2017). A multiregional proteomic survey of the postnatal human brain. *Nat. Neurosci.* 20 1787–1795. 10.1038/s41593-017-0011-2 29184206PMC5894337

[B10] CartocciV.CatalloM.TempestilliM.SegattoM.PfriegerF. W.BronzuoliM. R. (2018). Altered brain cholesterol/isoprenoid metabolism in a rat model of autism spectrum disorders. *Neuroscience* 372 27–37. 10.1016/j.neuroscience.2017.12.053 29309878

[B11] CataleC.GirondaS.Lo IaconoL.CarolaV. (2020). Microglial function in the effects of early-life stress on brain and behavioral development. *J. Clin. Med.* 9:468. 10.3390/jcm9020468 32046333PMC7074320

[B12] CermenatiG.MitroN.AudanoM.MelcangiR. C.CrestaniM.De FabianiE. (2015). Lipids in the nervous system: from biochemistry and molecular biology to patho-physiology. *Biochim. Biophys. Acta* 1851 51–60. 10.1016/j.bbalip.2014.08.011 25150974

[B13] ChoiD. W. (1992). Excitotoxic cell death. *J. Neurobiol.* 23 1261–1276. 10.1002/neu.480230915 1361523

[B14] DaherI.Le Dieu-LugonB.LecointreM.DupreN.VoisinC.LerouxP. (2018). Time- and sex-dependent efficacy of magnesium sulfate to prevent behavioral impairments and cerebral damage in a mouse model of cerebral palsy. *Neurobiol. Dis.* 120 151–164. 10.1016/j.nbd.2018.08.020 30201311

[B15] DillmanA. A.HauserD. N.GibbsJ. R.NallsM. A.McCoyM. K.RudenkoI. N. (2013). mRNA expression, splicing and editing in the embryonic and adult mouse cerebral cortex. *Nat. Neurosci.* 16 499–506. 10.1038/nn.3332 23416452PMC3609882

[B16] DriverA. M.KratzL. E.KelleyR. I.StottmannR. W. (2016). Altered cholesterol biosynthesis causes precocious neurogenesis in the developing mouse forebrain. *Neurobiol. Dis.* 91 69–82. 10.1016/j.nbd.2016.02.017 26921468PMC4860088

[B17] DupréN.AraboA.OrsetC.MaucotelJ.DetrousselY.HauchecorneM. (2020). Neonatal cerebral hypoxia-ischemia in mice triggers age-dependent vascular effects and disabilities in adults; implication of tissue plasminogen activator (tPA). *Exper. Neurol.* 323:113087. 10.1016/j.expneurol.2019.113087 31697944

[B18] EfronD.SouthM.VolpeJ. J.InderT. (2003). Cerebral injury in association with profound iatrogenic hyperglycemia in a neonate. *Eur. J. Paediatr. Neurol.* 7 167–171. 10.1016/s1090-3798(03)00054-012865056

[B19] EngelkingL. J.LiangG.HammerR. E.TakaishiK.KuriyamaH.EversB. M. (2005). Schoenheimer effect explained–feedback regulation of cholesterol synthesis in mice mediated by Insig proteins. *J. Clin. Invest.* 115 2489–2498. 10.1172/JCI25614 16100574PMC1184040

[B20] FertuzinhosS.LiM.KawasawaY. I.IvicV.FranjicD.SinghD. (2014). Laminar and temporal expression dynamics of coding and noncoding RNAs in the mouse neocortex. *Cell Rep.* 6 938–950. 10.1016/j.celrep.2014.01.036 24561256PMC3999901

[B21] FleissB.GressensP. (2012). Tertiary mechanisms of brain damage: a new hope for treatment of cerebral palsy? *Lancet Neurol.* 11 556–566. 10.1016/S1474-4422(12)70058-322608669

[B22] GoritzC.MauchD. H.PfriegerF. W. (2005). Multiple mechanisms mediate cholesterol-induced synaptogenesis in a CNS neuron. *Mol. Cell Neurosci.* 29 190–201. 10.1016/j.mcn.2005.02.006 15911344

[B23] HagbergH.MallardC.FerrieroD. M.VannucciS. J.LevisonS. W.VexlerZ. S. (2015). The role of inflammation in perinatal brain injury. *Nat. Rev. Neurol.* 11 192–208. 10.1038/nrneurol.2015.13 25686754PMC4664161

[B24] HenckJ. W.CraftW. R.BlackA.ColginJ.AndersonJ. A. (1998). Pre- and postnatal toxicity of the HMG-CoA reductase inhibitor atorvastatin in rats. *Toxicol. Sci.* 41 88–99. 10.1006/toxs.1997.2400 9520344

[B25] HussainG.WangJ.RasulA.AnwarH.ImranA.QasimM. (2019). Role of cholesterol and sphingolipids in brain development and neurological diseases. *Lipids Health Dis.* 18:26. 10.1186/s12944-019-0965-z 30683111PMC6347843

[B26] JacobsS. E.BergM.HuntR.Tarnow-MordiW. O.InderT. E.DavisP. G. (2013). Cooling for newborns with hypoxic ischaemic encephalopathy. *Cochrane Database Syst. Rev.* 2013:CD003311. 10.1002/14651858.CD003311.pub3 14583966

[B27] JiangX.NardelliJ. (2016). Cellular and molecular introduction to brain development. *Neurobiol. Dis.* 92 3–17. 10.1016/j.nbd.2015.07.007 26184894PMC4720585

[B28] JohnstonM. V. (2005). Excitotoxicity in perinatal brain injury. *Brain Pathol.* 15 234–240. 10.1111/j.1750-3639.2005.tb00526.x 16196390PMC8095755

[B29] KangH. J.KawasawaY. I.ChengF.ZhuY.XuX.LiM. (2011). Spatio-temporal transcriptome of the human brain. *Nature* 478 483–489. 10.1038/nature10523 22031440PMC3566780

[B30] KorzeniewskiS. J.SlaughterJ.LenskiM.HaakP.PanethN. (2018). The complex aetiology of cerebral palsy. *Nat. Rev. Neurol.* 14 528–543. 10.1038/s41582-018-0043-6 30104744

[B31] LanganT. J.VolpeJ. J. (1987). Oligodendroglial differentiation in glial primary cultures: requirement for mevalonate. *J. Neurochem.* 48 1804–1808. 10.1111/j.1471-4159.1987.tb05739.x 3033149

[B32] LeducV.TherouxL.DeaD.DufourR.PoirierJ. (2016). Effects of rs3846662 variants on HMGCR mRNA and protein levels and on markers of Alzheimer’s disease pathology. *J. Mol. Neurosci.* 58 109–119. 10.1007/s12031-015-0666-7 26541602PMC5138059

[B33] LerouxP.OmouendzeP. L.RoyV.DourmapN.GonzalezB. J.Brasse-LagnelC. (2014). Age-dependent neonatal intracerebral hemorrhage in plasminogen activator inhibitor 1 knockout mice. *J. Neuropathol. Exp. Neurol.* 73 387–402. 10.1097/NEN.0000000000000062 24709679

[B34] LiB.ConcepcionK.MengX.ZhangL. (2017). Brain-immune interactions in perinatal hypoxic-ischemic brain injury. *Prog. Neurobiol.* 159 50–68. 10.1016/j.pneurobio.2017.10.006 29111451PMC5831511

[B35] LiuX. B.MurrayK. D.JonesE. G. (2004). Switching of NMDA receptor 2A and 2B subunits at thalamic and cortical synapses during early postnatal development. *J. Neurosci.* 24 8885–8895. 10.1523/JNEUROSCI.2476-04.2004 15470155PMC6729956

[B36] LoewyJ.JaschkeA. C. (2020). Mechanisms of timing, timbre, repertoire, and entrainment in neuroplasticity: mutual interplay in neonatal development. *Front. Integr. Neurosci.* 14:8. 10.3389/fnint.2020.00008 32210771PMC7069513

[B37] LuF.ZhuJ.GuoS.WongB. J.ChehabF. F.FerrieroD. M. (2018). Upregulation of cholesterol 24-hydroxylase following hypoxia-ischemia in neonatal mouse brain. *Pediatr. Res.* 83 1218–1227. 10.1038/pr.2018.49 29718007PMC6019156

[B38] MaiereanS. M.MikhailidisD. P.TothP. P.GrzesiakM.MazidiM.MaciejewskiM. (2018). The potential role of statins in preeclampsia and dyslipidemia during gestation: a narrative review. *Expert Opin. Investig. Drugs* 27 427–435. 10.1080/13543784.2018.1465927 29672173

[B39] MatuteC.DomercqM.Sanchez-GomezM. V. (2006). Glutamate-mediated glial injury: mechanisms and clinical importance. *Glia* 53 212–224. 10.1002/glia.20275 16206168

[B40] MengX.TanJ.LiM.SongS.MiaoY.ZhangQ. (2017). Sirt1: role under the condition of ischemia/hypoxia. *Cell Mol. Neurobiol.* 37 17–28. 10.1007/s10571-016-0355-2 26971525PMC11482061

[B41] MiaoJ.HaasJ. T.ManthenaP.WangY.ZhaoE.VaitheesvaranB. (2014). Hepatic insulin receptor deficiency impairs the SREBP-2 response to feeding and statins. *J Lipid Res.* 55 659–667. 10.1194/jlr.M043711 24516236PMC3966700

[B42] PaolettiP.BelloneC.ZhouQ. (2013). NMDA receptor subunit diversity: impact on receptor properties, synaptic plasticity and disease. *Nat. Rev. Neurosci.* 14 383–400. 10.1038/nrn3504 23686171

[B43] PaolicelliR. C.FerrettiM. T. (2017). Function and dysfunction of microglia during brain development: consequences for synapses and neural circuits. *Front. Synaptic Neurosci.* 9:9. 10.3389/fnsyn.2017.00009 28539882PMC5423952

[B44] PappasA.KorzeniewskiS. J. (2016). Long-term cognitive outcomes of birth asphyxia and the contribution of identified perinatal asphyxia to cerebral palsy. *Clin. Perinatol.* 43 559–572. 10.1016/j.clp.2016.04.012 27524454

[B45] PlantierL.BesnardV.XuY.IkegamiM.WertS. E.HuntA. N. (2012). Activation of sterol-response element-binding proteins (SREBP) in alveolar type II cells enhances lipogenesis causing pulmonary lipotoxicity. *J. Biol. Chem.* 287 10099–10114. 10.1074/jbc.M111.303669 22267724PMC3323060

[B46] PorteB.ChatelainC.HardouinJ.DerambureC.ZerdoumiY.HauchecorneM. (2017a). Proteomic and transcriptomic study of brain microvessels in neonatal and adult mice. *PLoS One* 12:e0171048. 10.1371/journal.pone.0171048 28141873PMC5283732

[B47] PorteB.HardouinJ.ZerdoumiY.DerambureC.HauchecorneM.DupreN. (2017b). Major remodeling of brain microvessels during neonatal period in the mouse: a proteomic and transcriptomic study. *J. Cereb. Blood Flow Metab.* 37 495–513. 10.1177/0271678X16630557 26873886PMC5381447

[B48] QuanG.XieC.DietschyJ. M.TurleyS. D. (2003). Ontogenesis and regulation of cholesterol metabolism in the central nervous system of the mouse. *Brain Res. Dev. Brain Res.* 146 87–98. 10.1016/j.devbrainres.2003.09.015 14643015

[B49] RiceJ. E.IIIVannucciR. C.BrierleyJ. B. (1981). The influence of immaturity on hypoxic-ischemic brain damage in the rat. *Ann. Neurol.* 9 131–141. 10.1002/ana.410090206 7235629

[B50] RumajogeeP.BregmanT.MillerS. P.YagerJ. Y.FehlingsM. G. (2016). Rodent hypoxia-ischemia models for cerebral palsy research: a systematic review. *Front. Neurol.* 7:57. 10.3389/fneur.2016.00057 27199883PMC4843764

[B51] SegattoM.ToniniC.PfriegerF. W.TrezzaV.PallottiniV. (2019). Loss of mevalonate/cholesterol homeostasis in the brain: a focus on autism spectrum disorder and rett syndrome. *Int. J. Mol. Sci.* 20:3317. 10.3390/ijms20133317 31284522PMC6651320

[B52] StockingerB.Di MeglioP.GialitakisM.DuarteJ. H. (2014). The aryl hydrocarbon receptor: multitasking in the immune system. *Annu. Rev. Immunol.* 32 403–432. 10.1146/annurev-immunol-032713-120245 24655296

[B53] SupekF.BosnjakM.SkuncaN.SmucT. (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. *PLoS One* 6:e21800. 10.1371/journal.pone.0021800 21789182PMC3138752

[B54] TahraouiS. L.MarretS.BodenantC.LerouxP.DommerguesM. A.EvrardP. (2001). Central role of microglia in neonatal excitotoxic lesions of the murine periventricular white matter. *Brain Pathol.* 11 56–71. 10.1111/j.1750-3639.2001.tb00381.x 11145204PMC8098534

[B55] TuorU. I.GrewalD. (1994). Autoregulation of cerebral blood flow: influence of local brain development and postnatal age. *Am. J. Physiol.* 267 H2220–H2228. 10.1152/ajpheart.1994.267.6.H2220 7810721

[B56] VinallJ.MillerS. P.BjornsonB. H.FitzpatrickK. P.PoskittK. J.BrantR. (2014). Invasive procedures in preterm children: brain and cognitive development at school age. *Pediatrics* 133 412–421. 10.1542/peds.2013-1863 24534406PMC3934331

[B57] VolpeJ. J. (2009). The encephalopathy of prematurity–brain injury and impaired brain development inextricably intertwined. *Semin. Pediatr. Neurol.* 16 167–178. 10.1016/j.spen.2009.09.005 19945651PMC2799246

[B58] WinerdalM.WinerdalM. E.WangY. Q.FredholmB. B.WinqvistO.AdenU. (2016). Adenosine A1 receptors contribute to immune regulation after neonatal hypoxic ischemic brain injury. *Purinergic Signal.* 12 89–101. 10.1007/s11302-015-9482-3 26608888PMC4749537

How the deposited data were processed for this re-analysis (not part of the article)

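Gene expression was measured on 32 two-color microarrays. In the hypoxia-ischemia (HI) experiment 24 arrays compare pooled injured hemispheres (Cy5) with pooled naive hemispheres (Cy3) at P5 and P10, at 3, 6, 12 and 24 h, with 3 arrays per age and time point and 6 animals per pool. In the ontogeny experiment 8 arrays hold naive pools at P2 and P15, 4 per age, and the naive channels of the 24 HI arrays give P5 and P10. The arrays lie on 8 slides of 4 arrays. At P5 and P10 a slide holds the 4 time points of 1 replicate number, and P2 and P15 share 2 slides. Groups, dyes and replicate numbers were taken from the sample labels.

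The authors extracted the arrays with Agilent Feature Extraction. The per-array files hold intensity values of 4 kinds: raw spot and local background medians, background-subtracted signals, and, per the file headers, processed signals made by background subtraction and Lowess dye normalization within the array, with no scaling between arrays. They also hold log10 values, which per the file headers are the ratio of the red to the green processed signal, set to 0 by the program where neither channel is above background. The series table holds these log10 values of each array, and they equal those of the array files on the 24 HI arrays and differ from them by at most 0.00499 on the arrays of naive pools. Spots called non-uniform or population outliers by the program were left out, and the spots of 1 probe were averaged. Probes were named through the RefSeq reference, and 12002 probes the reference does not name kept the name of the files.

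HI ratios were taken on the log2 scale. A probe was tested in an age and time point when its mean signal reached 100 in at least 1 dye and at least 2 arrays had a ratio. The linear model of limma 3.58.1 (R 4.3.3) was fitted to all 24 arrays with 1 coefficient per age and time point, followed by empirical Bayes moderation and Benjamini-Hochberg correction. A call needs an adjusted p under 0.05 and a fold change over 1.5, and a gene is called when 1 of its probes is. The difference between P10 and P5 at each time point was tested in the same model with the same limits. Gene lists (cholesterol biosynthesis, interferon, choroid plexus, pituitary, erythroid, neutrophil, resting microglia, oligodendrocyte, cell cycle and sex-linked genes) were tested on the brightest probe of each gene with camera (inter-gene correlation 0.01, and estimated) and fry. Genes named in the text are those the paper names, the 5 most induced and 5 most repressed per age and time point among genes called with the same direction on all 3 arrays, the genes of the lists, and genes called in opposite directions at P5 and P10. The paper's supplementary fold changes had been read when this rule was written. Genes outside it are marked where they appear.

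Ontogeny was measured on Cy3 processed signals, taken to log2 after scaling each array to its 75th percentile. A probe was tested when its mean signal reached 100 at 1 age at least, and called at an adjusted p under 0.001 and a 2-fold change by limma over 32 arrays. HI effects and ontogenic changes share naive signals, so their relation was compared with 20 draws in which residuals of ratio and naive signal were resampled together, taking per group and direction as many top-ranked probes as were called in the measured data. The analysis was tested on simulated data with 200 changed probes. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).

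Sequencing depth does not apply to arrays. The share of probes well above background, from 57.9 to 91.9% over the channels of the HI arrays and from 62.1 to 71.3% over the P2 and P15 channels, stands in for it. No probe was saturated on the HI arrays. With 3 arrays per group the precision of a ratio rests on the spread between arrays, pooled over groups by the model.

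Alternatives set beforehand for HI were the brightest probe per gene, no signal filter, a filter on probes well above background, each age and time point alone, slide as random block (duplicateCorrelation with statmod 1.5.0), replicate block, the dye bias taken out (estimated from the arrays of naive pools), the series table values, normexp and loess from raw medians, the union with a 2-fold change on 2 of 3 arrays, the methods' test against zero with and without Benjamini-Hochberg correction, and leaving out each array. For ontogeny they were the methods' unpaired test with correction, no signal filter, the filter on probes well above background, the mean of both dyes, normexp and quantile normalization, the background-subtracted signal before Lowess, replicate block and leaving out each replicate. Added after the data were seen were slide as random or fixed block for ontogeny, genes named by the reference only, and the uncorrected test against zero over named genes only. Groups of 4 arrays were tested for outliers with Dixon's ratio.

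Array signals cannot be assigned to single cells or animals within a pool. Protein arrays, immunohistochemistry, pathway and gene ontology enrichment were not analysed here. The paper's R-index was recomputed, and its deciles were not compared with the paper's.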

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

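The tests of receptor probes, of the component that separates slides of 1 age and of other splits of the cholesterol result were chosen after the result was seen, and the others were not.

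Among the 4 P2 arrays, replicate 3 stands apart from the other 3 in the percentage of probes well above background in Cy5, with a gap of 0.853 of the range (64.5 to 71.3%), over Dixon's limit for 4 samples. Of 12 measures and groups tested this way it is the 1 over the limit, and chance alone puts about 1 in 20 groups over it. The Cy3 channel of the P2 arrays (gap 0.38 of a range of 64.4 to 69.4%) shows no such gap. The ontogeny values use Cy3 only. No biological explanation was tested.

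The HI effect differs between P10 and P5 for 35 genes at 3 h, 973 at 6 h, 253 at 12 h and 1057 at 24 h, by limma's test of the difference. In other splits of the same arrays none of the 9 other splits gave as many genes at any of the 4 time points, so the real split ranks 1 of 10. With 10 splits the share cannot fall under 0.05, so the count of splits alone does not exclude chance. The next largest of the other splits gave 0, 1, 0 and 2 genes at 3, 6, 12 and 24 h by limma, which speaks against chance as the source of the counts. Age and slide are confounded, so a slide effect on the ratios and an effect of age cannot be told apart. Single arrays carry much of the counts. At 24 h the count is 15 without P10 24 h replicate 1 and 11 without P5 24 h replicate 1, and at 12 h it is 0 without P5 12 h replicate 1, where limma finds 577 genes at unadjusted p. An effect of age stays open and untested apart from the slides.

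The cholesterol biosynthesis enzymes were lowered less at P10 than at P5 at 12 h, with a median difference of 0.43 and all 21 enzymes on the same side (camera p 4.01e-09, 0.0577 with the correlation estimated). Under the 8 alternatives the difference lies between 0.42 and 0.44, with camera p from 2.24e-12 to 4.46e-09. A bias between the dyes cancels in this difference, so taking it out does not test it. With it taken out the P5 median is -0.68, which argues against that bias as the whole source of the lower P5 values. Among other splits of the arrays of the P5 and of the P10 group the real medians rank 1 of 4 each, and for the difference 1 of 10, so chance cannot be excluded by splits. The next largest of the other splits gave 0.30 at P5, 0.21 at P10 and 0.28 for the difference. Slides are confounded with age here as well, and a biological effect of age stays open.

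Probes of odorant and vomeronasal receptors, which the paper does not discuss, were well above background more often on the P10 arrays (median 26.4%, range 11.8 to 57%) than at P2 (9.2%), P5 (10%, range 3 to 18.1%) or P15 (11.1%). Negative control probes were above background in 0 to 3.3% on these arrays, so a higher background on the P10 slides is not what raises them. Of 81 receptor genes that were tested, 74 rose between P5 and P10. A gene is tested when its signal reaches the minimum at 1 age, so a higher P10 signal itself brings rising genes into this count. Quantile normalization alone, which removes another signal range, left 2202 genes rising and then falling, within 1.5 times of 2876. Normexp with quantile normalization, which changes the background correction as well, lowered this count past that limit. Mouse sequence other than brain messenger RNA, such as genomic DNA, in the P10 samples may explain the receptor signal and part of the genes that rise to P10 and then fall. The difference of the third P5 slide from the other P5 slides correlates with the difference of P10 from P2 and P15, with r of 0.76 across probes, which are not independent replicates. Pairs of slides of 1 age differ in up to 6262 genes (median 613.5), and pairs of P5 and P10 slides in 1773 to 10289 (median 9444). Because P10 has slides of its own, slide batch and age cannot be told apart for these genes. Expression of receptors in the P10 brain, or a faster maturation of the pups on the third P5 slide, stays open as a biological explanation and was not tested.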

How the results depend on the processing

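Slide as random block for the ontogeny counts, slide as fixed block and the counts over genes named by the reference only were chosen after the results were seen, and the other alternatives were set before the data were examined. Across 28 results, 232 of 327 values under the alternatives stayed unchanged (a count within 1.5 times, a test on the same side of its threshold, a percentage or correlation within its spread), and so did 553 of 602 values with arrays left out. Values with a changed sign number 0. The median log2 ratio of the cholesterol enzymes at 12 h and its difference between ages were unchanged under 8 of 8 alternatives each. An array of another group cannot move these medians, so most of the 24 values with an array left out were fixed beforehand for each. With arrays of their own groups left out they range from -0.79 to -0.74 at P5, from -0.38 to -0.26 at P10 and from 0.35 to 0.5 for the difference.

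With series matrix values 21 of 21 results stayed unchanged. These values match those of the array files on the HI arrays, so this outcome was near fixed beforehand, and the 21 are counted in the 232. With the union with 2-fold on 2 of 3 arrays 13 of 13 stayed unchanged, and with the mean of both dyes and the background-subtracted signal before Lowess 7 of 7 each. Slide as fixed block left the count between P2 and P15 unchanged, at 4969. For the cholesterol enzymes the brightest probe is already the one used, so that alternative was not run for them, and normexp was run on median spot signals, since the files hold no mean signals. For the changed results below the cause was not tested, except where the setting itself tests more or fewer genes.

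Normexp and loess lowered the counts of regulated genes to 293 (P5 6 h), 110 (P5 24 h), 324, 1094, 904 and 1433 (P10 at 3, 6, 12 and 24 h), the P5 repressions to 163, the P10 inductions to 1345, the P10 repressions to 1235 and the genes at both ages to 516. The genes whose effect differs between ages fell to 1, 547, 102 and 1 (3, 6, 12 and 24 h), and the correlation of maximal fold changes to 0.8.

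Without a signal filter more probes are tested. Regulated genes were 920 at P5 6 h and 2233, 4075 and 6067 at P10 3, 6 and 24 h, with 806 P5 repressions, 4600 P10 inductions and 5910 P10 repressions. Genes that differ between ages were 0 at 3 h, 0 at 12 h and 279 at 24 h by limma, while 2659, 1801 and 4025 have an unadjusted p under 0.05. Ontogenic change was found for 2583 genes between P2 and P5, 16198 between P5 and P10 and 13574 between P10 and P15, with 8351 genes rising and then falling, and the percentages of HI genes with ontogenic change were 46.6 at P5 and 72.3 at P10. With the well above background filter these percentages were 45 and 70.7, regulated genes were 1391 at P10 3 h and 5085 at P10 24 h, P10 inductions 4055, and the genes that differ between ages 6 at 3 h and 121 at 12 h.

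Each age and time point alone gave 314 genes at P10 12 h and 10 at P10 24 h, 1564 P10 inductions, 1336 P10 repressions and a correlation of 0.87. This setting has fewer degrees of freedom. Every P5 group and P10 3 and 6 h lost as many, and their counts stayed within 1.5 times, so this loss alone does not account for the fall. The fit over all 24 arrays assumes 1 spread per probe for all groups. The median SD between arrays was 0.191 and 0.198 at P10 12 and 24 h, against 0.119 to 0.134 at P5. At P10 6 h it was 0.202 and the count stayed, so a wider spread does not settle the cause either. On simulated P5 12 h ratios 3 arrays alone recovered 179 of 200 changed probes. These changes were 2-fold or more and the spread was the same in all groups, so this recovery need not hold at P10 24 h. Genes that differ between ages were 0, 3, 0 and 0 by limma, while 1045, 1698, 726 and 1794 have an unadjusted p under 0.05.

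The methods' t-test, unadjusted, gave 1005 genes at P10 12 h, 1129 at P10 24 h and 1409 P10 repressions. The methods' t-test, Benjamini-Hochberg, gave 2 genes at P5 6 h and 0 in each of the other 7 groups, so 2 P5 inductions, 0 P5 repressions, 0 P10 inductions, 0 P10 repressions and 0 genes at both ages. Without the correction the groups have 464, 554, 616 and 233 genes at P5 and 772 and 1626 at P10 3 and 6 h. In simulated data this test recovered 6 of 200 changed probes, so a count of 0 does not speak against the limma counts.

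The replicate block raised the genes that differ between ages to 425 at 3 h, 596 at 12 h and 1659 at 24 h. Residual ratios of arrays with 1 replicate number at 1 age have a median r of 0.24 at P5 (0.06 to 0.55), against -0.11 for other pairs, and of 0.25 at P10 (-0.44 to 0.59), against -0.13. Each replicate number is also a slide, so pairing and slide cannot be told apart. Slide as random block gave 97 genes that differ at 3 h, and dye bias taken out gave 239 at 3 h and 405 at 12 h.

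In ontogeny, normexp and quantile gave 360, 4492, 3084 and 2061 genes (P2 to P5, P5 to P10, P10 to P15, P2 to P15), 1356 rising and then falling and percentages of 20 at P5 and 45.2 at P10. Slide as random block, chosen after the results were seen, gave 110 genes between P2 and P5, 3055 between P10 and P15, 1192 rising and then falling and percentages of 23.3 and 49.5. The brightest probe per gene gave percentages of 36.4 and 64.8.

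Over genes named by the reference only the values were 2222 genes at P10 24 h, 1899 P10 repressions, 838 genes between P2 and P5, 1464 rising and then falling, where fewer genes are counted, and a percentage of 64.7 at P10. The methods' t-test, unadjusted, over named genes gave 525 at P5 12 h, 1280, 852 and 886 at P10 6, 12 and 24 h, 1478 P10 inductions, 1038 P10 repressions and 593 genes at both ages.

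With 1 array left out, the group it leaves has 2 arrays and is assumed to vary like the others. Regulated genes ranged from 1224 (without P10 12 h replicate 1) to 3043 (without replicate 2) at P10 12 h and from 1297 (without P10 24 h replicate 1) to 4679 (without replicate 3) at P10 24 h, and P10 repressions from 1836 to 3624 without the same 2 arrays of P10 24 h. The correlation ranged from 0.79 (without P10 24 h replicate 3) to 0.88 (without replicate 1).

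Genes that differ between ages ranged from 0 to 199 at 3 h. This count moved by over 1.5 times for 21 of 24 arrays: 0 without P5 3 h replicates 1 or 3 (652 and 753 at unadjusted p) and 1 without replicate 2, 7, 11 and 8 without P5 6 h replicates 1, 2 and 3, 7, 6 and 9 without those of P5 12 h, 6, 6 and 17 without those of P5 24 h, 6 and 1 without P10 3 h replicates 2 and 3, 128, 188 and 78 without those of P10 6 h, 68 without P10 12 h replicate 2, and 93, 18 and 199 without those of P10 24 h. At 6 h the range was 351 (without P10 6 h replicate 2) to 1412 (without replicate 1), with 518 without P5 6 h replicate 2. At 12 h it was 0 (without P5 12 h replicates 1 or 2, 577 and 696 at unadjusted p) to 516 (without P10 12 h replicate 2), with 35 and 1 without P10 12 h replicates 1 and 3. At 24 h it was 11 (without P5 24 h replicate 1) to 3120 (without P10 24 h replicate 3), with 28 and 1722 without P5 24 h replicates 2 and 3 and 15 and 615 without P10 24 h replicates 1 and 2.

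In ontogeny a replicate of P5 or P10 is a slide of 4 arrays. The percentage at P5 ranged from 36.9 (without P5 replicate 2) to 49.6 (without P5 replicate 3), and at P10 from 64.5 (without P10 replicate 2) to 72.6 (without P5 replicate 3).

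The ontogeny counts stayed within 1.5 times with each replicate left out, from 1169 to 1845 genes between P2 and P5, 7022 to 10078 between P5 and P10, 4905 to 6701 between P10 and P15, 3314 to 4593 between P2 and P15 and 2079 to 3460 rising and then falling. Signal over background limits which probes are tested, and from 57.9 to 91.9% of probes were well above background in a channel of the HI arrays.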

Differences from the paper's values

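The counts over genes named by the reference only (with limma or with the uncorrected test of the methods) and slide as random block for ontogeny were chosen after the values were seen, and the other alternatives were set before the data were examined. For HI the latter are normexp and loess, series matrix values, no signal filter, well above background filter, brightest probe per gene, each age and time point alone, replicate block, slide as random block, dye bias taken out, union with 2-fold on 2 of 3 arrays, and the methods' t-test unadjusted and with Benjamini-Hochberg. For ontogeny they are no signal filter, well above background filter, brightest probe per gene, replicate block, the methods' t-test with Benjamini-Hochberg, normexp and quantile, background-subtracted signal before Lowess and mean of both dyes. Below, an alternative is named where its value lies within 1.5 times of the paper's, and those not named lie outside. Fold changes the paper prints for Il1b and for the cholesterol enzymes match those computed here, so both are on 1 scale. Of the 4470 entries in the paper's Supplementary Table 1A, 3167 are called here in the listed direction, and the uncorrected test of the methods over named genes drops 845 of these, while counting named genes only with limma drops 0.

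The genes regulated by HI number 5782 here against the paper's 1938, within under normexp and loess (2718), and under the uncorrected test over named genes (2869), which was chosen after the values were seen and drops 845 listed entries. At P10 the values are 5461 against the paper's 1271, with none within. At P5 24 h they are 302 against the paper's 195, within under brightest probe per gene (285), dye bias taken out (237) and the methods' t-test unadjusted (233), and, chosen after the values were seen, over named genes with limma (266, 0 entries dropped) and with the uncorrected test (209, 845 dropped). With arrays left out it is within 9 of 24 times. At P10 24 h they are 3339 against the paper's 895, within under the methods' t-test unadjusted (1129), without P10 24 h replicate 1 (1297) and, chosen after the values were seen, under the uncorrected test over named genes (886, 845 dropped). The P10 inductions are 2579 against the paper's 840 and the P10 repressions 3059 against the paper's 499, with none within for either. The genes regulated at both ages are 923 against the paper's 386, within under normexp and loess (516).

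For the genes regulated by HI at single time points, the paper's Supplementary Table 1A has 520 at P5 12 h against 808 here, within under normexp and loess (548), brightest probe per gene (755), dye bias taken out (646), the methods' t-test unadjusted (616), with any 1 of the 3 P5 12 h arrays left out (570 to 758) and, chosen after the values were seen, over named genes with limma (681, 0 dropped) and the uncorrected test (525, 845 dropped). At P10 3 h the paper's table has 445 against 842 here, within under normexp and loess (324) and, chosen after the values were seen, over named genes with limma (667, 0 dropped) and with the uncorrected test (580, 845 dropped). At P10 6 h it has 752 against 2306 here, within under normexp and loess (1094). At P10 12 h it has 714 against 1775 here, within under normexp and loess (904), the methods' t-test unadjusted (1005) and, chosen after the values were seen, the uncorrected test over named genes (852, 845 dropped).

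The biphasic genes at P10 are 137 against the paper's 68, within under slide as random block (82) and dye bias taken out (67), without P10 6 h replicate 1 (97), P10 6 h replicate 3 (94) or P10 12 h replicate 3 (100), and, chosen after the values were seen, over named genes (81, 0 dropped). Those induced and then repressed at 24 h are 123 against the paper's 53, within under no signal filter (67), slide as random block (67), dye bias taken out (55), without P10 6 h replicate 1 (78) or 3 (79) and, chosen after the values were seen, over named genes (68, 0 dropped). The isochronous genes are 592 against the paper's 188, with 406 inductions against the paper's 137 and 187 repressions against the paper's 53, and none are within. The genes with opposite regulation at the 2 ages are 29 against the paper's 15, within under dye bias taken out (15), the methods' t-test unadjusted (17), without P5 12 h replicate 1 (22), P5 12 h replicate 3 (20) or P10 24 h replicate 1 (19) and, chosen after the values were seen, under the uncorrected test over named genes (16, 845 dropped). The lasting repressions at P10 are 57 against the paper's 22, with none of the alternatives set beforehand within except when P10 3 h replicate 2 (20) or 3 (33) is left out, and, chosen after the values were seen, within under the uncorrected test over named genes (28, 845 dropped). The de novo inductions at 24 h at P10 are 804 against the paper's 188, within under normexp and loess (230), and the de novo repressions at 24 h 1587 against the paper's 265, within under the methods' t-test unadjusted (288) and without P10 24 h replicate 1 (331).

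The genes with ontogenic change are 1520 between P2 and P5 against the paper's 396, within under normexp and quantile (360), 8246 between P5 and P10 against the paper's 2123, and 6047 between P10 and P15 against the paper's 2008, with none within for the latter 2. The probes with ontogenic change between P2 and P5 are 1586 against the paper's 6949, with none within, and between P10 and P15 6538 against the paper's 16662, within under no signal filter (14703). The paper gives p limits of both 0.001 and 0.01 for these probe counts, and 0.001 was used here, so a looser limit may be part of the gap. The genes rising and then falling around P10 are 2876 against the paper's 1281, within under normexp and quantile (1356) and, chosen after the values were seen, under slide as random block (1192) and over named genes (1464). The paper's lists for this class were not compared gene by gene, so the genes these 2 drop were not counted. The genes falling and then rising are 1540 against the paper's 221, with none within. Over P2, P5 and P10, 73 genes rise and then fall against the paper's 3, with none within, and 5 fall and then rise against the paper's 8, within under no signal filter (8), mean of both dyes (7), well above background filter (6) and without P10 replicate 3 (10).

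Between P2 and P15, the genes rising over the whole interval number 1979 against the paper's 611, with none within, and the genes falling over the whole interval 1811 against the paper's 797, within under normexp and quantile (1003). Of the rising genes 243 fall in a shorter interval against the paper's 84, and of the falling genes 293 rise in one against the paper's 101, within under normexp and quantile for both (72 and 95). The percent of genes regulated by HI with ontogenic change is 41.2 at P5 against the paper's 16.5, within under normexp and quantile (20) and, chosen after the values were seen, under slide as random block (23.3). At P10 it is 68.5 against the paper's 35.6, within under normexp and quantile (45.2) and, chosen after the values were seen, under slide as random block (49.5). Which genes of the paper these drop was not counted. As numbers of genes these are 528 against the paper's 174, within under normexp and quantile (256), and 3741 against the paper's 452, with none within. With a change centred on P10 they are 2177 against the paper's 253, with none within.

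The paper puts the peak of P5 inductions at 6 h, and here 529 genes were induced at 12 h against 412 at 6 h. It states that lasting inductions have the highest amplitude at P5 and not at P10, and that lasting repressions do not. Here the lasting class has the highest median at P10 too (1.96 for inductions and 2.46 for repressions, against at most 1.78 and 1.91 in the other classes). It describes higher induction amplitudes at P5 than at P10 at 12 and 24 h and deeper repressions at P10. Here, with arrays as replicates where the paper used genes, exact p is 0.6 and 0.9 for inductions, and 0.7 for repressions at 24 h, where 3 against 3 arrays give 0.1 at the smallest, so this test could not have shown the paper's difference. The array means of repression at P10 are 1.62 to 2.05. It describes few transient effects at P10, and here 25.3% of inductions and 36.2% of repressions are transient. Its P10 late effects as the majority hold here too, with 50.9 and 56.3%. It describes a rise of the median induction amplitude over 24 h at both ages, and here array means at P5 stay at 1.9 to 1.91, and those at P10 go from 1.7 to 1.83. It describes regulated genes as mostly of 1 age. Over all regulated genes 16% were called at both ages here, which goes with that statement, while of the genes regulated at P5 72.1% were also regulated at P10. It describes the share of P5 genes that change with ontogeny as low. Here that share is 41.2%, beside 50.4% of all genes tested for ontogeny. The first share counts HI genes not tested for ontogeny as unchanged, so the 2 are not on 1 base.

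The paper lists genes as induced or repressed at 1 age that behave differently here. Bdnf, listed as induced at P5, was not called there (0.58±0.16, adjusted p 0.0088 at 3 h) and was called at P10 (0.65±0.48, adjusted p 0.00168 at 3 h). Ntf3, listed as induced at P5, was repressed at P5 3 h (-0.63±0.07, adjusted p 0.019) and at P10 6 h (-0.64±0.33, adjusted p 0.00383). Cntf, Il6ra, Acvr1c and Gabrd, listed as P5-specific, were also called at P10 (Cntf 1.24±0.11, adjusted p 4.08e-07 at 12 h, Il6ra 1.04±0.13, adjusted p 6.33e-05 at 6 h, Acvr1c -0.71±0.72, adjusted p 0.00602 at 24 h and Gabrd -0.77±0.22, adjusted p 1.51e-05 at 24 h). They were called at P5 as listed. Casp8 and Myd88, listed as P10-specific, were also called at P5 (Casp8 0.71±0.11, adjusted p 0.016 at 24 h, Myd88 0.61±0.27, adjusted p 0.0116 at 12 h). Mtor, listed as induced at both ages, was repressed at P10 6 h (-0.75±0.42, adjusted p 0.000267) and 12 h (-0.72±0.24, adjusted p 0.000581). Il1r1, described as unaffected at P5 in the results and as induced at both ages in the discussion, was called at P5 12 h (1.89±1.00, adjusted p 0.0107). Rxrg, listed for P10, was repressed at P5 as well (-0.86±0.05, adjusted p 0.000301 at 6 h). Cdh7, listed as induced at P10, was repressed at P10 6 h (-1.10±0.21, adjusted p 2.77e-06) and at P5 6 h (-0.60±0.01, adjusted p 0.00306). Slc16a7 and Tnfaip8, listed for both ages, were not called at P5 (Slc16a7 -0.21±0.25, adjusted p 0.646 at 24 h, Tnfaip8 -0.55±0.19, adjusted p 0.00959 at 6 h) and were called at P10. Fdxacb1, listed with opposite effects at the 2 ages, was not called at P5 (0.28±0.31, adjusted p 0.339 at 24 h). The paper names Nsdhl as the only cholesterol enzyme repressed at P10, and here 8 enzymes had a repressed probe at P10 12 h, 6 of them on the brightest probe, Nsdhl among them.

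Some genes the paper names were not called here at an age and are called there under other settings. With no signal filter and with the well above background filter these are Map3k8, Nfia, Insr, Grin2a and Il1r1 as induced at P10 and Calb1 and Sema3e as repressed at P10, Rgs3 and Tlr12 in either direction at P10, Il1b and Map3k8 as induced at P5 and Epha1 as repressed at P5. With no signal filter alone Cdh8 is called at P10. Dye bias taken out calls Gria1 as induced at P10 and, with normexp and loess, Ntrk2 at P5. Normexp and loess calls Actb, Actg1, Rpsa and Creb5 at P5, and with each age and time point alone Itsn1 and Cdh5 at P5. Each age and time point alone calls Cdh15 as repressed at P5 and Rara as induced at P5, the latter also under the methods' t-test unadjusted and, chosen after the values were seen, over named genes. Kctd14 is called at P5 under normexp and loess, both filters, each age and time point alone and the methods' t-test unadjusted, and, chosen after the values were seen, over named genes. With 1 array left out, and under no other setting, Bdnf, Cdc42ep1, Rnd1 and Tnfaip8 are called at P5 and Gabrb2, Gria3, Rasgrp1 and Rnd1 at P10. Plcb1, Plcb4, Cdh18 and Cxcr1 are among the genes called under none of the settings.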

Other observations

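The tests of receptor probes, of the component that separates slides of 1 age, of the array with a wider spread, of the receptor probes' ratio, of a swap of samples and of the splits of the percentages were chosen after the result was seen.

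Splits of the arrays other than the real one gave as many genes in 1 of 100 splits for the inductions and the repressions at P5, in 2 of 100 for the P10 inductions and in 1 of 100 for the P10 repressions and the genes at both ages, the real split included, so chance is excluded for these at a share of 0.05. The next largest of their other splits gave 162 and 206 genes at P5, 2583 and 2493 at P10 and 102 at both ages, so for the P10 inductions 1 other split gave more than the real 2579. For the 8 single age and time groups the real split ranks 1 of 4, so the count of splits alone does not exclude chance. The next largest of their other splits gave 0, 1, 1 and 0 genes at P5 and 3, 10, 0 and 109 at P10, from 3 to 24 h. Counts this low speak against chance as the source of the real ones. In simulated data with no change limma made 0 calls in 149166 tests. The simulated noise was independent between probes and arrays, so this outcome cannot speak to deviations shared within an array or a slide. For the ontogeny counts between P2 and P5, P5 and P10, and P10 and P15, for the genes rising and then falling and for both percentages of HI genes with ontogenic change the real split ranks 1 of 100, and between P2 and P15 it ranks 1 of 35. Splits by slide show a dependence that counting splits does not remove. With slides 1, 2 and 6 as P5 in place of 1, 2 and 3, 3799 genes differ between the groups and 892 rise and then fall.

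Of the 7175 probes changed between P2 and P5 or between P10 and P15, 40% had a smaller difference between P2 and P15 than in both shorter intervals, 87.1% had P2 and P15 on 1 side of P5 and P10, and 39.8% had both. The first value leaves it open whether comparisons within shared slides give fewer changes than comparisons across slides, since the shorter intervals are only measured across slides.

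With the dye bias taken out, 724 genes were regulated at both ages, within 1.5 times of 923, so a bias between the dyes is not the whole source of the shared genes.

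Choroid plexus markers did not all move together. Kcne2 was lower and Ttr higher after HI on 19 of 24 arrays, and Kcnj13 lower and Aqp1 higher on 23 of 24. Different amounts of choroid plexus alone would not give this. A fixed offset of each probe could, with varying amounts beside it, so these signs do not exclude varying amounts. Correlations between the markers across arrays run from -0.29 to 0.75. Ttr has a median log2 naive signal of 13.95 and Kcne2 of 7.97, and 8 choroid plexus markers were over the signal minimum in all 8 groups. The pituitary markers were too weak to test as a list within an age (1 or 2 of 8 genes tested). On the 3 arrays with Pomc changed over 2-fold, Gh and Cga moved over 2-fold in the same direction on 3 of 3 (P5 3 h replicate 1 and P5 6 h replicates 2 and 3). The median log2 naive signal is 9.2 for Pomc, 5.62 for Gh and 4.65 for Cga, and Pomc alone of these is over the minimum in all 8 groups. Different amounts of pituitary tissue in the dissected hemispheres are a candidate explanation.

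Xist and the Y-linked genes moved in opposite directions by over 0.58 on 10 of 24 arrays, and Xist or a Y-linked gene by over 0.58 on 18 of 24. Unequal sex composition of the paired pools is a candidate explanation. On P5 3 h replicate 2 Xist is -8.09 and Ddx3y 1.94, and on P5 24 h replicate 2 Xist is -1.89, Ddx3y 7.33 and Eif2s3y 7.27, with Xist at background in the HI channel of the first and Ddx3y and Eif2s3y at background in the naive channel of the second, so these sizes depend on the background. The sex-linked list has a median of 2.4 at P5 24 h with 0 of 3 genes called by limma and 2 when adjusted over the list alone. The paper describes sex-matched pools.

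Erythroid markers lay on 1 side of a ratio of 1 on 18 of 24 arrays, and their ratios correlate with r of 0.91 to 0.95 across arrays. Their signals in naive tissue are high (median log2 15.17 for Hba-a1 and 13.04 for Hbb-bs), and 4 of the markers are over the minimum in all 8 groups. Different amounts of blood left in the hemispheres are a candidate explanation. As a list they were higher at P5 6 h (median 0.64) and 12 h (0.76), with 4 of 5 genes called at each. At P10 12 h the median was 0.31 with 1 gene called, but array medians of 0.79, -0.36 and 0.57 and a fry p of 0.0785 show no rise of the list. At P10 3 h 5 of 5 genes were lower (-0.40, fry p 0.0376, camera p 0.0538, 0 called by limma). The neutrophil markers tested were all higher at P5 3 h (3 of 3, fry p 0.0309), P5 6 h (4 of 4, camera p 0.0346, fry p 0.0158) and P10 6 h (4 of 4, camera p 0.17, fry p 0.0343), and later 2 of 4 were higher and 2 lower at P5 12 h (2 called higher, camera p 0.0783, fry p 0.0264), 3 of 4 higher at P10 12 h (2 called higher, camera p 0.172, fry p 0.0429) and 2 of 4 higher at P10 24 h (2 called higher and 1 lower, camera p 0.774, fry p 0.375). Oligodendrocyte markers were higher at P10 6 h (0.32, 1 of 7 called, fry p 0.000685, camera p 0.0368, with array medians of 0.7, 0.34 and -0.14). Cell cycle genes were lower at P5 3 h (-0.29, 0 of 8 genes called by limma and camera p 0.00591) and P10 3 h (-0.33, 1 of 6 called, camera p 0.00492), and all 8 were higher at P5 12 h (0.15, camera p 0.0436) and P5 24 h (0.17, camera p 0.014), with 0 called by limma.

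On the P10 12 h replicate 1 array 33475 of the Cy3 probes and 36230 of the Cy5 probes were well above background, more than on any other array. Its negative controls, with a median background-subtracted Cy3 signal of -3.38, were as low as elsewhere, so a higher signal floor is not what raises the number. Receptor probes were above background in 57% in Cy3 and 74.2% in Cy5, against 11.8 to 29.1% and 16.6 to 42.3% on the other P10 arrays. Mouse sequence other than brain messenger RNA in that pool may explain this.

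The share of P5 inductions in the direction of ontogeny between P2 and P5 (77.3%) lies at the 79.4% that simulated data with shared naive signals give. Of all genes changed between P2 and P5, 1316 rose and 204 fell, so genes picked without regard to age would mostly rise too. The simulation holds both this imbalance and the shared naive signals, so it does not tell which of them gives the share.

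More genes were regulated at P10 24 h (3339) than at P5 24 h (302). A smaller spread between arrays does not account for it, since 3705 probes change over 1.5-fold on average at P10 24 h whatever their p, against 429 at P5 24 h. The P10 24 h replicate 1 array has the widest spread of ratios (SD 0.89, against 0.51 and 0.42), and without it 1297 genes are regulated. An effect of age stays open, and so does less of the receptor probes' signal in the HI channel. For the 185 receptor probes well above background in the naive channel on all 3 P10 24 h arrays the median log2 ratio is -0.53 (-0.78, -0.46 and -0.31 by array). Choosing probes by their naive signal tends to lower their ratio, so this median cannot show less receptor signal in the HI channel. The difference of the third P5 slide correlates with the P10 24 h ratio with r of -0.47 across probes. Over all 1436 receptor probes, most of them at background, the array medians are -0.06, -0.12 and -0.04. The share above background was lower in the HI than in the naive channel on replicate 1 (24.4 against 29.1%). It was higher on replicates 2 (29.9 against 26.7%) and 3 (16.6 against 13.9%). Whether less receptor signal in the HI channel goes with lower brain transcripts cannot be told apart from repression by HI.

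P5 24 h replicate 3 correlates with the P10 24 h arrays (r of 0.73, 0.64 and 0.63) above its own group (0.22 and 0.46), over probes tested in any of the groups. Replicate 3 of P5 12 h (0.77 with P10 12 h replicate 1, against 0.53 and 0.67 in its own group) and of P5 6 h (0.63 with P10 6 h replicate 1, against 0.46 and 0.58) also have their highest r with a P10 array, and that of P5 3 h does not (at most 0.42, against 0.51 and 0.55). These 4 arrays are 1 slide. For the P5 24 h array a swap with a P10 24 h array is not what the naive signal shows. On the axis from P2 (0) to P15 (1) it lies at 0.57, under the P10 arrays (0.9 to 0.95), and no P10 24 h array lies with P5 (0.23 to 0.57). The cause was not tested. The copy of Supplementary Table 1A read here has 4470 entries for 1923 genes, 1830 of which were matched. Its fold changes correlate with the present ratios with r of 0.959 to 0.99 per age and time point, across genes that are not independent replicates.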
